# Mechanisms of gene regulation by SRCAP and H2A.Z

**DOI:** 10.1038/s41467-026-70087-x

**Published:** 2026-03-06

**Authors:** Armelle Tollenaere, Enes Ugur, Susanna Dalla Longa, Cédric Deluz, Devin Assenheimer, J. Christof M. Gebhardt, Heinrich Leonhardt, David M. Suter

**Keywords:** Histone variants, Chromatin remodelling, Epigenetics, Single-molecule biophysics

## Abstract

Discriminating regulatory functions of chromatin composition from those of chromatin-modifying complexes is a central problem in gene regulation. This question remains unexplored in the context of histone variants and their dedicated chromatin remodelers. Here we dissect the distinct and cell cycle-dependent functions of Snf2 Related CREBBP Activator Protein (SRCAP) and H2A.Z in gene regulation of pluripotent stem cells. Using acute degradation of endogenous SRCAP, we uncover dynamic changes of H2A.Z occupancy and continuous requirement of SRCAP over the cell cycle. We also engineered an SRCAP mutant, defective for H2A.Z deposition, allowing us to distinguish H2A.Z-dependent and independent functions of SRCAP. We discover that SRCAP exhibits essential H2A.Z-independent functions in inhibiting DNA binding of dozens of pioneer transcription factors at enhancers by steric hindrance. In contrast, H2A.Z acts mainly as a transcriptional repressor gatekeeping the expression of lineage-specific genes. Our study establishes the catalytic-independent role of a chromatin remodeler in broadly regulating transcription factor binding, and demonstrates how a chromatin remodeler-histone variant pair orchestrates transcription to maintain self-renewal and plasticity of pluripotent stem cells.

## Abstract (web summary)

SRCAP depletion causes rapid replacement of H2A.Z by H2A, leading to upregulation of lineage-specific transcription factors. SRCAP also prevents pioneer transcription factor binding by steric hindrance, independently of its H2A.Z-depositing activity.

## Introduction

In Eukaryotes, most DNA is wrapped around nucleosomes made of histone octamers. While two copies of the four canonical histones make up most nucleosomes, histone variants can replace them in specific positions of the genome. H2A.Z is a highly conserved H2A histone variant essential for zygotic genome activation in *Drosophila* and zebrafish and for post-implantation development in the mouse^1–3^. In vertebrates, there are two different isoforms of H2A.Z (H2A.Z.1 and H2A.Z.2) that differ by only three amino acids^4^. H2A.Z plays a central role in self-renewal and lineage commitment of multiple types of stem cells, including mouse pluripotent stem cells (PSCs)^5–7^. Both Snf2-related CREBBP activator protein (SRCAP) and Tip60/p400 remodeler complexes ensure H2A.Z deposition in mammals^8,9^. In mouse PSCs, H2A.Z deposition is mainly achieved by the SRCAP complex, made of the SRCAP protein bearing the catalytic ATPase activity and 9 other subunits^10^. The SRCAP complex binds to canonical nucleosomes and swaps the H2A-H2B dimer with an H2A.Z-H2B dimer^8^. It was also reported to facilitate the recruitment of some transcriptional regulators, but whether this function is independent of its role in depositing H2A.Z is unclear^11–13^.

In PSCs, H2A.Z is broadly enriched at active and bivalent/poised promoters and enhancers^14,15^. H2A.Z has been proposed to regulate transcription at multiple levels, i.e., by modulating chromatin accessibility, repressing DNA methylation, altering transcription factor (TF) binding and enhancing RNA polymerase II pausing^16–20^. H2A.Z nucleosomes protect shorter DNA segments compared to canonical nucleosomes, which was suggested to reflect nucleosome destabilization and to facilitate protein-DNA interactions^21^.

Mechanistic understanding of transcriptional regulation by SRCAP and H2A.Z remains obscured by conflicting evidence and technical challenges. First, H2A.Z was reported to either increase or decrease both chromatin accessibility and TF binding^5,16,18,22,23^. Second, whether H2A.Z-containing nucleosomes are evicted or replaced with canonical nucleosomes when H2A.Z is depleted is unclear^5,24,25^. Thus, the specific function of H2A.Z with respect to H2A has not yet been addressed in vivo. Third, the proposed role of H2A.Z in inhibiting DNA methylation in mammals is only supported by weak evidence that is either correlative or uses slow H2A.Z knockdown approaches may cause indirect effects^26,27^. Fourth, depletion of H2A.Z causes genome-wide redistribution of the yeast SRCAP homolog (SWR1)^28^, and nucleosomal H2A.Z inhibits human SRCAP binding^23^, potentially leading to SRCAP-mediated changes in recruiting transcriptional regulators^29^.

Here, we use the rapid degradation of endogenous SRCAP to dissect the direct and acute consequences of SRCAP loss and analyze the function of H2A.Z with respect to the canonical H2A histone. Overexpressing a SRCAP mutant defective for H2A.Z deposition allowed us to uncouple H2A.Z deposition from other SRCAP functions in transcriptional regulation. Our study reveals how SRCAP and H2A.Z coordinate their distinct functions to orchestrate gene regulation governing self-renewal and plasticity.

## Results

### Dynamic and cell cycle-dependent SRCAP-mediated H2A.Z positioning

To study the dynamics of H2A/H2A.Z exchange by SRCAP, we generated a CGR8 mouse embryonic stem cell (mESC) line allowing rapid degradation of the catalytic subunit of the SRCAP complex (SRCAP), using the auxin-inducible protein degradation system^30^. We knocked-in YPet-AID (YA) into the 3’end of both alleles of *srcap* and stably expressed the OsTir1 receptor to generate the SRCAP-Ypet-AID Tir1 (SYAT) cell line. We validated the pluripotency of SYAT cells by Alkaline Phosphatase assay and RT-QPCR of pluripotency TFs (Supplementary Fig. S1a), nuclear interphase localization and previously described mitotic chromosome association of SRCAP^31^ (Supplementary Fig. S1b). CUT&RUN and CUT&TAG revealed SRCAP-YA enrichment at promoters and preferential colocalization with active transcription start sites (TSS) and H2A.Z peaks (Supplementary Fig. S1c, d and Fig. 1a), as reported for SWR1 in yeast^28^. Additionally, by re-analyzing published data^32^, we confirmed that SRCAP-YA was enriched at the same genomic locations as endogenous SRCAP in wt mESCs (Supplementary Fig. S1e). Upon addition of indole-3-acetic acid (IAA), SRCAP-YA was rapidly depleted (Fig. 1b and Supplementary Fig. S1f), and H2A.Z signal on mitotic chromosomes was decreased (Supplementary Fig. S1g).

**Fig. 1:**
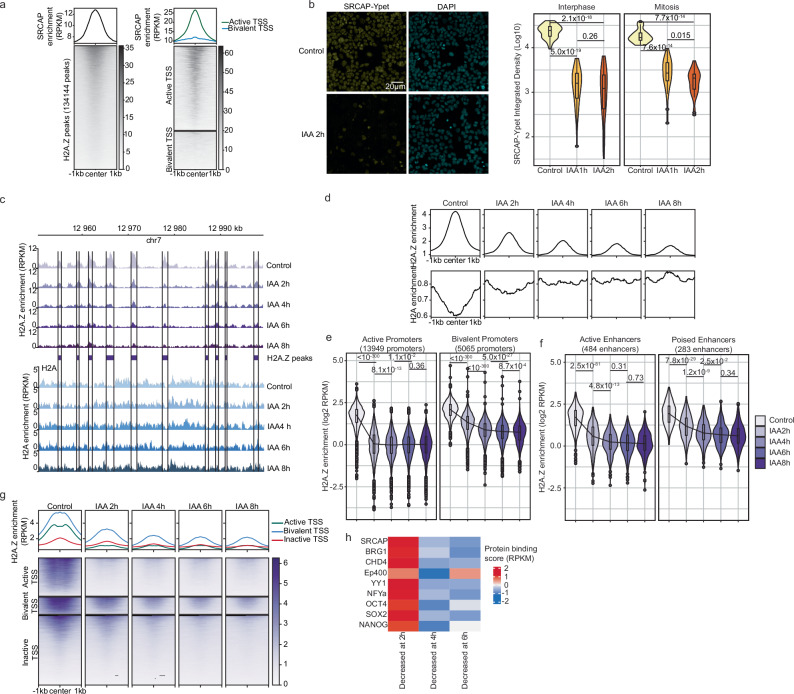
SRCAP degradation leads to the rapid replacement of H2A.Z by H2A. **a** SRCAP-YPet-AID genomic mapping by CUT&RUN at H2A.Z peaks in control SYAT (left panel) and active (19,308) and bivalent (8763) TSS (right panel). **b** Left panel: Microscopy snapshots of SYAT cells, treated with IAA or control for 2 h and stained with DAPI. Right panel: Quantification of total SRCAP-YA signal in interphase and mitotic cells treated with IAA or control. *N* = 50 cells per condition. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **c** Genome tracks of H2A.Z and H2A ChIP-Seq in SYAT cells treated with IAA. **d** ChIP-Seq profiles of H2A.Z and H2A at H2A.Z peaks (143561 peaks) in SYAT cells treated with IAA. **e**, **f** H2A.Z enrichment at active and bivalent promoters (**e**) and enhancers (**f**) upon SRCAP degradation. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **g** ChIP-seq metaplots and heatmaps of H2A.Z enrichment around the TSS of active (19308), bivalent (8763), and inactive (35247) genes. **h** Z-score enrichment of different DNA-binding proteins for the different H2A.Z turnover groups. *p* values were determined by a two-sided pairwise Wilcoxon test and are indicated on the graphs.

We then performed H2A.Z and H2A ChIP-seq (see Methods) at 2, 4, 6, or 8 h after IAA addition. H2A.Z was depleted and replaced by H2A (Fig. 1c, d) at 98% of H2A.Z ChIP-seq peaks, with the majority of peaks (72%) losing most H2A.Z within 2 h (Supplementary Fig. S1f). H2A.Z turnover at regions specifically enriched for H2A.Z.1 or H2A.Z.2 (using data from ref. ^20^) was similar, suggesting a comparable impact of SRCAP depletion on H2A.Z.1 and H2A.Z.2 (Supplementary Fig. S1h). The rate of SRCAP-mediated H2A.Z exchange was highest at active promoters, followed by active enhancers, and slightly slower at bivalent and poised enhancers (Fig. 1e, f). The pace of H2A.Z loss was particularly fast at nucleosomes surrounding TSS of active genes (Fig. 1g) and scaled with their transcriptional activity (Supplementary Fig. S1i). At bivalent promoters, while H2A.Z occupancy was high, SRCAP-mediated H2A.Z turnover was slower. This is in line with slower eviction of H2A.Z leading to a less pronounced recruitment of SRCAP at these loci (Fig. 1a). Also note that we cannot exclude that Ep400-Tip60 also contributes to H2A.Z deposition at bivalent TSS. Loci with the highest H2A.Z turnover were initially highly enriched for SRCAP, the SWI/SNF, NuRD and Ep400 chromatin remodelers, and several PSC TFs (Fig. 1h and Supplementary Fig. S1j), suggesting their role in H2A.Z turnover regulation. We next examined H2A.Z colocalization with the large number of regions depending on the pioneer TFs (pTFs) OCT4 and SOX2 for chromatin accessibility maintenance in PSCs^33,34^. H2A.Z was rapidly lost in these regions upon SRCAP depletion (Supplementary Fig. S1k). Furthermore, knockdown of OCT4 (see Methods and ref. ^35^) rescued H2A.Z occupancy at OCT4-occupied regions (Supplementary Fig. S1l), suggesting that OCT4 mediates H2A.Z eviction. These findings are in line with H2A.Z nucleosome eviction by the transcriptional machinery and gene regulatory factors^36,37^.

As TF binding, chromatin remodeler activity and transcriptional activity vary across the cell cycle, we determined H2A.Z positioning in early G1 (EG1), late G1 (LG1), S, G2/M phases, or mitosis (Methods and refs. ^34,38^). Global variations of H2A.Z through the cell cycle were modest (Fig. 2a), and H2A.Z was mostly located at active and bivalent/poised regulatory elements (Supplementary Fig. S2a, b). H2A.Z was lost at active promoters and enhancers at the mitosis-EG1 transition, but accumulated at bivalent and poised enhancers (Fig. 2b). We neither observed a mitotic shift of H2A.Z on the TSS nor a mitotic H2A.Z depletion at promoters as reported in different cell types^39,40^^,^, suggesting cell type-specificity of H2A.Z positioning. We then classified regulatory elements according to changes in H2A.Z occupancy between the G2 phase and mitosis (Fig. 2c and Supplementary Fig. S2c). Global H2A.Z levels were equalized during mitosis at promoters and enhancers, in line with a quantitative resetting of the H2A.Z landscape before cells enter the next cell cycle (Fig. 2d and Supplementary Fig. S2d). Promoters in cluster 1 and cluster 3 showed enrichment for Gene Ontology (GO) terms associated with lineage specification and general cellular functions (Supplementary Fig. S2e), respectively. Highly-expressed genes were more enriched in cluster 3 (Fig. 2e), but enhancer activity levels were comparable in all enhancer clusters (Supplementary Fig. S2f). Next, we performed ChIP-seq on the acetylated form of H2A.Z (acH2A.Z), associated with active regulatory elements and positively correlated with transcription levels^41^. Mitotic acH2A.Z levels were decreased in all three promoter clusters (Fig. 2f and Supplementary Fig. S2g, h), reflecting a shift in the equilibrium between acetylation and deacetylation during mitosis.

**Fig. 2:**
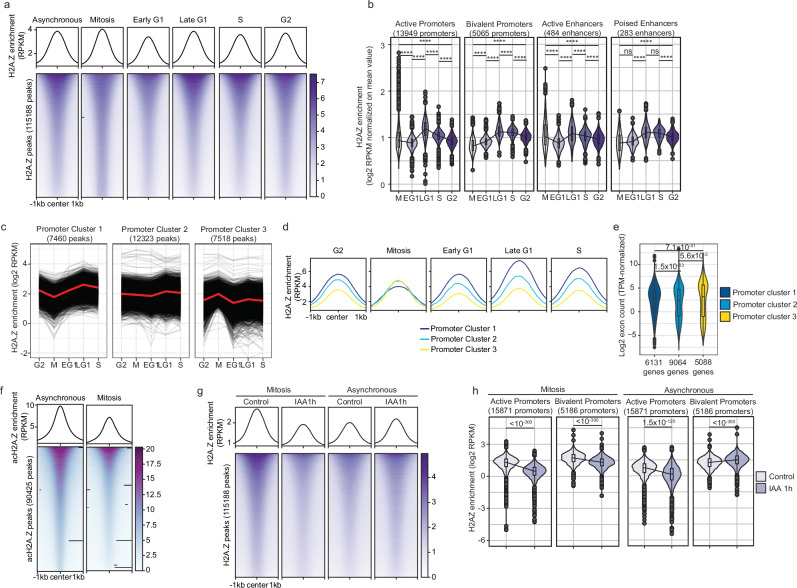
H2A.Z deposition across the cell cycle. **a** Heatmaps and metaplots of H2A.Z enrichment centered on the summit of H2A.Z peaks across the cell cycle. **b** Mean-normalized H2A.Z enrichment calculated from H2A.Z-scores across the cell cycle in promoters or enhancers containing H2A.Z peaks, classified according to their activity. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. *p* values are indicated in Supplementary Data 5. **c** H2A.Z enrichment in promoter peaks in regions where mitotic H2A.Z was decreased, stable or increased with respect to G2 and EG1 phases. **d** H2A.Z enrichment around H2A.Z peaks in the clusters shown in (**c**). **e** Exon counts of genes regulated by each of the three promoter clusters. RNA-Seq data from SYAT control samples, performed in two biological replicates were used. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **f** Heatmaps and metaplots of acH2A.Z enrichment centered on the summit of acH2A.Z peaks in asynchronous versus mitotic cells. **g** Heatmap of H2A.Z enrichment centered on the summit of H2A.Z peaks in mitotic or asynchronous SYAT cells treated for 1 h with IAA. **h** H2A.Z enrichment in promoters of mitotic or asynchronous SYAT cells treated for 1 h with IAA. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. *p* values were determined by a two-sided pairwise Wilcoxon test, ****p < 0.0001, ns nonsignificant.

We next investigated SRCAP-dependent H2A.Z positioning during mitosis. We treated cells with IAA for 1 h and sorted asynchronous and mitotic cells depleted for SRCAP. 1 h-IAA treatment decreased H2A.Z occupancy genome-wide (Fig. 2g and Supplementary Fig. S2i) at bivalent/poised promoters and enhancers in mitosis but not in interphase (Fig. 2h and Supplementary Fig. S2j). While we noted a small increase in H2A.Z enrichment at bivalent promoters in asynchronous cells upon 1 h IAA treatment, the biological meaning of this finding is unclear (Fig. 2h). In contrast, 1 h IAA treatment in both mitosis and interphase decreased H2A.Z levels at active promoters and enhancers, in line with their high H2A.Z turnover rate (Fig. 2h and Supplementary Fig. S2j). This suggests that SRCAP-mediated H2A.Z turnover is accelerated in mitosis despite very low transcriptional activity^42^, indicating transcription-independent mitotic H2A.Z eviction.

### SRCAP depletion unleashes the expression of master regulators of cell fate

We next performed nuclear RNA-seq after IAA treatment for 2, 4, 6, or 8 h in SYAT cells or wt CGR8 cells for 4 h to account for unspecific effects of IAA. 

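Nuclear RNA was sequenced from SYAT cells, which carry SRCAP-YPet-AID and Tir1 so that IAA degrades SRCAP, and from the parental mouse ES cell line CGR8. IAA was used at 500 µM for 2, 4, 6 or 8 h in SYAT cells and for 4 h in CGR8 cells, with 2 replicates per condition, which makes 10 SYAT and 4 CGR8 libraries. SYAT control cells received the Tir1 inhibitor auxinole, given as 200 µM in the paper's Methods and as 200 nM in the sample labels. The authors aligned the reads to mm10 with STAR, counted them on GENCODE vM25 genes with featureCounts and deposited whole-number counts of 55401 genes, with an intron and an exon column for each library and no normalization. The intron columns of the SYAT libraries summed to between 18652274 and 26851535 counts with a median of 20471090, and their exon columns to between 17540823 and 22873893 with a median of 20376965. The CGR8 intron columns held 3902509 and 6938449 counts in the controls and 5821140 and 7287893 after IAA, and the CGR8 exon columns held 45617992 to 60214521. From these counts, library sizes were scaled with edgeR's TMM method and genes were tested with its quasi-likelihood test, in 1 fit for all libraries of a table, with Benjamini-Hochberg adjustment. The tests covered the genes left by edgeR's filter on low counts, 13634 in CGR8 introns, 14719 in SYAT introns and 19205 in SYAT exons. Genes past an absolute log2 fold change of 0.5 and an adjusted p under 0.05 were counted as up- or downregulated, which are the paper's thresholds. Normalized counts are the counts divided by the scaled library size, relative to the geometric mean of the libraries in the table.

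The targeted gene, Srcap (ENSMUSG00000053877.12), lies on chromosome 7 of GRCm38 (mm10) from 127511983 to 127561219, and its annotation overlaps Gm42715, Snora30, 1700008J07Rik and Gm28198. IAA degrades the protein, and the mRNA was measured here. In SYAT exons it had 875.5 ± 85.6 normalized counts in the control (SD, n = 2) and 958.8 ± 24.6, 970.5 ± 7.27, 1094 ± 194 and 1059 ± 200 after 2, 4, 6 and 8 h. In SYAT introns it had 322.2 ± 12.8 normalized counts in the control and 654 ± 339 after 6 h, a log2 fold change of 1.02 (standard error 0.342, adjusted p = 0.246 from edgeR). Without replicate 2 of the 6 h treatment, this log2 fold change was 0.36. In CGR8 exons Srcap had 1204 ± 97.8 normalized counts in the control and 1128 ± 5.33 after IAA, and its intron column was 0 in all CGR8 libraries.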

We quantified both intronic reads, which accurately reflect acute transcriptional activity^43^, and exonic reads. 

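The content of the deposited intron columns was examined with genes annotated with a single exon, which have no intron. Single-exon genes that overlap no other gene and had a mean of at least 20 exon counts per library were used. Of these, 787 of 945 (83.28%) had intron counts in the SYAT time course, against 0 of 1165 in CGR8 cells. The SYAT intron columns therefore hold exonic reads as well, and summed to 1.05 times the exon columns, against 0.113 times in CGR8 cells. The term intron column therefore stands for the deposited values, without a claim that they are intronic reads alone. With the exon column taken off the intron column in the SYAT time course and tested with DESeq2, an alternative chosen after the data were seen, 30 genes were lower and 29 higher after 2 h, 27 and 63 after 4 h, 45 and 76 after 6 h, and 40 and 90 after 8 h. In each table, multi-exon genes expressed in exons were at 0 in the intron column of every library, 1831 of 12651 in the SYAT time course and 2137 of 14179 in CGR8 cells. A 0 in the intron column of a library does not show that a gene was not transcribed. Genes with over 10 exon counts per intron count had a 0 in at least 1 library more often than genes with under 2, 86.4% against 0.945% in the SYAT time course and 4.77% against 0.49% in CGR8 cells. A 0 in a library itself raises this ratio, so the difference is in part built in and does not show where the 0 counts come from. Folds against a group in which all libraries had at most 3 counts are given as lower bounds for the counts of this column, and are no bounds for transcription.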

In wt CGR8 cells, 4 h of IAA treatment did not impact transcription (Supplementary Fig. S3a). 

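In the intron column of CGR8 cells, 1 gene was lower and 2 genes were higher after IAA among the 13634 tested, and 715 genes had an unadjusted p under 0.05. Each of these 3 genes had 0 counts in both libraries of one condition, and none of them changed in the same direction in the exon column. Cebpz (ENSMUSG00000024081.9, chromosome 17 from 78919006 to 78937066, antisense to Cebpzos) had 124.5 ± 27.1 normalized counts in the control (SD, n = 2) and was at least 46.4-fold lower after IAA (adjusted p = 0.0428 from edgeR). Fam117a (ENSMUSG00000038893.12, chromosome 11 from 95337018 to 95381872) had 123.5 ± 14.2 normalized counts after IAA and was at least 35-fold higher (adjusted p = 0.0428). Lrrc75a (ENSMUSG00000046417.14, chromosome 11 from 62604884 to 62648523) had 183.8 ± 106 normalized counts after IAA and was at least 52.2-fold higher (adjusted p = 0.0468). The alternative that moved the numbers most was testing without a filter on low counts, with 77 genes lower and 60 higher. With the replicate number as a block, edgeR called 22 genes lower and 9 higher.

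Of the 5 genes labelled in Fig. S3a, Adgre5 had no counts in the CGR8 intron columns and 4 could be tested. All 4 had an unadjusted p under 0.05, 0 passed over all genes tested, and 4 passed adjusted over the list alone, which is not independent evidence because the study picked the list on these libraries. Cars (ENSMUSG00000010755.17, chromosome 7 from 143557230 to 143600090) fell from 1461 ± 6.5 to 671.9 ± 42.7 normalized counts, a log2 fold change of -1.12 (standard error 0.14, adjusted p = 0.0606). Scd2 (ENSMUSG00000025203.6, chromosome 19 from 44293674 to 44306864) had a log2 fold change of -1.06 (standard error 0.153, adjusted p = 0.102), with 962.7 ± 18.6 normalized counts in the control and 460.8 ± 7.49 after IAA. Mafg (ENSMUSG00000051510.13, chromosome 11 from 120625117 to 120633600, overlapping Sirt7) had a log2 fold change of -1.26 (standard error 0.284, adjusted p = 0.584), and of -0.78 without control replicate 1. Zfp605 (ENSMUSG00000023284.15, chromosome 5 from 110110092 to 110129794) rose from 295.6 ± 85.7 to 756.2 ± 310 normalized counts, a log2 fold change of 1.35 (standard error 0.304, adjusted p = 0.584), and of 0.84 without replicate 2 after IAA.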

In SYAT cells, changes in intronic reads were already apparent after 2 h and peaked after 6 h of IAA treatment, with 211 and 276 genes up- and downregulated, respectively (Fig. 3a and Supplementary Data 1). 

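In the intron column of SYAT cells, 0 genes passed both thresholds after 2 h, 0 after 4 h, 1 lower and 1 higher after 6 h, and 1 lower and 0 higher after 8 h. The number of genes with an unadjusted p under 0.05 was 755 after 2 h, 1398 after 4 h, 2136 after 6 h and 1990 after 8 h, of 14719 tested. The tool moved these numbers most. DESeq2 with shrunken log2 fold changes, the paper's tool, called 24 genes lower and 20 higher after 2 h, 135 and 79 after 4 h, 288 and 183 after 6 h, and 263 and 147 after 8 h. The paper's values of 276 and 211 genes after 6 h are also the counts of lower and higher genes in the authors' deposited table, and every gene called in that table had the same sign in the edgeR fit. The DESeq2 calls included 215 of its lower and 129 of its higher genes.

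At 6 h, Ttc8 (ENSMUSG00000021013.16, chromosome 12 from 98920574 to 98983238) fell from 182.1 ± 22.7 to 11.99 ± 4.26 normalized counts (SD, n = 2), a log2 fold change of -3.90 (standard error 0.336, adjusted p = 0.0252 from edgeR). Cntfr (ENSMUSG00000028444.17, chromosome 4 from 41657498 to 41697089) rose from 219.5 ± 16.4 to 775.5 ± 31.4, a log2 fold change of 1.82 (standard error 0.16, adjusted p = 0.0252). At 8 h, Bloc1s6 (ENSMUSG00000005804.14, chromosome 2 from 122738503 to 122749475) fell from 235.4 ± 19.5 to 9.403 ± 1.35 normalized counts, a log2 fold change of -4.64 (standard error 0.379, adjusted p = 0.0289). Of the 32 genes labelled in Fig. 3a, 11 were lower and 21 higher at each of the 4 times. An unadjusted p under 0.05 was reached by 25 of them after 2 h and by 30 after each of 4, 6 and 8 h, and 2 passed over all genes tested, both at 6 h. Adjusted over the list alone, 24 passed after 2 h and 30 at each later time, which is not independent evidence because the study picked these genes on these libraries. For 4 of them, Pipox, Cry1, Adcy5 and Nol4l, both SYAT control libraries were at 0, so only lower bounds can be given. At 6 h these were at least 27.4-fold, 186.6-fold, 76.6-fold and 71.7-fold higher, with adjusted p-values between 0.107 and 0.143 from edgeR, while their log2 fold changes in the exon column were 0.264, 0.403, 1.34 and 0.543.

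Comparisons that share the control libraries also share their chance values. Across genes, the Spearman correlation of log2 fold changes between pairs of times lay between 0.612 and 0.82, and the highest value in 20 simulations of unchanged groups against the same controls lay between 0.469 and 0.481. Genes are not independent replicates. With DESeq2, 270 called genes were shared between 6 and 8 h. From the intronic reads, which it uses as a measure of acute transcription, the paper states that changes were apparent from 2 h on and peaked at 6 h.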

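Exonic reads of the SYAT time course were tested in the same way. No gene passed both thresholds after 2 or 4 h, where 752 and 1745 of 19205 genes had an unadjusted p under 0.05. At 6 h, 7 genes were lower and 6 higher, with 3099 genes at an unadjusted p under 0.05, and at 8 h, 0 were lower and 1 higher, with 2606. With DESeq2 and shrunken log2 fold changes, 6 genes were lower and 2 higher after 2 h, 95 and 28 after 4 h, 351 and 219 after 6 h, and 270 and 87 after 8 h. With the replicate number as a block, edgeR called 0 lower and 0 higher after 2 h, and 49 and 27 after 4 h. It called 498 and 325 after 6 h and 460 and 174 after 8 h. Replicate numbers of these libraries were otherwise taken as labels only. Zfp423 (ENSMUSG00000045333.15, chromosome 8 from 87661810 to 87959595) had 1109 ± 46.9 normalized exon counts in the control (SD, n = 2), 2923 ± 46.5 after 6 h and 2841 ± 146 after 8 h. Its log2 fold changes were 1.40 (standard error 0.135, adjusted p = 0.0204 from edgeR) and 1.36 (adjusted p = 0.0264). Itpr3, Edn2 and Cntfr were higher at 6 h, with log2 fold changes of 1.04, 2.57 and 1.54. Zik1 (ENSMUSG00000030393.8, chromosome 7 from 10487229 to 10495394) fell from 449.7 ± 16.4 to 130 ± 22.4 normalized exon counts at 6 h, a log2 fold change of -1.79 (standard error 0.21, adjusted p = 0.045). Alkbh8, Map2k6 and Wdr7 were lower at 6 h, with log2 fold changes of -1.13, -1.96 and -1.12. Itpr3 and Wdr7 have antisense genes, Itpr3os and Txnl1, whose reads the counting could have assigned to them. With each library left out in turn, the median log2 fold change of the 7 lower genes lay between -1.53 and -1.23 and that of the 6 higher genes between 1.25 and 1.41.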

Mature transcripts were more gradually affected starting from 2 h of IAA treatment (Supplementary Fig. S3b). These results contrast with H2A.Z knockdown in mESCs, which mainly results in upregulated genes^20,44^ that poorly overlap with the genes we identified (Supplementary Fig. S3c). The pace of H2A.Z removal was comparable between transcriptionally-affected and unaffected genes (Supplementary Fig. S3d). Bivalent genes were markedly overrepresented among upregulated genes upon SRCAP depletion (Fig. 3b), but no functional gene category was overrepresented in downregulated genes (Supplementary Fig. S3e). 

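Lists of bivalent genes and of GO terms were not used here. Because Fig. S3e lists terms of the cilium for downregulated genes, families of cilium genes were listed by symbol (intraflagellar transport, BBSome, transition zone and centrosomal proteins, 117 genes), of which 89 were tested in the SYAT intron column. Their median log2 fold change was -0.22 after 2 h, -0.37 after 4 h, -0.46 after 6 h and -0.45 after 8 h, and 84.3%, 80.9%, 88.8% and 80.9% of them were lower. Against 0.013 in the other genes at 6 h, this shift had an adjusted p = 0.0138 from limma's fry over 16 tests of gene sets. The adjusted p from fry was 0.081 after 2 h, 0.0216 after 4 h and 0.0138 after 8 h. With camera and its preset correlation between genes, adjusted p-values were between 4.26e-14 and 7.39e-09 at the 4 times, and the calls at 4, 6 and 8 h hold under fry. In CGR8 cells the median of 99 cilium genes after IAA was -0.01 (adjusted p = 0.678 from fry). Among genes called by DESeq2 at 6 h, cilium genes made up 11 of 288 lower genes (3.82%, against 0.683% of the 12882 genes tested, adjusted p = 3.2e-05 from Fisher's exact test, two-sided) and 0 of 183 higher genes. Ttc8, which belongs to these families, was the 1 lower gene of the edgeR fit at 6 h. The SYAT libraries also prompted the list, so its tests in them are not independent evidence.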

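Sets of transcription factor genes were taken from the study's supplement, 638 genes with a JASPAR motif in Supplementary Data 3 and 60 pioneer factors, since GO annotation was not used here. In the SYAT intron column at 6 h, the 418 motif genes tested had a median log2 fold change of 0.28, against 0.00329 for the other genes, and 26.8% of them were lower, against 49.7%. This shift had an adjusted p = 0.00301 from limma's fry, and the call of camera (adjusted p = 1.79e-06) holds under fry. For 49 pioneer factors the median was 0.32 (adjusted p = 0.00629 from fry). The edgeR fit called 1 gene in each direction, neither of them in these sets. Among the 183 higher genes of DESeq2, 14 were motif genes (7.65%, against 2.87% of the genes tested, odds ratio 2.87, adjusted p = 0.00496 from Fisher's exact test, two-sided, over 32 tests of called genes). Motif genes made up 1 of its 288 lower genes (adjusted p = 0.0148 from Fisher's exact test). Pioneer factors made up 3 of the 183 higher genes, which failed the correction (adjusted p = 0.0797 from Fisher's exact test). In the authors' deposited table, 13 of the 211 higher genes were motif genes (adjusted p = 0.0533 from Fisher's exact test). Of its 276 lower genes, 2 were motif genes (adjusted p = 0.106 from Fisher's exact test), so neither passed there.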

Upregulated genes were highly enriched in DNA-binding proteins, notably in lineage-specific transcription factors (Fig. 3c and Supplementary Fig. S3f). 

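For 9 genes of mesoderm differentiation and pluripotency, Gata3, Gata6, Bmp4, Meis1, Lefty2, Nanog, Myc, Trim28 and Zfp42, the log2 fold change in the SYAT intron column was above 0 at each of the 4 times. At 6 h, 4 of the 9 had an unadjusted p under 0.05, 0 passed over all genes tested and 4 passed adjusted over the list alone, which is not independent evidence because the study picked these genes on these libraries. Gata3 (ENSMUSG00000015619.10, chromosome 2 from 9857078 to 9890034) rose from 35.01 ± 1.32 to 121.5 ± 16.8 normalized counts (SD, n = 2), a log2 fold change of 1.79 (standard error 0.356, adjusted p = 0.112 from edgeR). It overlaps 9230102O04Rik and is antisense to 4930412O13Rik and Gm13256. Meis1 (ENSMUSG00000020160.18, chromosome 11 from 18879817 to 19018985) rose from 146 ± 33.2 to 331.8 ± 108, a log2 fold change of 1.18 (standard error 0.376, adjusted p = 0.228). Gata6 (ENSMUSG00000005836.10, chromosome 18 from 11052064 to 11085635) rose from 12.49 ± 1.92 to 33.79 ± 10.3 normalized counts, a log2 fold change of 1.43 (standard error 0.384, adjusted p = 0.171). Bmp4 (ENSMUSG00000021835.15, chromosome 14 from 46383520 to 46390669) had 0 and 43.65 normalized counts in the control libraries and 134.3 ± 33.2 at 6 h. Its log2 fold change of 2.58 (standard error 1.32, adjusted p = 0.417) was 1.62 without control replicate 1, so its size rests on that 0. Lefty2 (ENSMUSG00000066652.5, chromosome 1 from 180893108 to 180899103) rose from 919.8 ± 377 to 1922 ± 313, a log2 fold change of 1.06 (standard error 0.545, adjusted p = 0.416), and of 0.70 without control replicate 2.

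The pluripotency genes changed by less than these. Nanog (ENSMUSG00000012396.12, chromosome 6 from 122707489 to 122714633) had a log2 fold change of 0.58 (standard error 0.359, adjusted p = 0.491), and of 0.23 without replicate 2 at 6 h. Myc (ENSMUSG00000022346.16, chromosome 15 from 61985391 to 61990374) had 0.53 (standard error 0.163, adjusted p = 0.215) and 0.31 without replicate 2 at 6 h. Trim28 (ENSMUSG00000005566.14, chromosome 7 from 12999114 to 13031035, antisense to Zbtb45) had 0.57 (standard error 0.318, adjusted p = 0.448), and Zfp42 (ENSMUSG00000051176.6, chromosome 8 from 43295063 to 43306980) had 0.25 (standard error 0.434, adjusted p = 0.818). Without replicate 2 at 6 h the sign of both reversed, to -0.10 for Trim28 and -0.11 for Zfp42, and without control replicate 1 that of Zfp42 did too, to -0.11.

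**Figure D1:**
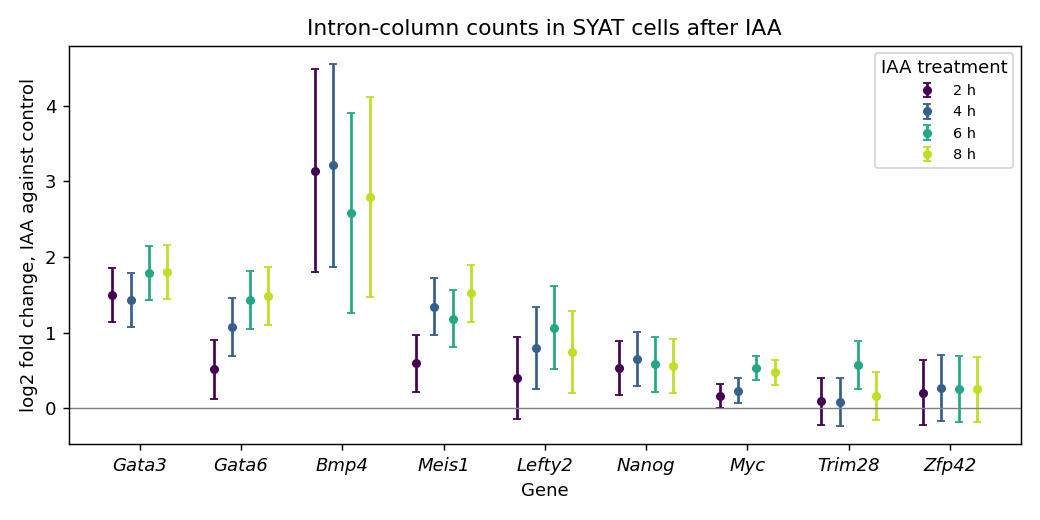
Log2 fold change in the intron column against the SYAT control for the 9 genes after 2, 4, 6 and 8 h of IAA, from the edgeR fit, with standard errors as vertical lines and n = 2 libraries per condition. All 9 lie above 0 at every time, with Bmp4 (2.58) and Gata3 (1.79) highest at 6 h and Zfp42 (0.25) lowest.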

Among those were TFs associated with differentiation towards germ layers, especially mesoderm (Gata3, Gata6, BMP4, Meis1, Lefty2), or with pluripotency maintenance (Nanog, Myc, Trim28, and Zfp42) (Supplementary Fig. S3g and Supplementary Data 1). In contrast, downregulated genes were enriched in ubiquitously expressed genes (Fig. 3d). 

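The study's list of ubiquitously expressed genes was not used here. In its place, 621 genes of families used by every cell type were listed by symbol (ribosomal proteins, respiratory chain, proteasome, RNA polymerases, translation factors, spliceosome and others). Among the genes called at 6 h, these families made up 9 of the 288 lower genes of DESeq2 (3.12%, against 3.97% of the 12882 genes tested, adjusted p = 0.976 from Fisher's exact test, two-sided) and 7 of the 276 lower genes in the authors' deposited table (2.54%, adjusted p = 0.797 from Fisher's exact test). Of the higher genes, 0 of 183 (adjusted p = 0.00496 from Fisher's exact test) and 0 of 211 belonged to them. The edgeR fit called 1 lower gene, which is not in these families. In the SYAT intron column at 6 h, the 518 genes tested had a median log2 fold change of 0.0133, against 0.0107 for all others (adjusted p = 0.929 from limma's fry), and 48.3% of them were lower. Medians of random lists matched on intron counts and on exon counts per intron count had a mean of 0.073, and 0.05% were as low. Such lists do not carry the shared changes of a family, and a small downward shift is not excluded.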

We next quantified the number of promoter-enhancer (P-E) loops formed for each gene as well as the P-E loop strength (Methods). Upregulated genes formed more promoter-enhancer loops as well as slightly stronger loops than downregulated genes (Fig. 3e and Supplementary Fig. S3h), in line with enhancer-dependent regulation of lineage-specific genes^45^. We then quantified changes in the proteome of the 4 h IAA-treated cells by Mass Spectrometry (Methods). Only 52 and 30 proteins were significantly increased and decreased in their levels, respectively (Fig. 3f and Supplementary Data 2). GO terms associated with DNA binding and transcriptional regulation were enriched in upregulated proteins (Supplementary Fig. S3i), in line with upregulated mRNAs. Note that we expect protein levels to reflect changes that we observed at the mRNA levels only at longer timescales.

**Fig. 3:**
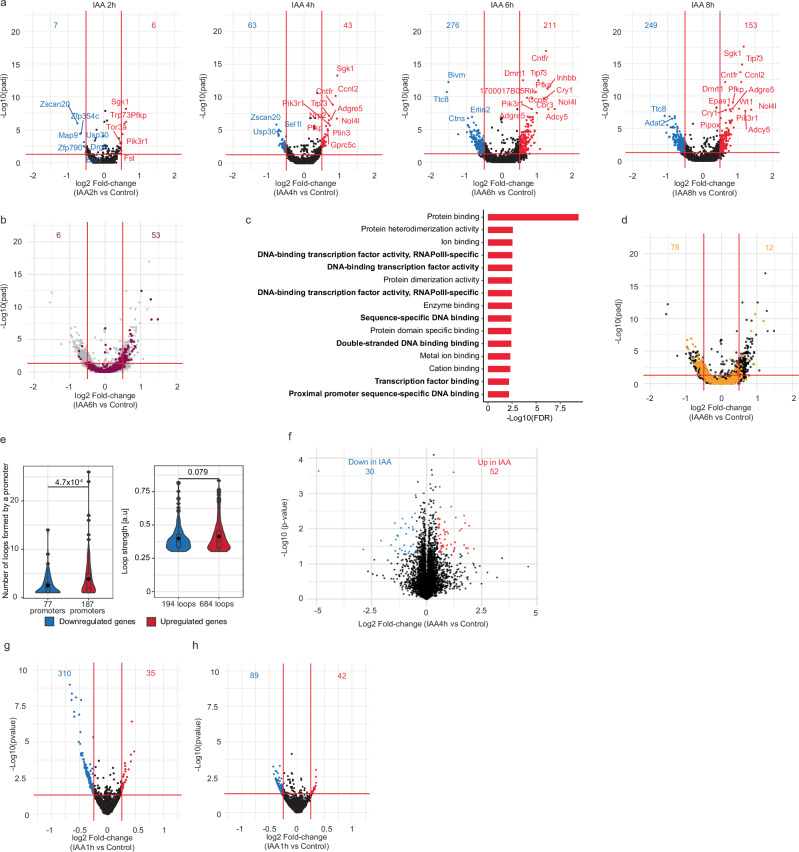
SRCAP degradation leads to transcriptional deregulation. **a** Fold-change of intronic reads and Benjamini–Hochberg (BH) adjusted *p* value (computed from Wald test performed by DESeq2) for SYAT cells treated for 2, 4, 6, and 8 h with IAA. Numbers: genes significantly downregulated (blue) or upregulated (red) with a threshold of |log2FC| >0.5 and adjusted *p* value <0.05. **b** Fold-change of intronic reads and BH-adjusted *p* value (DESeq2 default Wald test) for SYAT cells treated for 6 h with IAA. Genes regulated by a bivalent promoter are colored. **c** Top 15 GO terms enri**c**hed for genes upregulated at 6 h with the category “molecular function”. **d** Fold-change of intronic reads and adjusted *p* value for SYAT cells treated for 6 h with IAA. Ubiquitously-expressed genes are colored. **e** Number (left panel) and strength (right panel) of promoter-enhancer loops formed for genes found to be downregulated or upregulated at any time point. Data from ref. ^113^. *p* values were determined by a two-sided Welch two-sample *t*-test, and are indicated on the plots. **f** Changes in proteome composition in SYAT cells treated with IAA for 4 h compared to control. Numbers: proteins enriched (blue) or depleted (red) from the proteome upon IAA treatment with a threshold of |log2FC| >0.5 and *p* value <0.05. *p* values were determined using a two-sided Student’s *t*-test. **g**, **h** Fold-change of intronic reads, for SYAT cells treated for 1 h with IAA and sorted in EG1 (**g**) or LG1 (**h**). Numbers: genes significantly downregulated (blue) or upregulated (red) with a threshold of |log2FC| >0.25 and *p* value <0.05. *p* values were determined using the DESeq2 default Wald test.

We next investigated the impact of mitotic SRCAP depletion on gene reactivation during EG1 (Methods). We treated cells with IAA for 1 h, followed by sorting of EG1 cells or LG1 cells (undergoing SRCAP depletion during mitosis and G1, respectively). 

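Nuclear RNA was sequenced from SYAT cells sorted in EG1 or LG1 after 1 h of IAA at 500 µM or of the control treatment, with 2 replicates per condition. The authors deposited whole-number counts for these 8 libraries in the same form as for the time course. The EG1 intron columns summed to 32872563 and 28355631 in the controls and 22775471 and 25032732 after IAA. The LG1 intron columns summed to 6299539 and 5076909 in the controls and 7724200 and 4520810 after IAA, and the exon columns of the 8 libraries to between 19740778 and 26672402. The intron columns of both phases differ in content as well. Intron counts were present for 883 of 1086 single-exon genes in EG1 (81.31%) and for 0 of 1037 in LG1, and intron columns summed to 1.149 times the exon columns in EG1 and 0.2675 times in LG1. Of multi-exon genes expressed in exons, 2359 of 14113 in EG1 and 1869 of 13707 in LG1 were at 0 in every intron column. EG1 and LG1 were tested in 1 edgeR fit of 17441 genes, and genes past an absolute log2 fold change of 0.25 and an unadjusted p under 0.05 were called, which are the paper's thresholds for these samples. Libraries with the same replicate number deviated together. The fit with the replicate as a block is therefore given beside numbers of lower or higher genes that it moves by over 1.5 times.

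The Srcap mRNA had 1261 ± 49.2 normalized exon counts in the EG1 control (SD, n = 2) and 1190 ± 15.6 after IAA, and 1190 ± 67.2 and 1305 ± 88.1 in LG1. In the EG1 intron column it had 490.1 ± 59.8 and 484.9 ± 2.09 normalized counts, and in the LG1 intron column it was 0 in every library.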

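In EG1, 329 genes were lower and 68 higher after IAA, and 1 gene, Pipox (0 counts in both controls, at least 36.4-fold higher in the intron column, with a log2 fold change of 0.111 in the exon column), had an adjusted p under 0.05. With the replicate block, 620 were lower and 134 higher, and 0 had an adjusted p under 0.05. The authors' deposited table has 310 lower and 35 higher genes, of which 109 and 6 were among the edgeR calls. The median log2 fold change was -1.03 for the lower genes and 2.60 for the higher genes, or -0.94 and 1.41 with genes that had at most 3 counts in every library of a group at their bound, which were 94 and 31 of them. For the lower genes, the median was -0.52 without control replicate 1, in which 80.85% of them were still lower. Without replicate 1 after IAA, the median of the higher genes was 1.45. Of all called genes, 83.6% changed in the same direction in the exon column, where the median log2 fold change in the called direction was 0.206. The EG1 intron column holds exonic reads of the same libraries, so this share is not independent support. Mtf1 (ENSMUSG00000028890.13, chromosome 4 from 124802104 to 124849800) fell from 189.9 ± 27.1 to 43.92 ± 9.34 normalized counts (SD, n = 2), a log2 fold change of -2.11 (standard error 0.248, adjusted p = 0.475 from edgeR). Pacsin2 (ENSMUSG00000016664.16, chromosome 15 from 83375607 to 83464606) had a log2 fold change of -1.64 (standard error 0.245, adjusted p = 0.532), with 381.9 ± 124 normalized counts in the control and 122.7 ± 1.51 after IAA. Disp1 had 176.5 ± 155 normalized counts in the control and was at least 94.4-fold lower, since both libraries after IAA were at 0, with a log2 fold change of -0.156 in the exon column. Of the higher genes, 2010010A06Rik had a log2 fold change of 3.38 (adjusted p = 1), or 5.14 without control replicate 1, and Sgk1 was at least 53-fold higher against controls at 0, with 0.281 in the exon column.

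The study's list of housekeeping genes was not used here. Families of ubiquitously expressed genes, listed by symbol, made up 10 of the 329 lower genes (3.04%, against 3.14% of all genes tested, adjusted p = 1 from Fisher's exact test, two-sided) and 0 of the 68 higher genes. Their median log2 fold change in EG1 was 0.0448 over 547 genes (adjusted p = 0.983 from limma's fry). It was -0.0874 without control replicate 1 and -0.0806 without replicate 2 after IAA, so 1 library decides its sign.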

Mitotic SRCAP depletion resulted mainly in downregulation of genes in EG1 (Fig. 3g), many of which were housekeeping genes (Supplementary Fig. S3j). In contrast, SRCAP depletion during G1 resulted in a smaller number of downregulated genes (Fig. 3h). This suggests that SRCAP activity during mitosis and at mitotic exit is mainly required for transcriptional reactivation in early G1.

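In LG1, 471 genes were lower and 217 higher after IAA by the same thresholds, and 0 had an adjusted p under 0.05, with 688 at an unadjusted p under 0.05. The replicate block gave 882 lower and 691 higher genes. In the authors' deposited table 89 genes are lower and 42 higher, of which 71 and 18 were among the edgeR calls. The median log2 fold change was -0.785 for the lower and 0.934 for the higher genes, or -0.779 and 0.885 with 76 and 54 genes at their bound. Of the called genes, 71.4% changed in the same direction in the exon column, where the median log2 fold change in the called direction was 0.086. Because the intron columns of EG1 and LG1 differ in content, both phases were also compared with columns nearer to each other in content, by settings chosen after the data were seen. With the intron column in EG1 and the intron and exon columns summed in LG1, called whole-gene counts here, 321 genes were lower and 124 higher in EG1, and 133 lower and 31 higher in LG1. The EG1 intron column is no whole-gene count for every gene, since it was at least as high as the exon column in 78.02% of multi-exon genes. Among genes for which this held in each EG1 library, 155 were lower in EG1 and 102 in LG1, against 193 and 362 with the intron columns. With exon counts taken off the EG1 intron column, 407 were lower and 261 higher in EG1. DESeq2 with the replicate block and whole-gene counts called 0 lower and 2 higher genes in LG1. The order of EG1 and LG1 in the number of lower genes thus depends on these settings.

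Slc30a4 (ENSMUSG00000005802.12, chromosome 2 from 122681233 to 122702663) fell from 57.89 ± 12 to 6.848 ± 3.42 normalized counts (SD, n = 2), a log2 fold change of -3.15 (standard error 0.382, adjusted p = 0.391 from edgeR). Smtn (ENSMUSG00000020439.17, chromosome 11 from 3517523 to 3540612) rose from 92.77 ± 11.9 to 175.2 ± 21.8 normalized counts, a log2 fold change of 0.92 (standard error 0.211, adjusted p = 1). Usp30, Cdadc1 and Gm11739 had at most 3 counts in each library after IAA and were at least 7.4-fold, 10.5-fold and 5.2-fold lower in the intron column, with log2 fold changes of 0.026, -0.24 and 0.168 in the exon column.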

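The difference between the IAA effects in EG1 and LG1 was tested by itself, as an interaction in the edgeR fit of both phases. The adjusted threshold was passed by 0 of 17441 genes, and 314 genes had an unadjusted p under 0.05. With the replicate block these numbers were 0 and 600, and with whole-gene counts 0 and 167. DESeq2 with unshrunken log2 fold changes called 22 genes lower and 11 higher. Of the genes lower in EG1, 22 were also lower in LG1, where the 329 genes had a median log2 fold change of -0.115 and 66% of them were lower. Of the genes lower in LG1, 70.7% were lower in EG1, with a median of -0.104. From the larger number of downregulated genes in EG1 than in LG1 (Fig. 3g, h), the paper proposes that SRCAP activity during mitosis and at mitotic exit is mainly required for transcriptional reactivation in early G1.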

### SRCAP depletion alters histone modifications and nucleosome properties

To understand the mechanisms underlying changes in transcriptional activity upon SRCAP depletion, we analyzed changes in histone post-translational modifications by ChIP-seq and nucleosome properties by MNase-seq. At 4 h of IAA, H3K4me3 levels were down in 66.6% of H3K4me3-enriched regions (Fig. 4a and Supplementary Fig. S4a) and 66.8% of H3K4me3 peaks also enriched for H2A.Z (Supplementary Fig. S4b), with a marked decrease at bivalent promoters (Fig. 4b). This is in line with the role of H2A.Z in recruiting SET1/COMPASS complexes^5^, which allows H3K4me3 maintenance^46^. Changes in H3K4me3 enrichment at +1 nucleosomes were mildly correlated with transcriptional changes for both active and bivalent genes (Fig. 4c and Supplementary Fig. S4c), and promoters of downregulated genes displayed a more pronounced decrease of H3K4me3 (Supplementary Fig. S4d), in line with the role of H3K4me3 in fostering transcriptional activity^47,48^.

**Fig. 4:**
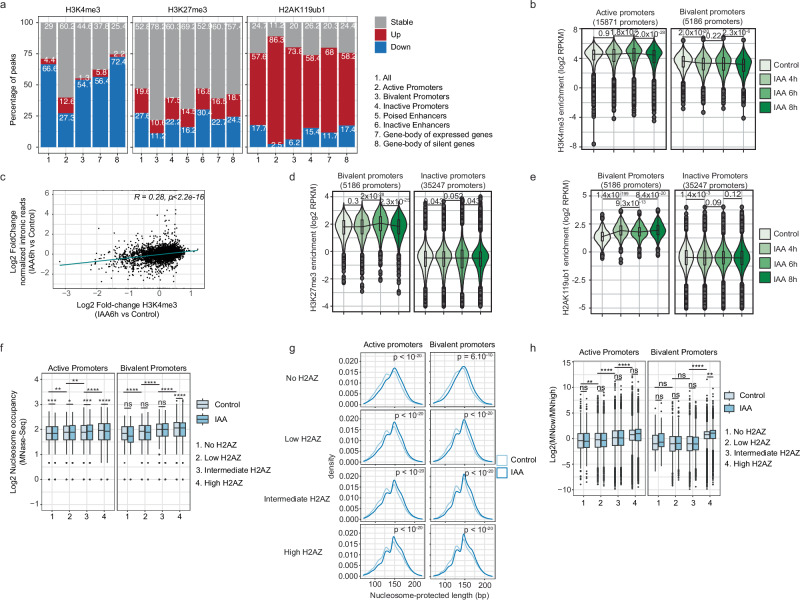
Impact of SRCAP/H2A.Z loss on nucleosome properties and post-translational modifications. **a** Percentage of different types of genomic regions with increased, stable or decreased H3K4me3, H3K27me3 and H2AK119ub1 marks. **b** H3K4me3 enrichment at active and bivalent promoters, in SYAT cells treated with control or IAA for 4, 6, and 8 h. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **c** Scatterplot of intronic reads of genes controlled by active promoters as a function of H3K4me3 enrichment changes between 6 h of IAA treatment and control. Upper right corner: Pearson correlation coefficient. **d**, **e** H3K27me3 (**d**) and H2AK119ub1 (**e**) enrichment at bivalent and inactive promoters in SYAT cells treated with control or IAA for 4, 6, and 8 h. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **f** Nucleosome occupancy at promoters in SYAT cells as a function of H2A.Z levels, in control or after 4 h of IAA treatment. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. Exact *p* values are provided in Supplementary Data 5. Numbers of nucleosomes analyzed are indicated in supplementary Data 4. **g** MNase-Seq fragment densities in SYAT cells treated with control or IAA for 4 h, as a function of H2A.Z enrichment and the class of promoter where nucleosomes are localized. **h** Fragile nucleosomes in nucleosomes of different types of promoters, as a function of H2A.Z levels. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. Exact *p* values are provided in supplementary Data 5. Numbers of nucleosomes analyzed are indicated in supplementary Data 4. *p* values comparing H2A.Z levels in boxplots were determined by a pairwise two-sided Wilcoxon test. *p* values comparing CTRL and IAA conditions in the boxplot were determined by a two-sided Welch two-sample *t*-test. *p* values comparing fragment length distributions were determined by a Kolmogorov–Smirnov test. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05, ns nonsignificant.

H3K27me3 levels decreased at 27.6% of regions (4799 peaks) and increased at 19.6% of regions (3402 peaks), including at bivalent promoters (Fig. 4a, d and Supplementary Fig. S4e). H3K27me3 peaks also enriched for H2A.Z presented the same trend (Supplementary Fig. S4f). H2AK119ub1 displayed a massive increase at most enriched loci (52.6%, 20881 peaks), especially at bivalent promoters (Fig. 4a, e and Supplementary Fig. S4g). This trend was even more clear at H2AK119ub1, and H2A.Z shared peaks (Supplementary Fig. S4h). Additionally, changes in H3K27me3 and H2AK119ub1 levels do not explain transcriptional changes (Supplementary Fig. S4i, j).

We next performed MNase-seq using high or low concentrations of MNase (Methods) on SYAT cells treated with control or IAA for 4 h. We classified nucleosomes in four classes according to initial H2A.Z enrichment scores. H2A.Z enrichment scaled with nucleosome occupancy at regulatory elements (Fig. 4f and Supplementary Fig. S4k). However, this coupling was also observed upon SRCAP/H2A.Z depletion, suggesting that nucleosome occupancy is not primarily regulated by H2A.Z but is mostly dependent on the genomic context. The size of nucleosome-protected fragments increased upon SRCAP degradation independently of initial H2A.Z levels in regions containing these nucleosomes (Fig. 4g and Supplementary Fig. S4l). While agreeing with the reported unwrapped state of H2A.Z nucleosomes^21^, this also raises the possibility that SRCAP unwraps nucleosomes independently of H2A.Z deposition, similarly to SWR1 in vitro^49,50^. We then focused on fragile nucleosomes, defined by a high signal ratio between MN-low versus MN-high digestion and enriched around TSS and TF binding sites^51,52^. Nucleosome fragility scaled with H2A.Z levels at active and bivalent regulatory regions (Fig. 4h and Supplementary Fig. S4m), in agreement with reported H2A.Z enrichment in fragile nucleosomes^53–55^. Surprisingly, IAA did not induce a global decrease of nucleosome fragility (Fig. 4h and Supplementary Fig. S4m). Furthermore, nucleosome fragility was unchanged at +1 nucleosomes of downregulated genes and increased at upregulated genes (Supplementary Fig. S4n), suggesting that fragility depends on the genomic context but not on H2A.Z occupancy. Therefore, alteration of nucleosome properties does not explain the transcriptional changes mediated by SRCAP depletion.

### SRCAP depletion unleashes transcription factor binding

We next performed ATAC-seq after treating SYAT cells for 2, 4, 6, or 8 h with IAA. Overall chromatin accessibility was unchanged within the first 6 h of SRCAP degradation (Supplementary Fig. S5a). Promoters were mostly unaffected in their accessibility, while many distal intergenic regions displayed increased or decreased accessibility (Fig. 5a, b). To understand the mechanisms underlying these changes, we analyzed TF footprints in accessible regions using the TOBIAS bioinformatic pipeline^56^. In wt CGR8 cells, a 4 h IAA treatment had an anecdotal impact on TF footprinting (Supplementary Fig. S5b and Supplementary Data 3). In SYAT cells, hundreds of TF motifs already displayed significant changes in footprinting after 2 h of IAA treatment, and these alterations were very consistent across time points (Fig. 5c and Supplementary Fig. S5c). About four times more motifs had their footprints enriched (up motifs) than depleted (down motifs) at all time points after IAA treatment (Fig. 5c and Supplementary Fig. S5c). Up and down motifs were mostly located in distal regulatory regions and promoter regions, respectively (Fig. 5d and Supplementary Fig. S5d). As promoter- and enhancer-regulated genes tend to be downregulated and upregulated upon SRCAP/H2A.Z depletion, respectively (Fig. 3e), this suggests that changes in TF binding could contribute to transcriptional changes caused by SRCAP depletion. We next asked whether the predominant transcriptional downregulation after mitotic IAA treatment (Fig. 3g) could be caused by a shift towards more downregulated TF footprints. We performed 1 h of IAA or control treatment, and sorted cells enriched for the end of M-phase (see Methods) and in EG1 to perform ATAC-seq prior to and concurrently with EG1 transcriptional changes, respectively. Changes in TF footprinting were more pronounced for down relative to up motifs as compared to longer IAA treatments in asynchronous cells (Fig. 5e), in line with transcriptional downregulation upon mitotic SRCAP/H2A.Z loss.

**Fig. 5:**
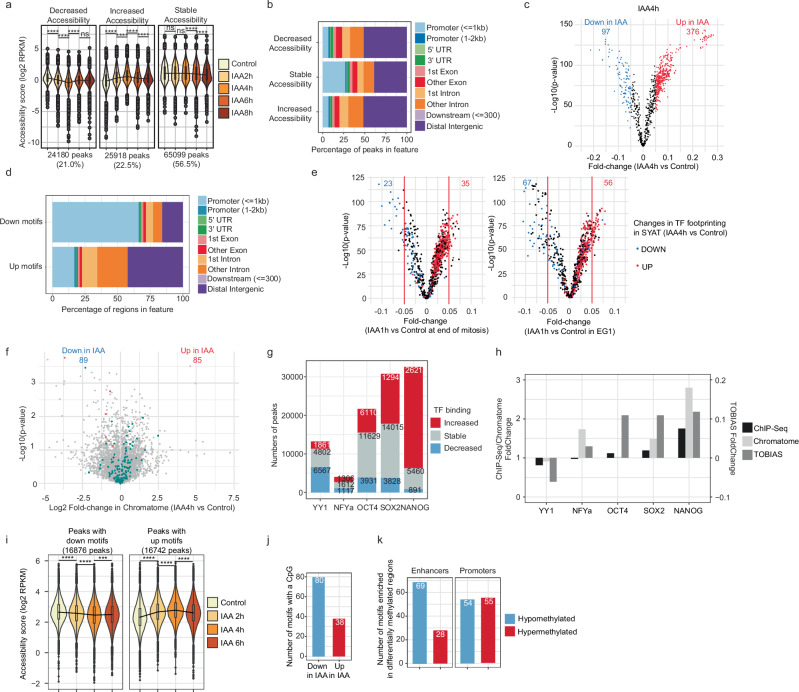
SRCAP depletion alters transcription factor binding. **a** Chromatin accessibility changes in SYAT cells treated with control or IAA for 2, 4, 6, and 8 h. Exact *p* values are provided in supplementary Data 5. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **b** Percentage of different types of genomic regions in accessible regions belonging to accessibility classes defined in (**a**). **c** Fold-change of TF footprinting calculated using TOBIAS in SYAT cells treated for 4 h with IAA versus control. Numbers: TF motifs losing (blue) or gaining (red) binding upon IAA treatment with |FC| >0.05 and *p* value <0.0001 (*p* value provided by TOBIAS). **d** Percentage of occurrence of all motifs, for TFs predicted to gain or lose binding upon IAA treatment, for different genomic regions. **e** Fold-change of TF footprinting calculated using TOBIAS in SYAT cells at the end of mitosis (left panel) or EG1 (right panel). Numbers: TF motifs predicted to lose (blue) or gain (red) binding upon IAA treatment with |FC| >0.05 and *p* value <0.0001 (*p* value provided by TOBIAS). Colors: Predicted TF footprinting changes in SYAT treated 4 h with IAA versus control. **f** Chromatome analysis. Turquoise: TFs; red: members of SRCAP complex; purple: H2A.Z. Numbers: proteins enriched (blue) or depleted (red) from the chromatome upon IAA treatment with |log2FC| >0.5 and *p* value <0.05. *p* values were determined using a two-sided Student’s *t*-test. **g** Numbers of peaks with an increased or decreased TF ChIP-seq enrichment after 4 h of IAA treatment in SYAT cells. **h** Fold-change in TF binding determined by ChIP-seq, chromatome, and TOBIAS prediction analysis. **i** Chromatin accessibility changes upon IAA treatment for TF motifs predicted to gain or lose binding. Exact *p* values are provided in Supplementary Data 5. **j** Number of motifs containing at least one CpG, in motifs predicted by TOBIAS to lose or gain binding upon SRCAP depletion. **k** Numbers of motifs enriched in H2A.Z peaks located in promoters or enhancers and displaying cytosine hyper- or hypomethylation upon SRCAP/H2A.Z loss. Unless indicated otherwise, *p* values were determined by a two-sided pairwise Wilcoxon test; ****p < 0.0001; ***p < 0.001; ns nonsignificant.

As pTFs can bind nucleosomal DNA, we reasoned that their binding might be particularly sensitive to nucleosome composition. We quantified the number of pTFs enriched in up vs downregulated motifs, using a classification of pTFs based on refs. ^57,58^ (see Methods). 87 out of 376 up-TFs (23.1%) but only 7 out of 97 (7.2%) down-TFs after 4 h of IAA treatment were known pTFs (Supplementary Fig. S5e). Therefore, pTF binding is generally impaired by the presence of SRCAP and/or H2A.Z.

To gain a broader view of changes in protein-DNA interactions induced by SRCAP depletion, we treated cells with IAA for 4 h and analyzed changes in proteins bound to chromatin (chromatome) (ref. ^59^ and Methods). We found 174 proteins significantly up- or down-regulated. In line with TOBIAS analysis, more TFs were upregulated than downregulated (Fig. 5f). TF protein levels were unaffected (Fig. 3f and Supplementary Data 2), suggesting that changes in TF binding are not mediated by changes in their concentrations. In contrast to SRCAP, H2A.Z was only slightly decreased in the whole chromatome (Fig. 5f and Supplementary Data 2), suggesting low or SRCAP-independent H2A.Z turnover in regions that are not recovered in ChIP-seq experiments, such as sonication-resistant heterochromatin^60^ and repeated regions that are filtered out during processing of ChIP-Seq reads, such as centromeres and telomeres. Because H2A.Z is not only enriched at accessible regions together with SRCAP but also in constitutive heterochromatin where SRCAP is absent, it is expected to see only partial loss of total chromatin-associated H2A.Z upon SRCAP depletion.

We then performed ChIP-seq on selected TFs with altered footprints and/or enrichment in the chromatome. 28.2% of OCT4 and 42% of SOX2 binding sites were more occupied upon IAA treatment, in line with TOBIAS and chromatome analysis (Fig. 5g, h). However, OCT4 was shown to bind H2A.Z nucleosomes^61^ and to lose binding upon H2A.Z knockdown^5^. Accordingly, sites bound by OCT4-only lost binding upon H2A.Z swapping with H2A, in contrast to sites bound by both OCT4 and SOX2 (Supplementary Fig. S5f), in line with SOX2-dependent OCT4 binding on canonical nucleosomes^62,63^. Furthermore, SOX2 knockdown (Methods^64^) decreased the number of OCT4 binding sites, and the remaining bound sites were highly enriched for H2A.Z (Supplementary Fig. S5g). Therefore, without SOX2, OCT4 favors binding to H2A.Z over H2A nucleosomes, also explaining the largely intact pioneer activity of OCT4 in the absence of SOX2^34^. NANOG, YY1 and NFY-a also displayed altered genome occupancy in line with TOBIAS and/or chromatome analysis (Fig. 5g), while NANOG protein levels were unchanged after SRCAP depletion (Supplementary Fig. S5h), and OCT4, SOX2 and NANOG sites displayed increased binding in distal regulatory regions (Supplementary Fig. S5i).

Since changes in TF binding were already maximal 2 h after IAA addition (Supplementary Fig. S5c), we reasoned that TFs could drive subsequent changes in chromatin accessibility (Fig. 5a). Loss and gain of TF binding were associated with corresponding changes in chromatin accessibility (Fig. 5i), in line with the high number of pTFs with increased footprints (Supplementary Fig. S5e). Furthermore, loci with increased OCT4 or SOX2 binding displayed more pronounced increased accessibility than loci with stable or decreased binding (Supplementary Fig. S5j). This suggests that alterations in pTF binding drive changes in chromatin accessibility upon SRCAP/H2A.Z depletion.

### DNA methylation changes do not explain changes in TF binding upon SRCAP depletion

Since H2A.Z was proposed to antagonize DNA methylation^26,65^, we reasoned that SRCAP loss may increase DNA methylation, which could subsequently mediate changes in TF binding. CpGs were overrepresented in down vs up motifs (Methods and Fig. 5j), and TFs with decreased footprints included methyl-sensitive NRF1 and ZBTB33^66,67^ (Supplementary Data 3).

We quantified changes in DNA methylation at H2A.Z-occupied loci after 4 h of IAA treatment using Enzymatic Methyl Sequencing (EM-seq). Global DNA methylation displayed only minor changes (Supplementary Fig. S5k). While some regulatory elements displayed increased or decreased CpG methylation upon IAA treatment (Supplementary Fig. S5l), their accessibility was unaffected (Supplementary Fig. S5m). Next, we treated SYAT cells with the GSK-3484862 DNMT1 inhibitor for 5 days, which decreases DNA methylation by 80% in PSCs^68^ and performed ATAC-seq after 4 h of IAA or control treatment. DNMT1 inhibition only slightly dampened the impact of IAA on increased TF footprints and did not impact decreased TF footprints (Supplementary Fig. S5n), suggesting that changes in DNA methylation play a minor role in regulating TF binding. To determine if TF binding changes could lead to changes in DNA methylation, we identified enriched TF binding motifs in hyper- and hypomethylated H2A.Z peaks at promoters and enhancers. Many TF motifs were enriched in hypomethylated enhancers (Fig. 5k). Our results suggest that acute changes in DNA methylation are mainly secondary to TF activity and play a minor role in further enhancing TF binding at hypomethylated motifs.

### SRCAP and H2A.Z have distinct, complementary roles in transcriptional regulation

To determine H2A.Z-independent functions of SRCAP, we generated a catalytically dead SRCAP protein (cdSRCAP) deficient for H2A.Z deposition by mutating three amino acid residues in its ATPase domain (Supplementary Fig. S6a). We then engineered the SYAT cell line for doxycycline (dox)-inducible expression of either wtSRCAP or cdSRCAP fused to mCherry (Methods), hereafter referred to as wtSRCAP and cdSRCAP cell lines. We induced expression of wtSRCAP-mCherry or cdSRCAP-mCherry for 24 h and treated cells with IAA or control for 4 h. 

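SYAT cells with doxycycline-inducible wtSRCAP-mCherry or cdSRCAP-mCherry, the catalytically dead mutant, were induced with 1 µg/mL doxycycline for 24 h, and nuclear RNA was sequenced after 4 h of IAA at 500 µM or of the control treatment. Each of the 4 conditions had 2 replicates. The intron columns of these 8 libraries, in whole-number counts as the authors deposited them, summed to between 2006573 (wtSRCAP IAA replicate 1) and 5398261, with a median of 3991924, and the exon columns to between 12236493 and 26369773. Single-exon genes with intron counts numbered 0 of 857, and 1499 of 12374 multi-exon genes expressed in exons were at 0 in every intron column. All 8 libraries entered 1 edgeR fit of 12702 genes, with the thresholds used for the time course. Libraries with the same replicate number deviated together here too. Numbers of lower or higher genes that moved by over 1.5 times with the replicate as a block are therefore given.

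The exon column of Srcap counts the endogenous and the induced mRNA together. All libraries of these cells received doxycycline, so the share of induced mRNA cannot be read from them. It had 927.3 ± 40.2 normalized counts in wtSRCAP control cells (SD, n = 2), 1065 ± 20.7 in wtSRCAP cells after IAA, 1097 ± 13.1 in cdSRCAP control cells and 1248 ± 171 in cdSRCAP cells after IAA. Between cdSRCAP and wtSRCAP control cells the log2 fold change was 0.24 (standard error 0.199, adjusted p = 1 from edgeR), and after IAA it was 0.23 (standard error 0.199, adjusted p = 0.963).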

We FACSorted cells with the same average mCherry fluorescence to ensure identical expression levels of wt and cdSRCAP and performed ChIP-seq for H2A.Z (Fig. 6a). cdSRCAP cells displayed lower global H2A.Z enrichment than wtSRCAP cells (Supplementary Fig. S6b), and H2A.Z levels were rescued within <10% of the control condition at 44,769 peaks in wtSRCAP but not cdSRCAP cells (see Methods) (Fig. 6b). In addition, overexpression of cdSRCAP either in CTRL or IAA condition led to a lower enrichment of H2A.Z at H2A.Z peaks, confirming that cdSRCAP is defective in depositing H2A.Z, with a slight dominant negative effect on H2A.Z deposition (Supplementary Fig. S6c).

**Fig. 6:**
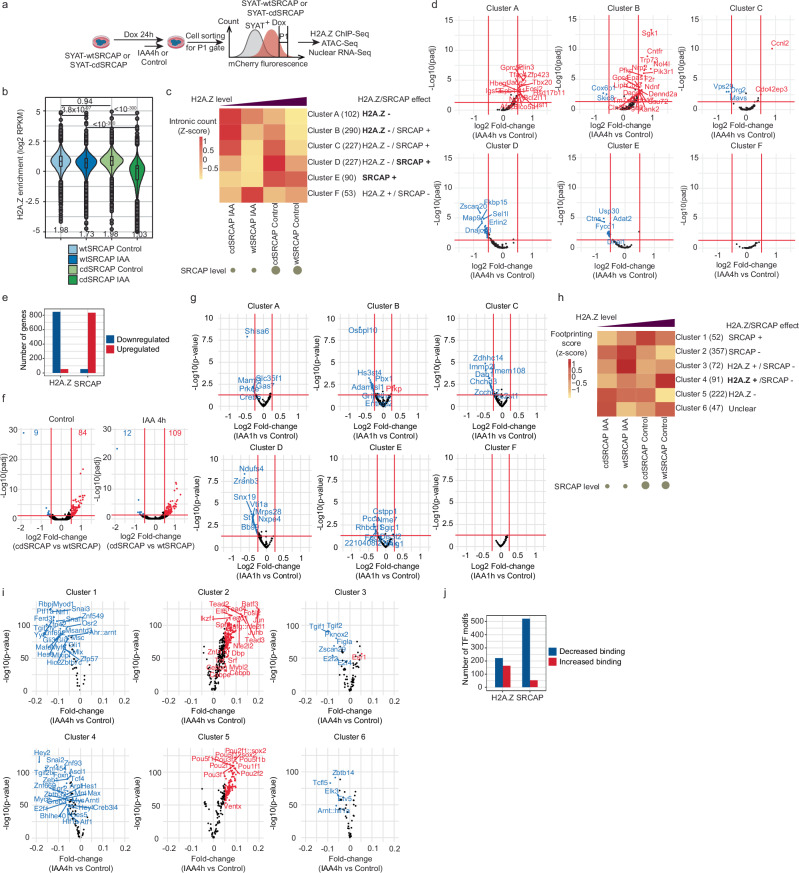
H2A.Z-dependent and independent functions of SRCAP. **a** Experimental procedure for dox-induced wtSRCAP and cdSRCAP expression and cell sorting. **b** H2A.Z enrichment in rescued peaks (44769 peaks) upon overexpression of wtSRCAP or cdSRCAP treated with control or IAA for 4 h. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **c** Heatmap of normalized intronic read counts ranked according to H2A.Z and SRCAP levels and k-means-clustered. When SRCAP and H2A.Z display opposite effects, the dominant effect is written in bold. **d** Fold-change of intronic reads from two independent biological replicates and adjusted *p* value for SYAT cells treated for 4 h with IAA versus control, in the six gene clusters determined in (**c**). Colored dots: genes significantly downregulated (blue) or upregulated (red) with a threshold of |log2FC| >0.5 and adjusted *p* value <0.05. **e** The number of genes downregulated or upregulated by H2A.Z or SRCAP. **f** Fold-change of intronic reads between cdSRCAP and wtSRCAP and adjusted *p* value in control (left) or IAA condition (right). Numbers: genes significantly lower (blue) or higher (red) in cdSRCAP with a threshold of |log2FC|>0.5 and adjusted *p* value <0.05. **g** Fold-change in intronic reads in the six clusters defined in (**c**) for SYAT cells treated for 1 h with IAA or control and sorted in EG1. **h** Heatmap of TOBIAS footprinting scores ranked according to H2A.Z and SRCAP levels and k-means-clustered. When SRCAP and H2A.Z display opposite effects, the dominant effect is indicated in bold. **i** Fold-change of TF footprinting calculated using TOBIAS in SYAT cells treated for 4 h with IAA versus control for the six clusters determined in (**h**). Colored dots: TF motifs predicted to lose (blue) or gain (red) binding upon IAA treatment with a threshold of |FC| >0.05 < 0.0001. **j** Numbers of TF motifs with binding increased or decreased by H2A.Z or SRCAP. *p* values for comparison of mean H2A.Z levels in ChIP-Seq were determined by two-sided Welch two-sample *t*-tests. ****p < 0.0001.

We then compared transcriptional changes in IAA-treated cells expressing wtSRCAP or cdSRCAP. wtSRCAP compensated transcriptional changes mediated by endogenous SRCAP degradation more than cdSRCAP (Supplementary Fig. S6d). 

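After IAA, 30 genes were lower and 8 higher in wtSRCAP cells, and 27 were lower and 3 higher in cdSRCAP cells, in the intron column. Without a filter on low counts, the alternative that moved these counts most, 281 genes were lower and 187 higher in wtSRCAP cells and 223 and 121 in cdSRCAP cells. The replicate block gave 173 lower and 119 higher genes in wtSRCAP cells and 221 and 99 in cdSRCAP cells. Cep128 (ENSMUSG00000061533.16, chromosome 12 from 90998492 to 91384409) fell from 1274 ± 104 to 539.2 ± 32.2 normalized counts in wtSRCAP cells (SD, n = 2), a log2 fold change of -1.24 (standard error 0.143, adjusted p = 0.0275 from edgeR), and from 1462 ± 61 to 568.4 ± 26.8 in cdSRCAP cells, a log2 fold change of -1.36 (standard error 0.142, adjusted p = 0.0202). Nme7 was lower in both, by log2 fold changes of -1.24 and -1.29. Ttc27 had 271.9 ± 24.9 normalized counts in wtSRCAP control cells and 0 in both libraries after IAA, at least 61.4-fold lower in the intron column, while its log2 fold change in the exon column was -0.173. Zfp423 rose from 4032 ± 382 to 9573 ± 1460 in wtSRCAP cells, a log2 fold change of 1.25 (standard error 0.185, adjusted p = 0.0363). Soga3 and Pqlc1 were higher in wtSRCAP cells, with log2 fold changes of 1.20 and 1.68, and Tenm1, Kif26b and St6gal1 in cdSRCAP cells, with 1.17, 1.20 and 0.99. Testing wtSRCAP against cdSRCAP responses gene by gene with edgeR gave 0 genes past the adjusted threshold and 322 at an unadjusted p under 0.05. With the replicate block, 1 gene was lower and 1 higher, and 601 had an unadjusted p under 0.05. DESeq2 with unshrunken log2 fold changes called 3 lower and 0 higher.

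Compensation was measured on the genes called at 4 h in SYAT cells by DESeq2, since the edgeR fit called none there, and this choice was made after the data were seen. Their values in SYAT cells come from the libraries on which they were called, so only wtSRCAP and cdSRCAP cells are set against each other. Of the lower genes, 127 could be tested, with a median log2 fold change of -0.95 in SYAT cells, -0.69 in wtSRCAP cells and -0.88 in cdSRCAP cells. Subtracting the cdSRCAP from the wtSRCAP response gave a median of 0.16, against a mean of 0.086 over random lists matched on mean expression, 91.93% of which lay below it, with a p of 0.355 from limma's fry, or 0.15 and 0.0469 with the replicate block. It lay between 0.03 without cdSRCAP IAA replicate 1 and 0.25 without wtSRCAP control replicate 2. Of the higher genes, 73 could be tested, with medians of 1.08 in SYAT cells, 0.61 in wtSRCAP cells and 0.54 in cdSRCAP cells. Here the difference had a median of 0.14, against 0.0288 over matched random lists, 98.48% of which lay below it, with a p of 0.269 from fry, or 0.15 and 0.0459 with the replicate block, and fell to 0.01 without cdSRCAP control replicate 1. The median of the lower genes was nearer to 0 in wtSRCAP than in cdSRCAP cells, part of which the matched random lists share, and that of the higher genes was not.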

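Genes past both thresholds in the intron column in at least 1 of the 6 pairwise comparisons of wtSRCAP and cdSRCAP cells, control and IAA, numbered 457. The pair that differed most was cdSRCAP after IAA against wtSRCAP control, with 376 genes, followed by cdSRCAP control against wtSRCAP after IAA, with 125. DESeq2 with shrunken log2 fold changes, the alternative that moved the total most, gave 929 genes. The mean of each condition was standardized per gene, and k-means with 6 clusters, the number the paper uses, was run on these 4 values. Over 10 random seeds, between 455 and 457 of the genes were placed in the same clusters. The clusters are numbered here by the order of their means, since the letters of Fig. 6c could not be matched to them. Clusters 1 to 6 held 19, 95, 69, 15, 122 and 137 genes.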

We clustered genes with intronic counts significantly differing between any pair of samples, according to their changes as a function of H2A.Z and SRCAP levels in wtSRCAP or cdSRCAP cells (Fig. 6c). 

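Among these clusters, 2 held genes higher in cdSRCAP than in wtSRCAP cells and higher after IAA than in the control. In cluster 6 (137 genes) the standardized mean was -1.22 in wtSRCAP control cells, 0.218 in wtSRCAP cells after IAA, -0.107 in cdSRCAP control cells and 1.11 in cdSRCAP cells after IAA. Cluster 5 (122 genes) had -1.09, -0.475, 0.512 and 1.06 in the same order. Another 3 clusters, 1, 2 and 3, held genes lower after IAA with either SRCAP. Cluster 2 (95 genes) had 0.932, -0.593, 0.696 and -1.03, and cluster 3 (69 genes) had 0.408, -1.2, 1.02 and -0.234. Cluster 3 was thus also higher in cdSRCAP than in wtSRCAP cells. Genes of clusters 1 and 4 (19 and 15 genes) were lower in cdSRCAP than in wtSRCAP cells, with 1.06, 0.365, -0.262 and -1.16 in cluster 1, and -0.159, 1.27, -1.05 and -0.0541 in cluster 4, which was higher after IAA.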

Genes in clusters A and B were negatively regulated by H2A.Z, while genes in clusters D and E were positively regulated by SRCAP. 

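The same clusters were read in SYAT cells after 4 h of IAA, in libraries that took no part in the clustering. Median log2 fold changes in the SYAT intron column were -0.22, -0.53, -0.29, 0.29, 0.46 and 0.62 in clusters 1 to 6, over 16, 84, 63, 15, 111 and 121 genes. The share of genes that were lower was 81.2%, 96.4%, 84.1%, 6.67%, 7.21% and 3.31%. None of the 6 medians lay near 0 with this gene list. With the gene list of DESeq2, 1 of the 6 clusters did, a cluster of 91 genes with a median of -0.05. Genes called at 4 h were read from DESeq2 with the replicate block, a setting chosen after the data were seen. Of these, 3 and 4 lower genes fell in clusters 2 and 3, 1 and 5 higher genes in clusters 5 and 6, and none in clusters 1 and 4.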

Clusters C and F reflected conflicting effects of H2A.Z and SRCAP on gene regulation, resulting in no significant differences in expression upon SRCAP degradation in SYAT cells (Fig. 6d). Genes upregulated by SRCAP (clusters D and E) were associated with a general cellular function GO term (Supplementary Fig. S6e) and included 70 housekeeping genes, indicating an H2A.Z-independent role of SRCAP in activating ubiquitously expressed genes. 

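GO annotation and the study's list of housekeeping genes were not used here. Of the families of ubiquitously expressed genes listed by symbol, 9 genes fell in cluster 2, 5 in cluster 3 and 0 in cluster 1, the clusters lower after IAA with either SRCAP. Against the genes tested, the odds ratio was 2.7 in cluster 2 (adjusted p = 0.0306 from Fisher's exact test, two-sided, over the 6 clusters) and 2 in cluster 3 (adjusted p = 0.284 from Fisher's exact test). In clusters lower after IAA from the DESeq2 gene list, it was 1.64, 1.26 and 1.49 (adjusted p between 0.318 and 0.446 from Fisher's exact test). With DESeq2 and the replicate block it was 2.22 and 1.5 (adjusted p = 0.0972 and 0.28). The enrichment thus passed only with the edgeR gene list. With the edgeR gene list, clusters 5 and 6, higher in cdSRCAP cells and after IAA, held 0 genes of these families (adjusted p = 0.0306 from Fisher's exact test for each).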

H2A.Z played a dominant role in transcriptional repression of lineage-specific genes, confirmed by direct comparison of cdSRCAP versus wtSRCAP-expressing cells in both control and IAA conditions (Fig. 6e, f and Supplementary Fig. S6f, g). 

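In control cells, 1 gene was lower and 12 were higher in cdSRCAP than in wtSRCAP cells in the intron column, and 898 had an unadjusted p under 0.05. After IAA 1 was lower and 1 higher, with 1296 at an unadjusted p under 0.05. Testing without a filter on low counts moved these counts most, to 30 lower and 223 higher in control cells and 69 lower and 314 higher after IAA. The replicate block gave 8 and 128 in control cells and 37 and 203 after IAA, with 1411 and 2009 genes at an unadjusted p under 0.05. DESeq2 without the block called 7 lower and 83 higher in control cells and 11 lower and 97 higher after IAA. In control cells, Gab1 (ENSMUSG00000031714.9, chromosome 8 from 80764438 to 80880519) had 1587 ± 198 normalized counts with wtSRCAP and 282.6 ± 65.8 with cdSRCAP (SD, n = 2), a log2 fold change of -2.49 (standard error 0.197, adjusted p = 0.00391 from edgeR). After IAA it had 1725 ± 198 and 332.2 ± 19.3, a log2 fold change of -2.37 (standard error 0.196, adjusted p = 0.00562). Mras (ENSMUSG00000032470.17, chromosome 9 from 99385420 to 99437381) had 123.6 ± 11.9 normalized counts with wtSRCAP and 422.8 ± 48.1 with cdSRCAP in control cells, a log2 fold change of 1.77 (standard error 0.188, adjusted p = 0.0195). Soga3 and Crtac1 were higher with cdSRCAP in control cells, with log2 fold changes of 1.40 and 1.62. After IAA the 1 higher gene was Ttc27, at least 66.9-fold higher in the intron column because both wtSRCAP libraries after IAA were at 0 there, with a log2 fold change of 0.0892 in the exon column. The 97 genes called higher by DESeq2 after IAA were read in the control cells, which share no library with that comparison. There their median log2 fold change was 0.94, against 0.0369 for random lists of the same size matched on mean expression, and 97.9% of them were higher. The paper states that H2A.Z has a dominant role in the repression of lineage-specific genes and cites this direct comparison as a check of it. Lists of lineage-specific genes were not used here.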

We next asked whether the H2A.Z-independent SRCAP function in stimulating transcription is determinant for gene reactivation at mitotic exit. 

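In EG1 cells after 1 h of IAA, the median log2 fold change of the clusters of wtSRCAP and cdSRCAP genes in the intron column was 0, -0.32, -0.50, 0.14, -0.29 and -0.03 for clusters 1 to 6. Of the genes that DESeq2 with the replicate block called in EG1, 17 lower genes fell in cluster 2, 20 in cluster 3, 18 in cluster 5 and 6 in cluster 6. No higher gene of that fit, a setting chosen after the data were seen, fell in any of the 6. Clusters 1, 2 and 3 were lower after IAA with either SRCAP, and clusters 3, 5 and 6 were higher in cdSRCAP than in wtSRCAP cells. Without control replicate 1, the medians were -0.18 in cluster 2, -0.19 in cluster 3, -0.04 in cluster 5 and 0 in cluster 6, and without replicate 2 after IAA that of cluster 4 was -0.09.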

Affected genes from all clusters stimulated by SRCAP were downregulated upon IAA treatment (Fig. 6g). In contrast, 1 h-IAA treatment in LG1 cells led to transcriptional changes closer to those of longer IAA treatments in asynchronous cells (Supplementary Fig. S6h). This suggests that transcriptional reactivation at mitotic exit is dominated by the stimulatory effect of SRCAP, and that the inhibitory role of H2A.Z comes into play only later during G1 phase.

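Across the 14208 genes tested in both fits, the Spearman correlation with the log2 fold changes of SYAT cells after 4 h of IAA was 0.106 for EG1 and 0.337 for LG1. It lay between 0.00407 (without replicate 2 after IAA) and 0.123 for EG1, and between 0.195 and 0.299 for LG1, with 1 library of the phase left out. Against 8 h it was -0.0201 for EG1 and 0.292 for LG1, and against 2 h, an alternative chosen after the data were seen, 0.185 and 0.367. With whole-gene counts in both phases it was 0.103 and 0.304 against 4 h. Over the 630 genes called by DESeq2 after 4, 6 or 8 h, it was 0.236 for EG1 and 0.499 for LG1, and 67.1% and 78.9% of them had the same sign. These correlations are across genes, which are not independent replicates, and the libraries of the sorted cells and of the time course are separate.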

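In LG1 the medians of clusters 1 to 6 were -0.01, -0.14, -0.07, 0.26, 0.14 and 0.18. The difference between EG1 and LG1 was tested for each set in the fit of both phases. It had an adjusted p = 0.616 from limma's fry for each of clusters 2, 5 and 6, over 8 sets. The preset correlation of camera gave a p of 3.05e-13 for cluster 5 and 2.52e-08 for cluster 6, and neither call holds under fry. In LG1, 1 library decides the sign of clusters 5 and 6, which are higher in cdSRCAP cells and after IAA. Without replicate 1 after IAA, the median was -0.14 in cluster 5 and -0.01 in cluster 6. The median of cluster 3 was -0.37 without replicate 1 and 0.16 without replicate 2 after IAA, and the latter also changed cluster 4 to -0.07. In cluster 2 it lay between -0.27 and -0.06 with each library left out, and in cluster 1 between -0.20 and 0.08. From EG1 and LG1 together, the paper proposes that reactivation at mitotic exit is dominated by the stimulatory effect of SRCAP and that the inhibitory role of H2A.Z comes into play later in G1.

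**Figure D2:**
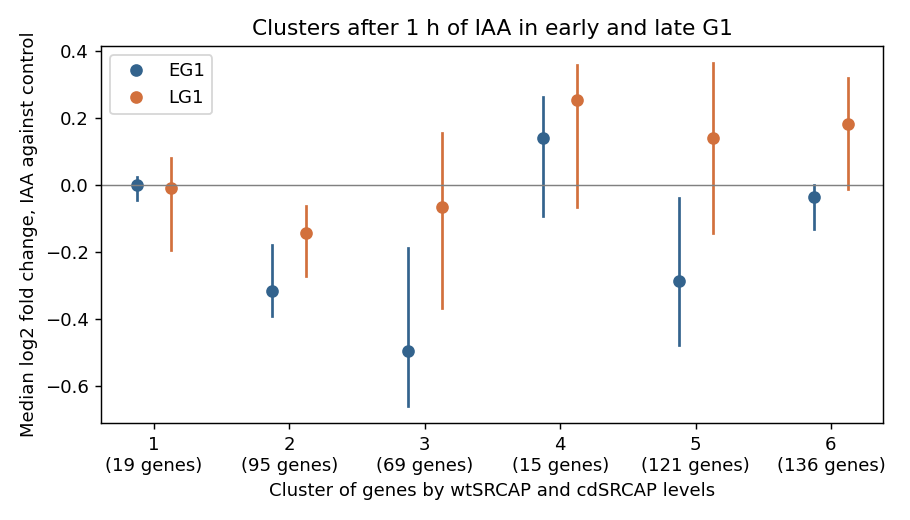
Median log2 fold change in the intron column after 1 h of IAA in EG1 and LG1 for the 6 clusters of wtSRCAP and cdSRCAP genes, with 19, 95, 69, 15, 121 and 136 genes, and vertical lines from the lowest to the highest median with 1 library of the phase left out. Clusters 5 and 6 have medians of -0.29 and -0.03 in EG1 and 0.14 and 0.18 in LG1, and the lines of both clusters in LG1 reach below 0.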

We then performed ATAC-seq after 24 h of dox and 4 h of IAA treatment in wtSRCAP and cdSRCAP cell lines. Overall changes in chromatin accessibility upon IAA treatment were minor and comparable in both cell lines (Supplementary Fig. S6i). Changes in chromatin accessibility caused by SRCAP depletion were abolished upon wtSRCAP but also cdSRCAP overexpression (Supplementary Fig. S6j), suggesting that these are mostly H2A.Z-independent. We then used TOBIAS to analyze TF footprints in the wtSRCAP or cdSRCAP cell lines in control or IAA conditions. K-mean clustering of TF footprinting scores yielded 6 clusters displaying different dependencies to SRCAP and/or H2A.Z levels (Fig. 6h). We identified two clusters with a predominant role of SRCAP in increasing (cluster 1) or decreasing (cluster 2) TF binding (Fig. 6i), as well as a role for H2A.Z in positive (cluster 3 and 4) or negative regulation (cluster 5) of TF binding at hundreds of motifs (Fig. 6i). Overall, SRCAP strongly prevented TF association with their motifs while H2A.Z had both enhancing and inhibitory effects on TF binding (Fig. 6j). We then compared TF footprinting in rescued peaks in wtSRCAP cells treated with control or IAA, allowing us to determine the impact of different SRCAP levels on TF footprinting independently of H2A.Z levels. Both up and down motifs overlapped substantially with those identified upon IAA treatment of SYAT cells, confirming the prominent H2A.Z-independent role of SRCAP in regulating TF binding (Supplementary Fig. S6k). SRCAP and, to a lesser extent, H2A.Z tended to hinder TF binding at distal regulatory elements, as seen from the mostly distal localization of the TF motifs in clusters 2 and 5 (Supplementary Fig. S6l). Conversely, both SRCAP and H2A.Z tended to stimulate TF binding at promoters, as seen from the larger fraction of TF motifs located in promoters in their main activatory clusters 1 and 4 (Supplementary Fig. S6l). In addition, SRCAP strongly disfavored pTF association with their motifs (112 SRCAP- vs 5 SRCAP+ motifs) (Supplementary Fig. S6m). Taken together, this suggests that H2A.Z-independent activity of SRCAP plays a major role in restricting pTF binding.

### SRCAP inhibits TF binding by steric hindrance

The catalytically-independent inhibition of TF binding mediated by SRCAP could be caused by physically blocking the access of TFs to their binding sites (steric hindrance) and/or by decreasing TF affinity for their binding sites through chemical modification of chromatin or physical mechanisms acting through deformation of the DNA double-helix^69,70^. Several arguments favor a steric hindrance mechanism. First, the SRCAP complex covers a large fraction on the nucleosome^71–74^. Using a published structure^71^, we computed the surface of DNA accessible to molecules, considering either DNA in a free or SRCAP complex-bound nucleosome. For TFs (approximated as pseudo-spheres with radii of 20-30 Å^75,76^), DNA was 2–3-fold less accessible on SRCAP-bound nucleosomes (Fig. 7a). Second, SWR1 complexes remain bound to nucleosomes in vitro for several minutes^50,77^. When crossing our SRCAP mapping and MNase data, we found that nucleosomes and SRCAP peaks were strongly colocalizing (Supplementary Fig. S7a), confirming that SRCAP mostly occupies nucleosomal DNA in vivo. Third, the motifs of TFs increasing their binding upon SRCAP loss (cluster 2 in Fig. 6) colocalize with SRCAP (Supplementary Fig. S7b). NANOG, which strongly increased its binding upon SRCAP depletion (Fig. 5g, h), displayed maximal SRCAP enrichment at the center of its ChIP-seq peaks (Fig. 7b). Fourth, we reasoned that a steric hindrance mechanism implies its immediate mitigation after SRCAP degradation. After 2 h of IAA treatment, changes in TF footprinting were already maximal (Supplementary Fig. S5c). Furthermore, NANOG ChIP-seq after 2 h of treatment with different doses of IAA (Supplementary Fig. S7c, d) also revealed increased NANOG occupancy in regions initially co-occupied by SRCAP (Fig. 7c).

**Fig. 7:**
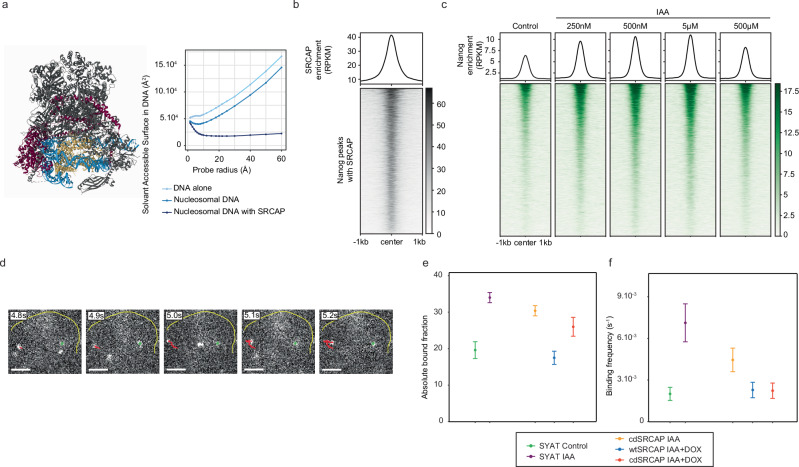
SRCAP decreases NANOG binding by steric hindrance. **a** Left panel. Cryo-EM structure of human SRCAP determined by ref. ^71^, DNA is displayed in blue, histones in yellow, SRCAP subunit in purple, and all other subunits of the SRCAP complex in gray (structure pdb_00008x1c deposited on RCSB PDB, figure created using Mol*^135^. Right panel. Surface of the DNA accessible to molecules of different radii calculated from the Cryo-EM structure. **b** SRCAP enrichment determined by CUT&RUN, centered on NANOG peaks where SRCAP peaks are also detected (8578 peaks). **c** Nanog enrichment at binding sites of both NANOG and SRCAP (8578 peaks) in SYAT cells treated with different doses of IAA for 2 h. **d** Images of single Halo-NANOG molecules in a cell nucleus at the indicated time points, and corresponding tracks (colored). Scale bar: 3 µm. **e** Absolute fraction of Halo-NANOG molecules bound longer than 50 s, calculated from data displayed in Fig. S7f–j, l–n, with the statistics provided there. For CTRL, 2813 tracks in 16 cells, for IAA, 1121 tracks in 26 cells, for cdSRCAP IAA, 4624 cells in 47 cells, for cdSRCAP IAA + DOX, 1623 tracks in 16 cells, for wtSRCAP IAA + DOX, 2571 tracks in 34 cells. Data were represented as calculated mean values ± standard deviation. **f** Binding frequency of Halo-NANOG molecules calculated from data displayed in Fig. S7f–j, l–n, with the statistics provided there. Data, from the same number of tracks as in 7e, are represented as calculated mean values ± standard deviation of 500 resamplings with randomly selected 80% of the data and error propagation.

However, these results do not fully exclude that SRCAP loss may induce rapid changes in local chromatin chemistry or physical properties, which could alter TF binding affinity. The genomic occupancy of TFs depends both on their binding frequency and residence time on specific sites. While alterations of chemical or physical properties of chromatin would alter TF residence time, steric hindrance is expected to decrease TF binding frequency by hiding TF binding sites. To discriminate between these scenarios, we determined the impact of SRCAP on DNA-binding dynamics of NANOG using single-molecule fluorescence tracking (SMT) in live cells (Fig. 7d). We expressed a Halo-NANOG fusion protein at low levels in SYAT cells, cdSRCAP cells – dox, cdSRCAP + dox, and wtSRCAP + dox (Methods). We first determined the overall bound fraction of dye-labeled Halo-NANOG by tracking molecules at 85 Hz^78^. We analyzed the distribution of molecular frame-to-frame jump distances with a multi-component diffusion model^79^ (Supplementary Fig. S7e, f), which revealed a higher bound fraction of NANOG in the absence of SRCAP (Supplementary Fig. S7g and Methods). This increase in bound fraction was counteracted by expression of wt or cdSRCAP (Supplementary Fig. S7h–j). Next, we determined the spectrum of residence times of Halo-NANOG by tracking bound molecules at 0.5 Hz using several time-lapse conditions^80^ (Supplementary Fig. S7k and Methods). We then focused our analysis on molecules binding longer than 50 s, which are mostly specifically-bound molecules. As expected, the fraction of long-binding molecules was increased in the absence of SRCAP, and this effect was suppressed by expression of wt or cdSRCAP (Fig. 7e and Supplementary Fig. S7m). From the bound fractions and residence times, we calculated the binding frequencies using a kinetic model including diffusing, transiently binding, and stably binding NANOG molecules^81,82^ (Supplementary Fig. S7l and Methods). Strikingly, the binding frequency of NANOG increased fourfold upon SRCAP degradation, and this effect was suppressed by expression of wt or cdSRCAP (Fig. 7f and Supplementary Fig. S7n). Interestingly, NANOG residence time was decreased upon SRCAP depletion (Supplementary Fig. S7o), in line with the extension of the NANOG binding landscape to lower affinity regions displaying low accessibility and OCT4/SOX2 occupancy (Supplementary Fig. S7p). These results indicate that increased binding frequency of NANOG drives increased NANOG binding upon SRCAP depletion, in line with SRCAP inhibition of TF binding by steric hindrance.

## Discussion

The transient nature of most DNA-protein interactions is well-established in mammalian systems^83–85^. However, the direct, acute impact of these interactions on chromatin structure and composition is more challenging to characterize. Several studies reported that the recruitment and nucleosome-remodeling activity of the BAF complex occur continuously on a time scale of minutes^34,86,87^. Here we demonstrate that SRCAP depletion for 1–2 h induces marked changes in H2A.Z occupancy at active and bivalent/poised regulatory elements, suggesting that SRCAP also remodels chromatin in a very dynamic manner. The SRCAP-dependent H2A.Z turnover rates at promoters correlating with transcriptional activity is in line with transcription-mediated eviction of full H2A.Z nucleosomes or H2A.Z-H2B dimers^37,88–91^, followed by rapid re-incorporation of H2A-H2B and SRCAP-mediated loading of H2A.Z-H2B. The fact that SRCAP binds preferentially to canonical nucleosomes^23^ and the correlation of its genomic occupancy with H2A.Z turnover rates (Fig. 1a, h) suggest that the pace of nucleosome eviction sets the rate of SRCAP recruitment to chromatin. Surprisingly, SRCAP-mediated H2A.Z turnover is even faster during mitosis than interphase, despite very low mitotic transcriptional activity^42^. This suggests that SRCAP maintains H2A.Z levels on mitotic chromosomes by competing with transcription-independent H2A.Z eviction mechanisms that remain to be identified.

Despite the initial characterization of SRCAP for its ability to recruit transcriptional coactivators^11–13^, its role in gene regulation has become increasingly viewed through the lens of its H2A.Z deposition activity. Our study clarifies the specific and direct functions of SRCAP and H2A.Z in gene regulation. We found no evidence that H2A.Z is directly involved in nucleosome destabilization or inhibition of DNA methylation, but we cannot exclude the existence of indirect mechanisms operating on longer time scales. Our results confirmed that H2A.Z fosters H3K4me3 deposition but has a predominantly repressive impact on transcription, in line with broadening the barrier to elongating RNA Pol II^92^, causing enhanced pausing and slowing down pre-initiation complex reloading^20^. Our approach uniquely allowed us to determine H2A.Z-independent functions of SRCAP. We found that SRCAP stimulates the transcription of housekeeping genes, in line with H2A.Z-independent upregulation of housekeeping genes by the *Drosophila* SRCAP-ortholog DOMINO during zygotic genome activation^1^. SRCAP also restricts genome-wide binding of a large number of TFs by blocking access to their binding sites (Fig. 8). Here, we identify steric hindrance as a previously unrecognized mechanism by which chromatin remodelers can restrict transcription factor access to chromatin independently of their enzymatic activity. We cannot rule out that SRCAP may also modulate TF binding through alternative mechanisms, for example, by serving as a docking hub that facilitates the recruitment of TFs or other chromatin modifiers, thereby locally reshaping chromatin architecture. In the future, biochemical approaches probing protein–protein interactions may allow us to shed light on potential direct interaction partners of SRCAP.

**Fig. 8:**
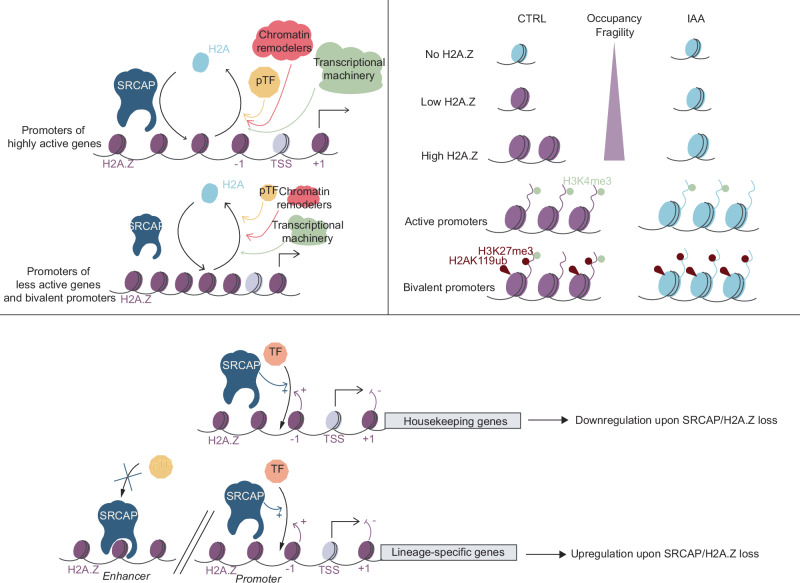
SRCAP regulates H2A.Z turnover, nucleosome properties, TF binding, and transcription in mESCs.

We identified sets of genes with an antagonistic transcriptional regulation by H2A.Z and SRCAP. For genes where H2A.Z and SRCAP exhibit compensatory activities, their interplay may stabilize gene expression and contribute to the maintenance of cell identity. Conversely, a prevailing effect of either H2A.Z or SRCAP could permit gene deregulation in response to signaling cues and thereby facilitate lineage commitment.

The dynamic interplay between SRCAP and H2A.Z provides an elegant strategy to maintain the cell identity of PSCs by robust, yet rapidly reversible restriction of both the expression and DNA-binding of lineage-specific TFs. The high degree of evolutionary conservation and the role of SRCAP/H2A.Z in self-renewal of multiple types of stem cells^5–7^ suggests their broad involvement in the regulation of stem cell plasticity. We thus propose SRCAP/H2A.Z as a pivotal gene regulatory system operating in parallel to other epigenetic mechanisms to maintain cell identity and plasticity.

## Methods

### Cell culture

CGR8 mouse ES cells (Sigma, Cat#07032901-1VL) and ZHBTc4 mouse ES cells^35^ were routinely cultured at 37 °C and 5% CO_2_ on cell culture-treated dishes coated with 0.1% gelatin (Sigma #G9391-100G) using the following culture medium: GMEM (Sigma #G5154-500ML) supplemented with 10% ES cell-qualified fetal bovine serum (Gibco #16141–079), 1% nonessential amino acids (Gibco #11140–050), 2  mM L-glutamine (Gibco #25030–024), 2 mM sodium pyruvate (Sigma #S8636-100ML), 100 μM 2-mercaptoethanol (Sigma #63689–25 ML-F), 1% penicillin and streptomycin (BioConcept #4–01 F00-H), in-house produced leukemia inhibitory factor (LIF), CHIR99021 (Merck #361559–5 MG) at 3 μM and PD184352 (Sigma #PZ0181-25MG) at 0.8 μM. Cells were passaged by trypsinization (Sigma #T4049-100ML) every 2 to 3 days. Before all experiments, mESC medium was changed to Serum LIF medium: GMEM (Sigma #G5154-500ML) supplemented with 10% ES cell-qualified fetal bovine serum (Gibco #16141–079), nonessential amino acids (Gibco #11140–050), 2 mM L-glutamine (Gibco #25030–024), sodium pyruvate (Sigma #S8636-100ML), 100 μM 2-mercaptoethanol (Sigma #63689–25 ML-F), penicillin and streptomycin (BioConcept #4–01 F00-H), in-house produced leukemia inhibitory factor (LIF). SYAT cells were cultured routinely with 200 µM Auxinole (MedChemExpress #HY-111444) (Control condition) to avoid basal degradation of SRCAP. For SRCAP degradation, SYAT cells were treated for 1, 2, 4, 6, or 8 h with 500 µM indole-3-acetic acid (IAA, Sigma-Aldrich #I5148). For induction of Oct4 knockdown in ZHBTc4 cells, 1 µg/mL Doxycycline was added for 9 or 12 h prior to cell collection. For DNMT1 inhibition, SYAT cells were treated with 2 µM GSK-3484862 (MedChemExpress #HY-135146) for 5 days before performing ATAC-seq. All used cell lines were tested every 6 months for the absence of Mycoplasma by Eurofins Genomics.

For imaging, cells were plated on Laminin (1/10 dilution of Biolaminin (BioLamina, LN511-0202) in PBS). Prior imaging, medium was replaced by FluoroBrite DMEM (Thermo Fisher, #A18967–01) supplemented with 10% ES cell-qualified fetal bovine serum (Thermo Fisher, #16141079), 2 mM sodium pyruvate (Sigma-Aldrich, #113–24–6), 1% nonessential amino acids (Thermo Fisher, #11140035), 1% penicillin/streptomycin (BioConcept, #4–01F00H), 2 mM L-glutamine (Thermo Fisher, #25030–024), 100 μM 2-mercaptoethanol (Sigma-Aldrich, #63689–25ML-F), and LIF.

### Lentiviral vector production

Lentiviral vectors were produced by transfection of HEK 293T cells with the envelope (psPAX2, Addgene #12260), packaging (pMD2.G, Addgene #12259)^93^, and the lentiviral construct of interest using Calcium Phosphate transfection, as described previously^94^. Viral vectors were concentrated 120-fold by ultracentrifugation at 20000 × *g* for 120 min at 4 °C. About 50,000 cells in 500 µL of medium in a 24-well plate were transduced with 50 μL of concentrated lentiviral vector particles to generate stable cell lines.

### Generation of SYA and SYAT cell lines

The SYA cell line was generated using CRISPR/Cas9-mediated homology-directed repair (HDR). A SRCAP gRNA designed using CRISPOR^95^ to target the C-terminal part of mouse SRCAP was added to the pX330-gRNA vector (pX330-gRNA was a gift from Charles P. Lai (Addgene plasmid #158973)) by digestion with BbsI to build pX330_SRCAP. The Ypet_AID_P2A_Hygromycin-resistance cassette was amplified with primers containing 60 bp homology arms corresponding to the carboxy-terminal part of SRCAP, and 2 µg of the amplicons were co-transfected in 1.5 × 10^6^ CGR8 mouse ES cells together with 2 µg of pX330-SRCAP using Lipofectamine 3000 (Thermo Fisher Scientific #L3000008). Cells were selected by the addition of 150 µg/mL Hygromycin 72 h post-transfection for a week before individual clones were picked. gDNA was extracted using Direct PCR Lysis (Viagen Biotech, #301-C) and incubated 2 h at 55 °C, 30 min at 85 °C, followed by 5 min at 95 °C. Clones were characterized by PCR using primers annealing to the SRCAP locus and in the knock-in cassette (Table S1), followed by visualization of the Ypet signal intensity and nuclear localization by live imaging using the YFP channel on an IN Cell Analyzer 2200 apparatus (GE Healthcare). One homozygous clone of SYA cells was then transduced with a lentiviral vector containing EF1a-OsTir1-SNAP-P2A-puro and selected with 2 μg/ml of Puromycin (Gibco A11138-03) for a week. To select for cells efficiently degrading SRCAP upon IAA treatment, SYAT cells were treated for 2 h with IAA prior to sorting for Ypet-negative cells. Table 1.

**Table 1:** List of resources

Reagent or Resource	Source	Identifier
Antibodies		
Rabbit anti-H2A.Z	Abcam #ab4174	RRID:AB_304345
Acetyl-histone H2A.Z (K4,K7,K11)	Thermo Fisher Scientific #PA540095	RRID:AB_2609565
Rabbit anti-H2A	Abcam #ab18255	RRID:AB_470265
Rabbit anti-GFP	Abcam #ab290	RRID:AB_2313768
Rabbit anti-histone H3K4me3	Abcam #ab8580	RRID:AB_306649
Rabbit anti-histone H3K27me3	Abcam #ab195477	RRID:AB_2819023
Rabbit anti-histone H2AK119ub1	Cell Signaling Technology #8240	RRID:AB_10891618
Rabbit anti-YY1	Cell Signaling Technology #46395	RRID:AB_2799302
Mouse anti NFYa	Santa-Cruz Biotechnology #sc-17753	RRID:AB_628018
Rabbit anti-Oct4	Cell Signaling Technology #5677	N/A
Rabbit anti-Sox2	Cell Signaling Technology #23064	RRID:AB_2714146
Rabbit anti-Nanog	Cell Signaling Technology #8822	RRID:AB_11217637
Rabbit anti-SRCAP	Kerafast #ESL103	RRID:AB_3086743
Biological samples		
Chemicals, peptides, and recombinant proteins		
Indole-3-Acetic Acid (IAA)	Sigma-Aldrich #I5148	CAS: 6505-45-9
Auxinole	MedChemExpress #HY-111444	CAS:86445-22-9
GSK-3484862	MedChemExpress #HY-135146	CAS: 2170136-65-7
Deposited data		
GSE64825	De Dieuleveult et al. 2016^123^	N/A
GSE48519	Hon et al. 2014^124^	N/A
GSE143737	Mylonas et al. 2021^20^	N/A
Experimental models: Cell lines		
CGR8 (ESC Mus musculus)	Sigma-Aldrich #07032901	N/A
SYA (ESC Mus musculus)	This study	N/A
SYAT (ESC *Mus musculus*)	This study	N/A
SYAT-wtSRCAP (ESC *Mus musculus*)	This study	N/A
SYAT-cdSRCAP (ESC *Mus musculus*)	This study	N/A
ZHBTc4 (ESC *Mus musculus*)	Niwa et al., 2000^35^	RRID: CVCL_C715
HEK 293T	ATCC	RRID:CVCL_0063
Oligonucleotides: List provided in Table S1		
Recombinant DNA		
psPAX2	Addgene	RRID: Addgene_12260
pMD2.G	Addgene	RRID: Addgene_12259
pX330	Addgene	RRID:Addgene_42230
pMK-Ypet-AID-P2A-Hygro	This study	N/A
pLV-EF1a-OsTir1-SNAP-P2A-Puro	This study	N/A
pLV-PGK-Ypet-MD	Deluz et al. 2016^125^	N/A
pLV-PGK-mCherry-MD	This study	N/A
pLV-rtTA3G-Bsd	Deluz et al. 2016^125^	N/A
pLV-TRE3G-wtSRCAP-mCherry	This study	N/A
pLV-TRE3G-cdSRCAP-mCherry	This study	N/A
pLV-TRE3G-Halo-Nanog	This study	N/A
pLV-pGK-Halo-Nanog	This study	N/A
Software and algorithms		
FiJi Version 2.14.0/1.54 f	Schindelin et al., 2012^97^	RRID:SCR_002285
STAR Version 2.7.6a	Dobin et al., 2013^108^	RRID:SCR_015899
Picard Version 2.23.7	Broad Institute	RRID:SCR_006525
MACS Version 3.0.0a7	Zhang et al., 2008^110^	RRID:SCR_013291
DeepTools Version 3.5.1	Ramírez et al., 2016^111^	RRID:SCR_016366
Bedops Version 2.4.41	Neph et al., 2012^126^	RRID:SCR_012865
BEDtools Version 2.30.0	Quinlan and Hall, 2010^127^	RRID:SCR_006646
SAMtools Version 1.14	Li et al., 2009^109^	RRID:SCR_002105
DANPOS2 Version 3.1.1	Chen et al. 2013^114^	RRID:SCR_015527
Bwa-Meth	Pedersen et al. 2014^128^	RRID:SCR_010910
MethylDackel Version 0.5.3	https://github.com/dpryan79/MethylDackel	
MethylKit Version 1.28.0	Akalin et al. 2012^119^	RRID:SCR_005177
DeSeq2 Version 1.42.1	Love M.I et al. 2014^117^	RRID:SCR_015687
edgeR Version 4.0.11	Robinson et al., 2010^129^	RRID:SCR_012802
limma Version 3.58.1	Ritchie et al., 2015^130^	RRID:SCR_010943
R Studio Version 2023.12.0 + 369		RRID:SCR_000432
Cluster Profiler Version 4.10.1	Yu et al. 2012^131^	RRID:SCR_016884
ggplot2 Version 3.5.0	Wickham, 2009^132^	RRID:SCR_014601
ggrepel Version 0.9.5	Slowikowski K, 2024	
biomaRt Version 2.58.2	Durinck et al., 2005^133^	RRID:SCR_002987
TOBIAS Version 0.13.3	Bentsen et al.,2020^56^	
SEA Version 5.5.5	Bailey and Grant, 2021^121^	RRID:SCR_001783
FreeSASA Version 2.1.2	Mitternacht, 2016^134^	

### SRCAP constructs and cell line generation

SRCAP was amplified from cDNA of CGR8 cells in three separate PCR fragments. To generate the catalytically dead mutant, mutations were introduced in the Rev primer of the first fragment and the Fw primer of the second fragment (see Supplementary Table S2 for primer sequences). The three fragments and the pLV-TRE3G-mCherry cut with SalI upstream of the mCherry coding sequence were assembled using In-fusion cloning (Takara Bio # 638947), and the obtained products were transformed into home-made HB101 competent bacteria. Clones were then screened by PCR for the presence of full-length SRCAP and sequenced to verify the presence of the mutated sequence. Correct clones were used to produce lentiviral particles to transduce SYAT cells together with a lentiviral vector expressing rtTA3G and a blasticidin resistance. After selection with 5 µg/mL blasticidin for a week, cells were treated with 1 µg/mL of dox for 24 h to induce expression of SRCAP-mCherry, prior to cell sorting for mCherry-positive cells and isolation of single cells. One clone for wtSRCAP and one clone for cdSRCAP were selected by FACS for similar mCherry levels. Prior to all experiments, wtSRCAP and cdSRCAP were induced with 1 µg/mL doxycycline for 24 h, treated with 500 µM IAA for 4 h or left in 200 µM auxinole (Control) and sorted for similar and high mCherry expression just before performing ChIP-Seq, ATAC-Seq or nuclear RNA-Seq.

### FACS for different cell cycle phases

For mitotic ChIP, 12 × 10^6^ cells were collected by mitotic shake-off, fixed 10 min with 1% formaldehyde (Thermo Fisher #28908) at room temperature (RT) prior to quenching with 250 mM Tris-HCl pH8. Next, staining with 50 mM Hoechst 33342 (Thermo Fisher Scientific #H3570) was performed for 15 min at RT. Cells were then permeabilized by the addition of ice-cold 70% ethanol and stained with an anti-H3S10P antibody (Merck-Millipore, 05-1336) diluted 1:1000 for 1 h at 4 °C. Samples were stained with Alexa-Fluor 647 anti-rabbit (H + L) secondary antibody (Thermo Fisher Scientific #A-31571) for 45 min at 4 °C. Mitotic cells were selected by FACS as Hoechst-high and H3S10P-positive. For other cell cycle phases, we used DNA content and mitotic degron-based FACS. Mitotic degrons (MDs) have been extensively used in previous publications^34,38,96^ as a fusion to fluorescent proteins, inducing their degradation at the metaphase-anaphase transition. As a result, the level of the fluorescent protein remains very low until the middle of the G1 phase, thereby allowing distinction between early G1 and late G1 cells. Here, we used CGR8 cells stably expressing Ypet-MD or SYAT cells stably expressing mCherry-MD, which were stained with Hoechst, followed by sorting according to Hoechst and Ypet/mCherry intensities: Hoechst-low/Ypet-low/mCherry-low cells being in early G1 phase, Hoechst-low/Ypet-high/mCherry-high in late G1 phase, intermediate-Hoechst in S phase and Hoechst-high in G2M phase. For sorting cells at the end of mitosis, SYAT cells expressing mCherry-MD and stained with Hoechst were selected for Hoechst-high/mCherry-low intensities. All FACS were performed on a FACSAria II or a FACSAria Fusion (BD Biosciences).

### Immunofluorescence

SYAT or wt CGR8 cells were plated on 1:10 diluted Biolaminin (BioLamina, LN511-0202) in DPBS (Gibco, 14040091) in 96-well plates with black walls or 3.5 mm dishes. Cells were fixed with 2% Formaldehyde diluted in DPBS for 30 min at RT. Permeabilization was then performed by addition of a solution of 0.5% Triton X-100 (AppliChem, A1388,0500) for 30 min before addition of blocking solution (BSA 1% (Sigma-Aldrich, A7906) in DPBS) for 30 min. An anti-H2A.Z antibody (Abcam ab4174) was diluted 1:1000 in blocking solution prior to incubation overnight at 4 °C, followed by three washes with 0.1% Tween-20 diluted in DPBS. The secondary antibody Alexa-Fluor-647 Chicken anti-rabbit IgG (H + L) (ThermoFisher Scientific #A-21443), was diluted 1:1000 in blocking buffer and incubated for 1 h at RT. Cells were then washed three times with 0.1% Tween-20 diluted in DPBS and twice with DPBS before addition of DAPI-Fluoromount G (SouthernBiotech, #0100-20). Imaging was performed on an IN Cell Analyzer 2200 apparatus (GE Healthcare) using a 20X magnification objective and the YFP fluorescence channel for Ypet detection, the Cy5 fluorescence channel for AF-647 detection and the DAPI fluorescence channel for DAPI detection. For high magnification imaging of mitotic chromosomes, imaging was performed on a spinning disk microscope (Visitron CSU-W1) with a 60X objective. For image quantification, the Fiji software^97^ was used to subtract background and manually determine the area of the region of interest (ROI) and the intensities for the different channels. For each channel, integrated intensities were calculated by multiplying the mean fluorescence intensity by the area of the ROI. Around 50 cells were quantified for each treatment condition and phase.

### Pluripotency assay and RT-qPCR

About 600 SYAT or CGR8 cells were plated in six-well plates and cultured in GMEM-Serum-2i-LIF for 5 days. Cells were stained with Phosphatase Alkaline staining kit (Merck-Millipore, SCR004) according to the manufacturer's instructions. Colony-forming assays were performed in three biological replicates.

For RT-qPCR experiments, RNAs from three biological replicates were extracted from 3 × 10^6^ SYAT or CGR8 cells with the Rneasy Plus Mini Kit (Qiagen, #74134). Reverse transcription was performed on 1 µg RNA using oligodT (Thermo Fisher Scientific #SO131) and Maxima H minus First Strand cDNA synthesis (Thermo Fisher Scientific #K1652). The RT reaction was diluted 1/10 prior to qPCR. Primers used to amplify *Rps5*, *Zfp42*, *Pou5f1*, *Sox2*, *Nanog*, *Esrrb*, and *c-Myc* are detailed in Supplementary Table S1. Plates containing three technical replicates were assembled using an automated Hamilton liquid handling platform and analyzed on a QuantStudio 7 (Applied Biosystem). Relative quantifications were obtained by normalization on *Rps5* mRNA levels.

### Western blot

Wt CGR8 or SYAT mESCs in control conditions or treated with IAA for 2, 4, 6, and 8 h were collected and lysed in RIPA buffer (50 mM Tris, pH 8, 1% NP-40, 0.5% NaDoc, 0.1% SDS, 150 mM NaCl supplemented with Protease Inhibitor Cocktail, and 25U of Benzonase (Sigma 70746). About 20 or 40 µg of whole protein extracts were loaded on a 4–20% SDS-Page gel (Bio-Rad) and transferred to an ethanol-activated PVDF membrane. Membranes were blocked in TBS-BSA 5% and incubated with the following antibodies diluted in TBS-Tween 0.1%: SRCAP (Kerafast ESL103), GFP (Abcam ab290), NANOG (Cell Signalling Technology 8822) and GAPDH (Santa-Cruz Biotechnology sc-32233). Membranes were then stained with either anti-mouse or anti-rabbit IgG-HRP and revealed using Clarity Western ECL substrate (Bio-Rad) on an Amersham Imager 680 system (GE Healthcare).

### ChIP-seq

ChIP-seq experiments against H2A.Z, H2A, H3K4me3, OCT4, and SOX2 were performed in duplicates, except for the ChIP-seq against H2A.Z after 1 h of IAA treatment in mitotic versus asynchronous cells, that were performed as single replicates. ChIP-Seq against H3K27me3, H2AK119ub1, NANOG, YY1, and NFYa were performed as single replicates.

For histones and histone post-translational modifications, cells were fixed for 10 min with 1% formaldehyde at RT. For transcription factors, cells were fixed with 2 mM disuccinimidyl glutarate (Thermo Fisher Scientific #20593) for 50 min and in 1% formaldehyde for 10 min. In both cases, fixation was quenched with 250 mM Tris-HCl, pH 8. All fixed cell pellets except mitotic samples were kept on ice and resuspended in Lysis Buffer 1 (50 mM HEPES-KOH, pH 7.4, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100 supplemented with Protease inhibitor cocktail (Sigma #P8340-1ML) at 1:100 dilution), incubated 10 min at 4 °C, spun down at 1700 × *g*, and resuspended in LB1 a second time, spun down and resuspended in Lysis Buffer 2 (10 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA supplemented with Protease inhibitor cocktail (Sigma #P8340-1ML) at 1:100 dilution), incubated for 10 min at 4 °C, spun down and washed without disturbing the pellet twice with SDS shearing buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 0.15% SDS supplemented with Protease inhibitor cocktail (Sigma #P8340-1ML) at 1:100 dilution)) and finally resuspended in SDS shearing buffer. For mitotic samples, cell pellets were washed twice in SDS shearing buffer and then resuspended in SDS Shearing buffer. Chromatin was sonicated for 20 min at 5% duty cycle, 140 W, 200 cycles or for sorted samples for 10 min at 10% duty, 75 W, 200 cycles on a Covaris E220 focused ultrasonicator. ChIPs were then performed using the ChIP-IT High Sensitivity kit (Active motif, #53040), following manufacturer instructions. About 10 ng of *Drosophila* spike-in chromatin (Active motif, 53083) and 0.5 µg of spike-in antibody (anti-H2Av, Active motif, 61686) were processed together with mouse ES cell chromatin (1.5 µg for ChIP-seq on mitotic cells and matching asynchronous cells, 650 ng for ChIP-Seq after 1 h of IAA treatment, 4 µg for the other H2A.Z and H2A ChIP-seq, 2 µg for H3K4me3, H3K27me3, and H2AK119ub1 and 5 µg for ChIP-seq against TFs) as an internal experiment calibrator^98^. Libraries were prepared with the NEBNext Ultra II DNA Library Prep Kit (NEB #E7645) and sequenced on an Illumina NextSeq 500 using 75-nucleotide read-length paired-end sequencing.

### CUT&Tag

CUT&Tag experiments were performed in duplicates using the CUT&Tag-IT Assay Kit (Active Motif #53160) and following manufacturer instructions. Briefly, 200,000 SYAT cells were bound on Concanavalin A beads prior to incubation overnight with 1:50 anti-GFP rabbit antibody (Abcam #ab290). Next, cells were incubated with a secondary antibody, pA-Tn5-transposomes, and washed according to the manufacturer's instructions. Transposition was subsequently performed for 1 h at 37 °C, and transposed DNA was purified prior to Library Preparation and size exclusion with SPRI beads using a 0.5X ratio while keeping the unbound fraction and 1X ratio on the left side, taking the bound fraction. Libraries were sequenced on an Illumina NextSeq 500 using 75-nucleotide read-length paired-end sequencing.

### CUT&RUN

One replicate of CUT&RUN was performed on 100,000 SYAT cells using an anti-SRCAP antibody (Kerafast #ESL103) following the protocol used in ref. ^32^.

### ATAC-seq

All ATAC-seq experiments were performed in biological duplicates. About 50,000 cells were collected either directly after trypsinization or after sorting as described above, and subjected to ATAC-seq as described previously^99^. All centrifugation steps were done at 800×*g* at 4 °C. Briefly, cells were centrifuged for 5 min and washed with cold PBS, then centrifuged for 5 min and resuspended in cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% NP-40), and centrifuged for 10 min. Subsequently, nuclei were resuspended in a solution of 0.5 mM Tn5 (in-house preparation according to ref. ^100^) in TAPS-DMF buffer (10 mM TAPS-NaOH, 5 mM Mgcl_2_, and 10% DMF) and incubated for 30 min at 37 °C. DNA was immediately purified using column purification (Zymo #D4004) and eluted in 10 µl nuclease-free water. Transposed DNA was amplified in a solution containing 1X NEBNext High Fidelity PCR Master Mix (NEB #M0541L), 0.5 μM of Ad1.1 universal primer, 0.5 μM of Ad2.x indexing primer, and 0.6x SYBR Green I (Thermo Fisher Scientific #S7585) using 72 °C for 5 min, 98 °C for 30 s, and five cycles of 98 °C for 1 s, 63 °C for 30 s, and 72 °C for 60 s. About 10 μl of amplified DNA was analyzed by qPCR to determine the total number of cycles to avoid amplification saturation and accordingly amplified with additional three to seven cycles at 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 60 s. DNA was purified using column purification (Zymo #D4004) and size-selected by taking the unbound fraction of 0.55X AMPure XP beads (Beckman Coulter #A63880) followed by the bound fraction of 1.2X AMPure XP beads. Libraries were sequenced on an Illumina NextSeq 500 using 75-nucleotide read-length paired-end sequencing.

### Nuclear RNA-seq

All RNA-Seq experiments were performed in biological duplicates. Following cell collection and wash in PBS, cell pellets were resuspended in 500 μL Nuclear RNA lysis buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA (Merck, #B9000S), 0.1% Tween (Fisher Scientific, #10113103), 1 mM DTT (Merck, #646563), 0.5 U/μl Protector RNase Inhibitor (Merck, #3335399001), 0.1% NP-40, 0.01% Digitonin (Invitrogen, #BN2006)) and incubated 5 min on ice. Then 500 μL Nuclear RNA wash buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA (Merck, #B9000S), 0.1% Tween (Fisher Scientific, #10113103), 1 mM DTT (Merck, #646563), and 0.5 U/μl Protector RNase Inhibitor (Merck, #3335402001) were added before spinning down cells at 300×*g* 4 °C for 5 min. Two more washes with Nuclear RNA wash buffer were performed before proceeding to RNA extraction using the Rneasy Plus Micro Kit (Qiagen, #74034) with the addition of an on-column DNAse digestion (Qiagen, #79254). Sequencing libraries were prepared by the EPFL Gene Expression Core Facility using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, #E7760S), and sequenced on a NovaSeq6000 using 75-nucleotide read-length paired-end sequencing.

### MNAse-seq

All MNAse-Seq experiments were performed in biological triplicates according to the following protocol^101^. Briefly, Micrococcal Nuclease S7 (Roche #10107921001) was resuspended to 15 U/µL in 20 mM Tris-HCl, pH 7.5, 50 mM NaCl, and 50% Glycerol. For high digestion conditions, MNase was diluted at 100 U/mL in MNase Digestion buffer (50 mM Tris-HCl, pH 8, 150 mM sucrose, 50 mM NaCl, and 5 mM CaCl_2_). For low digestion conditions, MNase was diluted to 6.25 U/mL in MNase Digestion Buffer. SYAT cells were treated for 4 h with 500 µM IAA or 200 µM Auxinole before collection. About 5 × 10^6^ cells were used for each MNase digestion condition. After cell collection, cell pellets were resuspended in 50 µL Resuspension Buffer (35 mM HEPES, pH 7.4, 150 mM sucrose, 80 mM KCl, 5 mM KH_2_PO_4_, 5 mM MgCl_2_, 0.2% NP-40). Then, 500 µL of MNase solution were added to the cells and incubated for exactly 10 min at 37 °C before inactivation of MNase by addition of 11 µL of 0.5 M EDTA to the reaction. Next, 550 µL of Lysis Buffer (50 mM Tris-HCl, pH 8, 1% SDS, and 10 mM EDTA) was added, and samples were incubated on ice for 10 min. After the addition of 1.1 mL DNAse-free water, samples were digested for 2 h at 37 °C with RNase (50 µg per reaction). Finally, 3200 U of Proteinase K were added, and digestion was performed at 56 °C for 2 h. Digested DNA was purified using a DNA Purification kit (Active Motif #58002). Then, 500 ng of DNA for the High digestion condition and 1500 ng of DNA for the Low digestion condition were loaded on a 1.5% agarose gel, and the band below 200 bp was cut out and gel-purified. Library preparation was carried out on the purified DNA using NEBNext Ultra II DNA Library Prep Kit (NEB #E7645) and sequenced at 100 million reads per sample on a NovaSeq6000 using 75-nucleotide read-length paired-end sequencing.

### Enzymatic methyl-sequencing

EM-Seq experiments were performed in biological duplicates. Genomic DNA was extracted using a DNeasy Blood and Tissue kit (Qiagen #69504) and repurified using a DNA Clean and Concentrator-5 Kit (Zymo #D4004). Next, 200 ng of purified genomic DNA were sonicated for 90 s, 10% duty, 140 W, 200 cycles on a Covaris E220 focused ultrasonicator and were subsequently processed using NEBNext Enzymatic Methyl-Seq kit (NEB #7120) following the manufacturer's protocol. Libraries were sequenced at 200 million reads per sample on a NovaSeq6000 using 75-nucleotide read-length paired-end sequencing.

### Whole proteome and chromatome analysis by mass spectrometry

The whole proteome and chromatome sample preparation, liquid chromatography followed by tandem mass spectrometry (LC-MS/MS) and data analysis were performed as previously described in ref. ^59^, with a few adjustments: for the whole proteome-chromatome-matched sample collection, 7 × 10^6^ embryonic stem cells were harvested per condition and replicate. The cells were washed with PBS and split into two parts: 2 × 10^6^ cells for whole proteome analysis and 5 × 10^6^ cells for chromatome analysis. Liquid chromatography was performed using the EvosepONE system with a 15 cm × 150 μm column containing 1.9 μm C18 beads (PepSep). Each sample (200 ng) was loaded onto Evotips according to the manufacturer’s protocol. The gradient length was 44 min (30SPD). The column temperature was maintained at 40 °C, and electrospray ionization was achieved using a stainless-steel emitter (30-µm inner diameter) at 2.2 kV. Mass spectrometry was conducted on an Orbitrap Exploris™ 480 mass spectrometer (Thermo Fisher Scientific) in data-independent acquisition (DIA) mode. MS1 acquisitions were performed as previously described, using an Orbitrap resolution of 120,000 with a scan range of 350–1400 m/z and a maximum injection time of 45 ms. For the MS2 acquisition, adjustments were made to accommodate the shorter LC gradient. Specifically, 49 scan events were performed with isolation windows of 13.7 m/z at an Orbitrap resolution of 15,000. The normalized AGC target was set to 3000%, and the maximum injection time was 22 ms. The precursor mass range was maintained at 361–1033 m/z.

The list of TF was determined using a list of proteins associated with the GO terms DNA-binding transcription factor activity (GO:0003700) and Sequence-specific DNA binding (GO:0043565).

### Single-molecule imaging

We performed single-molecule imaging on SYAT, wtSRCAP and cdSRCAP cells overexpressing Halo-Nanog under the control of doxycycline-inducible TRE3G or constitutive pGK promoters, respectively. We seeded cells on 35-mm glass-bottom dishes (Ibidi, 81158) previously coated with a 1:10 dilution of Biolaminin in PBS. Seventy-two hours prior to imaging, we added 200 µM Auxinole to the culture medium for all cell lines. For SYAT cells, we induced expression of Halo-Nanog by adding 0.5 µg/ml Doxycycline, 24 h before imaging. Staining was performed right before Doxycycline induction, 24–25 h prior to imaging. We stained SYAT cells for single-molecule tracking with 100 or 25 pM HTL-SiR (kindly gifted by Kai Johnsson, MPI Heidelberg), respectively, for 85 Hz or 0.5 Hz movies. To visualize the nucleus, we performed additional staining with 62 nM HTL-TMR (Promega, G8252). After staining, cells were incubated for 30 min, then washed twice with PBS and incubated overnight in medium containing 0.5 µg/ml Doxycycline. To induce SRCAP degradation, we washed cells twice with PBS to remove residual auxinole and treated SYAT cells with 500 µM IAA 4 h before imaging. Cells were then washed three times with PBS and imaged in OptiMEM. We induced the expression of wtSRCAP and cdSRCAP cells by adding 1 µg/ml Doxycycline 24 h before imaging. cdSRCAP cells were stained with 1 pM or 5 pM HTL-SiR, respectively, for 85 Hz or 0.5 Hz movies. wtSRCAP cells were stained with 50 pM HTL-SiR for both types of movies. The incubation time was in all cases 15 min. We subsequently washed cells three times with PBS and imaged in OptiMEM.

Single-molecule tracking experiments were conducted on a custom-built inverted microscope with highly inclined laminated optical sheet (HILO) illumination^102^. The fluorophores were excited with a 638 nm laser (Omicron Luxx Laser, Omicron-Laserage Laserprodukte Gmbh), which was spatially cleaned by a single-mode fiber (kineFLEX HPV, Excelitas Technologies Corp.). The beam was further expanded to a FWHM diameter of around 6 mm with a fiber-coupler (60FC-T-4-M50L-0, Schäfter + Kirchhoff GmbH) and its profile was altered from a Gaussian to a flattop via a diffractive beam shaper (piShaper 6_6_VIS, AdlOprica GmbH). The laser was focused into the back-focal plane of the objective (CFI SR HP Apochromat TIRF 100xC Öl, Nikon GmbH) over an achromatic lens (AC254-200-A, Thorlabs GmbH) and a dichroic mirror (F73-537, AHF Analysetechnik). The fluorescence light was filtered by a combination of an emission and a notch filter (F67-532 and F40-074, AHF Analysetechnik) and detected on a sCMOS camera (Prime BSI, Teledyne Scientific Imaging GmbH). Pixels on the sCMOS camera were binned 2 × 2, resulting in an effective pixel size of 130 nm. The sample was mounted in a stage incubator (Inkubator XS 2000, PeCon GmbH) at 37 °C and 5% CO_2_ and was controlled in x-y-z direction with two stacked piezo stages (M-686 and M-562, Physik Instrumente GmbH).

To determine the diffusion coefficients and bound fraction of Halo-NANOG, we performed tracking of molecules with a camera exposure time of 10 ms. Each cell was imaged only once. SYAT cells were imaged with a 638 nm laser at 650 µW for 2500 consecutive frames. cdSRCAP and wtSRCAP cells were selected for low or zero Ypet signal, and additionally for high mCherry signal in the case of + dox measurements, then imaged with a 638 nm laser at 780 µW for 2000 consecutive frames.

To determine the chromatin residence time of Halo-NANOG, we performed measurements with a camera exposure time of 500 ms at continuous illumination (continuous illumination) or alternating between a single illuminated frame and a fixed dark time of 10 s (time-lapse illumination). For both illumination schemes and for all the cell lines, we imaged with a 638 nm laser at 30 µW. Each cell was only imaged once. Global analysis of both illumination schemes allowed us to differentiate between dissociation of molecules and photobleaching or tracking errors, respectively^80^.

### Analysis of single-molecule movies

Analysis of single-molecule tracking data was performed using TrackIt^79^. For 85 Hz movies, spots were detected with a threshold factor of 1 and a tracking radius of 4 px. For 0.5 Hz movies, we selected threshold factors of 1.0, 1.4, and 1.3, respectively, for the SYAT, the wtSRCAP and the cdSRCAP cell line. The tracking radii were 3 px for the continuous and 5 px for the time-lapse illumination, for all cell lines. The minimum tracking length was two frames for all conditions and cell lines, allowing for one gap frame if the track lasted longer than two frames. We determined diffusion coefficients and fractions for Halo-NANOG by fitting the cumulative distribution of squared jump distances obtained from the 85 Hz movies with a three-component diffusion model^78^. To estimate the error for every diffusion coefficient, we repeated the analysis 400 times, with 80% of randomly selected jump distances. The overall bound fraction of Halo-NANOG was defined as the amplitude A1 of the slowest apparent diffusion component, originating from the localization error and slow chromatin movement. The other two components A2 and A3 accounted for anomalous diffusion in the nucleus^103,104^. Next, we determined the dissociation rates of Halo-NANOG from chromatin using GRID^80^. GRID generates a spectrum of dissociation rates by inverse Laplace transformation of the distribution of fluorescence survival times for Halo-NANOG-bound SiR. An estimate of the error associated with each dissociation rate was given by repeating the GRID analysis 500 times with 80% of randomly selected data from the survival time distributions. The residence times of Halo-NANOG were calculated as the inverse of the dissociation rates. For further analysis, we focused on the longest residence times, as this is typically associated with the specific function of a transcription factor^105–107^. The absolute fraction of long-bound molecules was calculated as the product of the overall bound fraction with the amplitude of the state spectrum associated with the longest binding time. The binding frequencies for Halo-NANOG were calculated as the inverse of the search times determined from bound fractions and dissociation rates as described^81,82^.

### ChIP-Seq and CUT&Tag analysis

Newly-generated ChIP-sequencing libraries, as well as ChIP-Seq for BRG1, Ep400, CHD4, H3K27ac, H3K4me1, H2A.Z.1, and H2A.Z.2 that were reanalyzed, were mapped to the mm10 version of *Mus musculus* genome or the version BDGP6 of *Drosophila melanogaster* genome, using STAR^108^ with parameters --alignMatesGapMax 2000 --alignIntronMax 1 --alignEndsType EndtoEnd --outFilterMultimapNmax 1. For NANOG ChIP performed on SYAT treated with different doses of IAA for 2 h, raw sequencing files from two replicates were pooled prior to mapping to the genome to increase sequencing depth. Duplicated reads and reads not mapping to chromosome 1–19 and X or Y were removed using Picard (Broad Institute). For the generated Drosophila alignments bam file, the number of reads was determined, and normalization factors were calculated to bring all the *Drosophila* bam files to the same number of reads. These normalization factors were then applied to downsample alignment files mapped on the mouse genome using SAMTools^109^. Peak calling was then performed on these downsampled bam files using MACS2^110^ with settings -f BAMPE -g mm, regions contained in mm10 blacklist from ENCODE consortium being excluded. Scores were determined from downsampled bam files using the bamCoverage function from DeepTools^111^ with setting --normalizeUsing RPKM.

For score comparison, a bed file regrouping all peaks called in at least one condition was generated, and enrichment was calculated in these defined regions using the multiBigwigSummary function from DeepTools. For classification based on differences of peak amplitude between two time points of IAA treatment or with control, peaks were considered to be different in amplitude if there was a variation of at least 20% of enrichment score in peaks (RPKM-normalized) for H2A.Z, H3K4me3, H3K27me3, and H2AK119ub or at least 30% for YY1, NFYa, OCT4, SOX2, NANOG, and H2A.Z in mitotic and asynchronous cells treated with IAA for 1 h or control.

For H2A.Z ChIP-Seq performed across the cell cycle, promoter and enhancer clusters were determined by k-means clustering of the log2 fold-change of the signal between G2 and M phase together with log2 fold-change of the signal between M and EG1 phases, using the plotHeatmap function of DeepTools.

For H2A.Z ChIP in wtSRCAP or cdSRCAP-expressing SYAT cells, peaks were considered as rescued if the difference between IAA and Control enrichment scores was higher (with a 10% margin) in cdSRCAP compared to wtSRCAP.

In boxplots, the edges of the box represent the first and third quartiles (Q1 and Q3), the bar represents the median value and the dots are the outlier values (lower than Q1-1.5xInterquartile-range, higher than Q3 + 1.5xInterquartile-range).

### Establishment of reference bed files

The list of promoters was determined from a list of TSS in mm10 genomes (obtained from refTSS from the UCSC Genome Browser) that was enlarged from 1 kb upstream of the TSS and 500 bp downstream. To determine the list of active promoters, this list was crossed with H3K4me3 peaks without any repressive histone marks, for bivalent promoters with peaks from H3K4me3 and H3K27me3 ChIP-Seq and for inactive promoters with H3K27me3 peaks that overlapped with no activating histone marks. To identify active enhancers, promoter regions were excluded, and then H3K27ac peaks were crossed with H3K4me1 peaks. Poised enhancers were determined by crossing H3K4me1 enrichment with H3K27me3 enrichment. Regions outside promoters and without H3K4me1 enrichment were classified as inactive enhancers. For analysis using all enhancers grouped together, the list from the FANTOM5 consortium was used, or alternatively, we used the list from Enhancer Atlas^112^ established in J1 mESCs when promoter-enhancer loop information was required. In this database, enhancers were annotated using accessibility data, enrichment for H3K4me1, H3K27ac, and p300, and expression of bi-directional eRNA from GRO-Seq data, in different species and cell types. We used the list of enhancers obtained for J1 mouse ESCs. In the Enhancer Atlas, interactions between a given annotated enhancer and promoters are derived from RNA Pol II-based ChIA-PET data. To determine the number of promoter-enhancer loops, the number of enhancers interacting with the promoter from one given gene was computed using the Enhancer Atlas list, separating upregulated genes from downregulated genes upon SRCAP depletion. Additionally, we also reused the Supplementary Data S9 from^113^ presenting all promoter-enhancer loops detected in Micro-C data from wt mESCs together with their strength score, filtering these data for promoters of downregulated and upregulated genes after SRCAP depletion.

The list of TSS was enlarged from 20 bp upstream and 20 bp downstream of the TSS to determine the position of the TSS-nucleosome. Then the 400-pb upstream of this position and 400-pb downstream were considered as regions of positioning for the −1 or +1 nucleosomes, respectively.

Enhancer RNAs were defined as follows: the middle position of enhancers from the J1 enhancer list was determined, and RNA reads falling into 3 kb upstream and downstream were extracted, except those falling into exons and long non-coding RNA (list taken from LncRBase, http://bicresources.jcbose.ac.in/zhumur/lncrbase/).

H2A.Z.1-only, H2A.Z.2-only, and shared peaks were determined by intersecting bed files generated from ChIP-Seq reanalysis of data from ref. ^20^ using the bedtools intersect function. OCT4-dependent, SOX2-dependent, and co-dependent regions were extracted from a previous study^34^.

### MNAse-seq analysis

MNAse-seq libraries were mapped and filtered as described for ChIP-Seq. Nucleosome positions were determined using the dpos function from DANPOS2^114^. Enrichment scores were computed using the bamCoverage function from DeepTools^111^ with the setting --normalizeUsing RPKM. For all nucleosomes determined using DANPOS, the H2A.Z enrichment score was calculated, and nucleosomes were classified into “No H2A.Z” (3% lowest H2A.Z scores), “low H2A.Z” (first quartile except “No H2A.Z”), “High H2A.Z” (Upper quartile) and “Intermediate H2A.Z” (remaining nucleosomes). These nucleosomes were further classified depending on whether they were in promoters or enhancers, and according to the activity of these regulatory regions. Occupancy data were extracted from a comparison of MNhigh and MNlow datasets using DANPOS. For MNase sensitivity, MNhigh and MNlow scores were determined for all nucleosomes using the multiBigwigSummary function from DeepTools and the MNlow over MNhigh ratio was calculated. For fragment length analysis, subsets of bam files were generated according to H2A.Z enrichment and regulatory regions using the samtools view function with parameters -b -h -L. The lengths of the fragments in the bam files were then determined with the samtools view -f66 | cut -f 9 command line.

### Nuclear RNA-seq analysis

Nuclear RNA-Seq libraries were mapped to the mm10 mouse genome using STAR. Exon coordinates were gathered from GENCODE annotation from vM25 of the UCSC Genome Browser. Introns' coordinates were determined by subtracting exon coordinates from full-length gene bodies using a script generated in a previous study (https://github.com/charitylaw/Intron-reads^115^). Gene counts were then determined using the featureCounts function^116^ from the R package Rsubread. Differential enrichment analysis as well as normalization of results using the lfcShrink function with type =”normal” were performed using DeSeq2^117^. Read counts were normalized on intron length and in transcript per million (TPM) for analysis of absolute RNA levels in the control condition.

The bivalent genes list was determined from the list of bivalent promoters. The list of housekeeping genes was taken from a previous study^118^. Finally, the list of genes associated with pluripotency, mesoderm commitment, ectoderm commitment and endoderm commitment were compiled from Datanode using the terms “Mechanism associated with pluripotency (WP1763)”, “Mesodermal commitment pathway (WP2857)”, “Ectoderm differentiation (WP2858)” and “Endoderm differentiation (WP2853)”, respectively.

For k-means clustering of gene expression between wtSRCAP and cdSRCAP treated with IAA or control, intronic reads count for genes affected in at least one condition were normalized by DeSeq2 using the median of ratios method. Then, for each gene, the z-scores across samples were computed. K-means clustering was next performed using the pheatmap function from pheatmap R package (https://CRAN.R-project.org/package=pheatmap) using a fixed number of six clusters.

### EM-seq analysis

Libraries were mapped using bwa-meth from Bwa (from Brent Pedersen, https://github.com/brentp/bwa-meth). CpG methylation was then calculated using MethylDackel (https://github.com/dpryan79/MethylDackel) before analysis of Differential methylation using MethylKit^119^. CpG methylation was computed for H2A.Z peaks located in promoters and enhancers, and if the percentage of methylation was increased or decreased by 5%, regions were considered as hypermethylated or hypomethylated, respectively.

### ATAC-seq analysis

ATAC-Seq libraries were mapped and filtered as described for ChIP-Seq. The alignment files were subsequently downsampled so that all files contain the same total number of reads. Accessible peaks were then called, and scores were computed as described above for ChIP-Seq. Differentially-accessible regions were determined among peaks that had been called in at least one condition, for scores that varied from at least 30% between control and 4 h of IAA treatment.

### TOBIAS analysis

For TOBIAS analysis, alignment files from ATAC-Seq were normalized with trimmed mean of M values (TMM) using calcNormfactors from edgeR with the TMM method, followed by downsampling using SAMTools. Then, a correction of Tn5 bias was performed using TOBIAS ATACCorrect in all accessible regions in SYAT treated with control or IAA, excluding mm10 ENCODE-blacklisted regions. Footprints were then assessed with TOBIAS FootprintScore in the same regions. Finally, conditions were compared using TOBIAS BINDetect on the same regions or H2A.Z-rescued regions when specified, using the Jaspar2022^120^ non-redundant core list of motifs to which the Nanog motif (UN0383.1) was manually added. The significance threshold of p < 0.0001 and |FC| >0.5 for TOBIAS analysis were determined so that changes in wt CGR8 treated with IAA were very mild and not overlapping with the motifs that we found affected in SYAT cells treated with IAA.

The list of pioneer transcription factors (pTFs) (Supplementary Table S2) was compiled from the list published by ref. ^57^ in their Supplementary Table 1 and ref. ^58^ in their supplementary Table 2 and Supplementary Data 4. In these studies, authors classified TFs that were able to bind nucleosomal DNA and induce the opening of bound regions at least in one cell type as pTFs.

For the determination of motifs containing a CpG, power weight matrices (PWM) for all motifs were collected, and the CpG score was calculated as follows.

For a motif with N positions:

1 $$\,{CpG}\,{score}={\sum }_{i=1}^{N-1}{P(C)}_{i}\times {P(G)}_{i+1}\times ({{Weight}}_{i}+{{Weight}}_{i+1})$$

With for each position i,

2 $$\,{P(C)}_{i}=\,\frac{{{Score}\left(C\right)}_{i}}{{{Score}(A)}_{i}+{{Score}(T)}_{i}+{{Score}(G)}_{i}+{{Score}(C)}_{i}}$$

And

3 $${\,{Weight}}_{i}=\frac{{{Score}(A)}_{i}+{{Score}(T)}_{i}+{{Score}(G)}_{i}+{{Score}(C)}_{i}}{{{\rm{mean}}}({Scor}{e}_{{matrix}})}$$

$${{\rm{mean}}}\left({Scor}{e}_{{matrix}}\right)$$ being the mean of all the scores present in the position weight matrix.

Then, motifs with a CpG score >6 were considered as containing at least one CpG.

The P/E score was calculated for each motif as the likelihood that each motif occurrence is present in a promoter rather than an enhancer. For each occurrence of a motif present in a promoter, the score is 1, if it is in an enhancer, it is 0. These scores are then averaged over all motif occurrences to give the P/E score of each TF motif.

For k-means clustering of TF predicted binding scores in wtSRCAP and cdSRCAP treated with IAA or control, TF binding scores were extracted from TOBIAS results for all motifs of the Jaspar2022 database and the Nanog motif. *Z*-scores were then calculated across samples for each motif and k-means-clustered using the pheatmap function with a fixed number of six clusters.

### Motif and Gene Ontology (GO) enrichment

Motif enrichment was performed using the SEA algorithm^121^ from the MEME suite using the Jaspar non-redundant core database as motif database and the default parameters for the other settings. GO enrichment analysis was performed using GOnet^122^ with the default parameters and either biological process or molecular function filters for GO terms.

### Published datasets

BRG1, Ep400, CHD4 ChIP-Seq raw datasets were obtained from GSE64825^123^. H3K27ac, H3K4me1, and H3K27me3 datasets were obtained from GSE48519^124^. H2A.Z.1 and H2A.Z.2 ChIP raw datasets were obtained from GSE143737^20^. SRCAP CUT&RUN data in wt mESCs were obtained from GSE256314^32^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Transparent Peer Review file

## Data Availability

All sequencing data were deposited at NCBI Gene Expression Omnibus (GEO), accession number GSE269310 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269305]. Proteomics data were deposited at ProteomeXchange, accession number PXD052934. Source Data have been deposited at Zenodo, under 10.5281/zenodo.18161555.

# Supplementary material for: Mechanisms of gene regulation by SRCAP and H2A.Z
**Source:** Nat Commun. 2026 Mar 6;17:3560. doi: 10.1038/s41467-026-70087-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

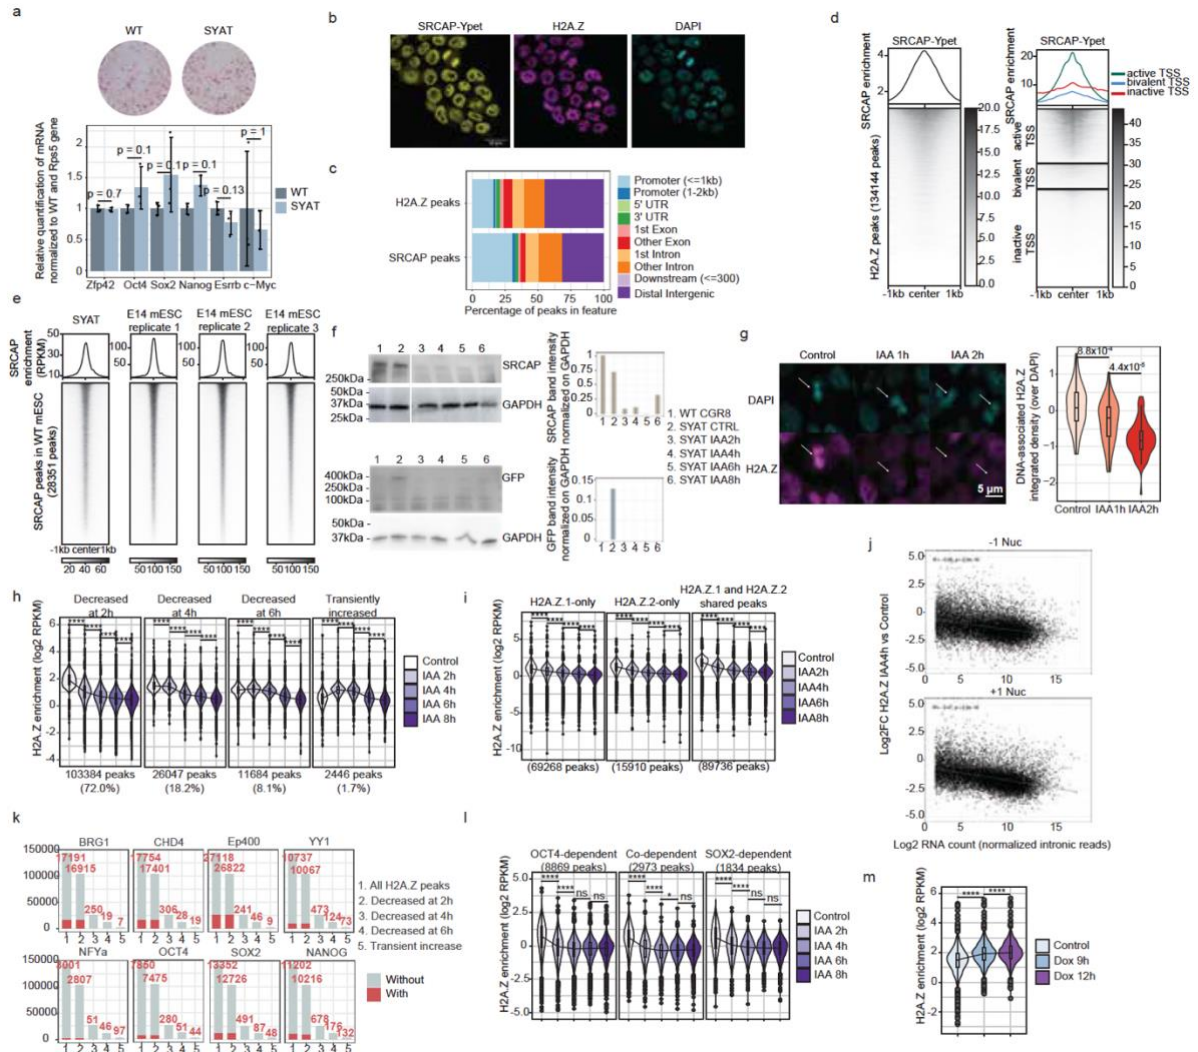

**Figure S1:** Related to Fig.1. **a**, Validation of pluripotency of SYAT cells. Top: Alkaline Phosphatase staining of wt and SYAT mESCs. Bottom: Quantification of pluripotency TF expression by RT-qPCR in wt and SYAT mESCs. N=3. p-values were determined by a two-sided Kruskal-Wallis test. **b**, Microscopy snapshot of SYAT cells stained with an anti-H2A.Z antibody and DAPI. **c**, SRCAP and H2A.Z peak enrichment by genomic locus type. **d**, SRCAP enrichment determined by CUT&Tag with an anti-GFP antibody at H2A.Z peaks (left) or TSS (right). **e**, SRCAP enrichment in SYAT and wt E14 mESCs at SRCAP peaks detected in wt mESCs (data from <sup>32</sup>). **f**, Western Blot on whole cellular extract from wt CGR8 mESCs or SYAT treated or not with IAA. Up: Membrane was stained with SRCAP and GAPDH antibodies. Down: Membrane was stained with an anti-GFP and anti-GAPDH antibodies. Respective GAPDH-normalized signals were quantified on the left. **g**, Left: Microscopy snapshots of SYAT cells treated with control or IAA for 2 h and stained with anti-H2A.Z antibody and DAPI. White arrows: mitotic cells. Right: Quantification of DNA-associated H2A.Z normalized on DAPI in mitotic cells treated with IAA or control. N = 50 cells per condition. p-values, determined by a two-sided pairwise Wilcoxon test, are indicated on the plot. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **h**, Classification of H2A.Z-enriched regions as a function of H2A.Z turnover rate. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. Exact p-values are provided in supplementary Table 7. **i**, H2A.Z enrichment in SYAT cells treated with control or IAA for 2, 4, 6, or 8 h, at genomic regions enriched for H2A.Z.1, H2A.Z.2 or both. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. Exact p-values are provided in supplementary Table 7. **j**, Changes of H2A.Z levels at the -1 and +1 nucleosomes, between 0 and 4 h of IAA treatment, as a function of intronic reads of the downstream genes in the absence of IAA. **k**, Total (gray) or enriched

(red) peaks for BRG1, CHD4 and Ep400 in the different clusters defined in (d). **l**, H2A.Z enrichment at regions depending on OCT4 or SOX2 for their accessibility. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. p-values were determined by a two-sided pairwise Wilcoxon test, \*:  $p < 0.05$ , \*\*\*\*:  $p < 0.0001$ , ns: non-significant. Exact p-values are provided in supplementary Table 7. **m**, H2A.Z enrichment peaks enriched for H2A.Z and Oct4 (1989 peaks) upon OCT4 knockdown in ZHBTc4 treated with Doxycycline for 9 or 12 h. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. \*\*\*\*:  $p < 0.0001$ , \*:  $p < 0.05$ , ns: non-significant. Exact p-values are provided in supplementary Table 7.

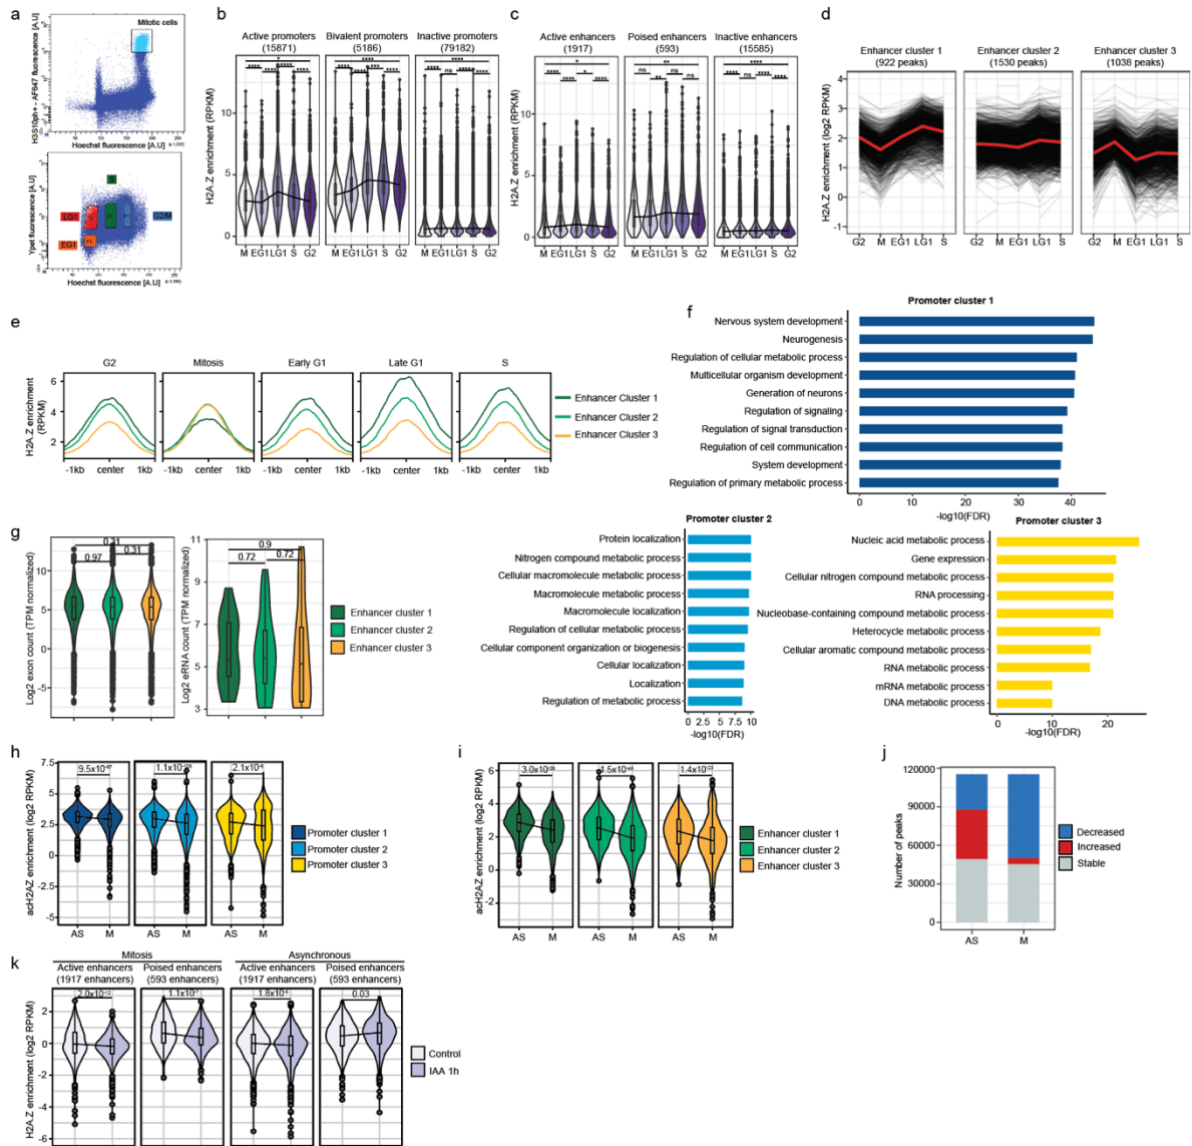

**Figure S2:** Related to Fig.2. **a**, FACS-plot from cell sorting of mitotic cells (upper panel) or EG1, LG1, S and G2 phase cells. **b** and **c**, RPKM-normalized H2A.Z scores across the cell cycle for all promoters (**b**) and enhancers (**c**). Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. p-values were determined by a pairwise Wilcoxon test, \*\*\*\*:  $p < 0.0001$ , \*\*\*:  $p < 0.001$ , \*\*:  $p < 0.01$ , \*:  $p < 0.05$ , ns: non-significant. Exact p-values are provided in Supplementary Table 7. **d**, H2A.Z enrichment in enhancer peaks with decreased, stable or increased mitotic H2A.Z levels with respect to G2 and EG1 phases. Red line: changes in median values. **e**, H2A.Z enrichment around H2A.Z peaks in the clusters defined in (**d**). **f**, Top-ten enriched GO terms in mitotic promoter clusters. **g**, Intronic counts of genes regulated by each of the three enhancer clusters (left) and enhancer RNA counts (right) of the enhancers belonging to the three mitotic clusters. Data from two independent biological RNA-Seq replicates were used. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. p-values from two-sided pairwise Wilcoxon test are indicated on the plot. **h** and **i**, acH2A.Z enrichment in asynchronous and mitotic cells in mitotic promoter (**h**) and enhancer (**i**) clusters. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. p-values from two-sided pairwise Wilcoxon test are indicated on the plot. **j**, Numbers of peaks displaying increased, stable or decreased H2A.Z score after 1 h of IAA treatment in asynchronous or mitotic cells. **k**, H2A.Z enrichment at enhancers in mitotic or asynchronous SYAT cells treated for 1 h with IAA. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. p-values from two-sided pairwise Wilcoxon test are indicated on the plot.

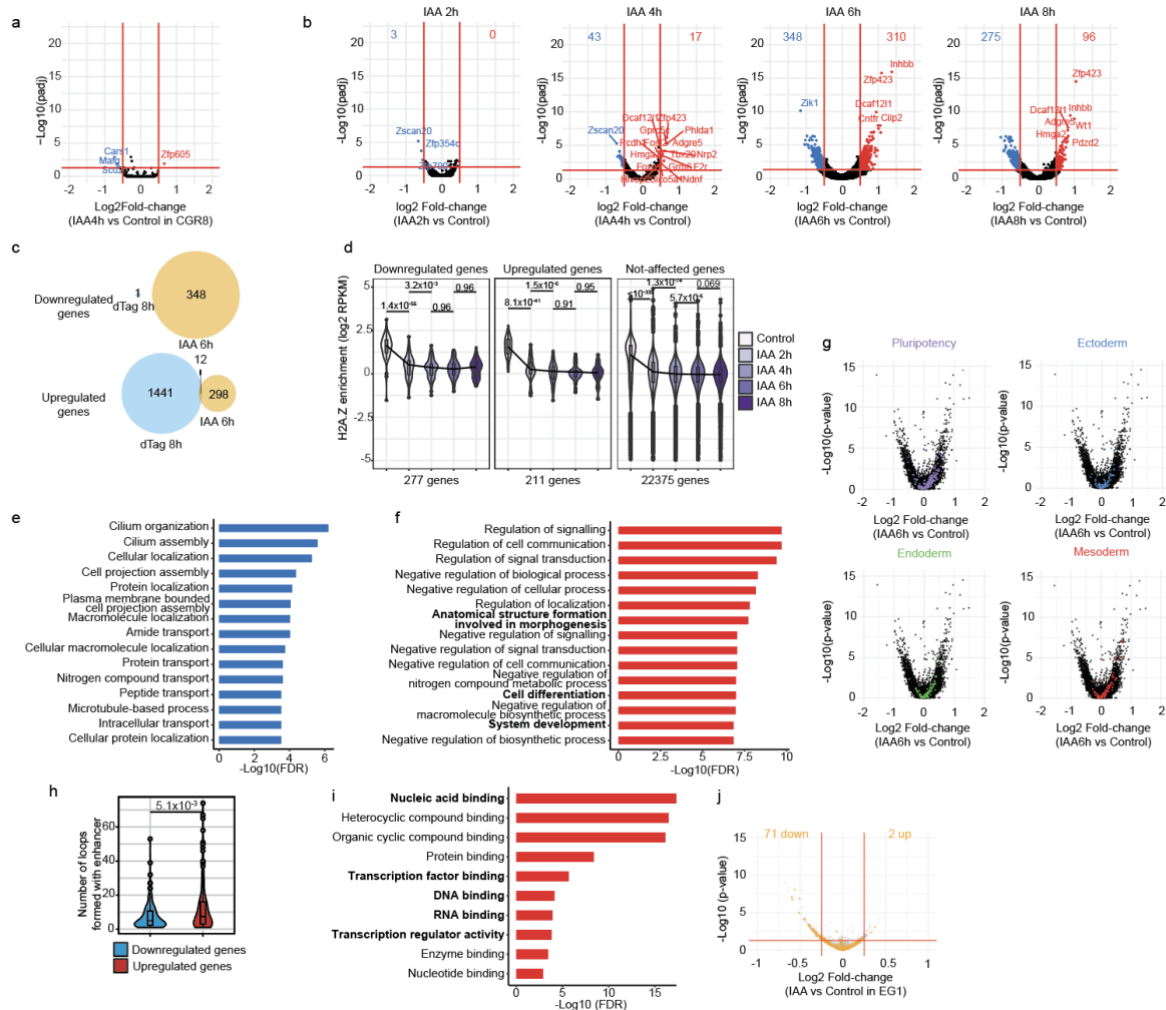

**Figure S3:** Related to Fig.3. **a**, Fold-change of intronic reads and adjusted p-value, for wt cells treated for 4 h with IAA. Data from two independent biological RNA-Seq replicates were used. **b**, Fold-change of exonic reads and adjusted p-value, for SYAT cells treated 2, 4, 6 and 8 h with IAA. Numbers: genes significantly downregulated (blue) or upregulated (red) with a threshold of  $|\log_2FC| > 0.5$  and adjusted p-value < 0.05. Data from two independent biological RNA-Seq replicates were used. **c**, Genes overlapping between those significantly affected after 6 h of IAA treatment and genes affected after 8 h of H2A.Z.1 depletion in <sup>20</sup> when analyzing exonic reads. **d**, H2A.Z enrichment (Log2 RPKM) determined by ChIP-Seq, at promoters of upregulated or downregulated genes after 6 h of IAA treatment, or unaffected genes over the course of 8 h of IAA treatment. p-values were determined by a two-sided pairwise Wilcoxon test. Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. **e** and **f**, Top 15 GO terms enriched for downregulated (**e**) or upregulated (**f**) genes after 6 h of IAA treatment in the “cellular process” category. **g**, Fold-change of intronic reads and adjusted p-value for SYAT cells treated for 6 h with IAA. Genes associated with pluripotency or commitment to the three germ layers are colored. **h**, Numbers of loops formed between one given promoter of upregulated or downregulated genes and enhancers (data from Enhancer Atlas). Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points. p-values were determined by a two-sided pairwise Wilcoxon test. **i**, Top-ten enriched GO terms for molecular functions, in proteins increased in the proteome upon 4 h of IAA treatment. **j**, Fold-change of intronic reads for SYAT cells treated for 1 h with IAA and sorted in early G1. Housekeeping genes are colored in orange. Numbers: housekeeping genes significantly downregulated or upregulated with a threshold of  $|\log_2FC| > 0.25$  and p-value < 0.05.

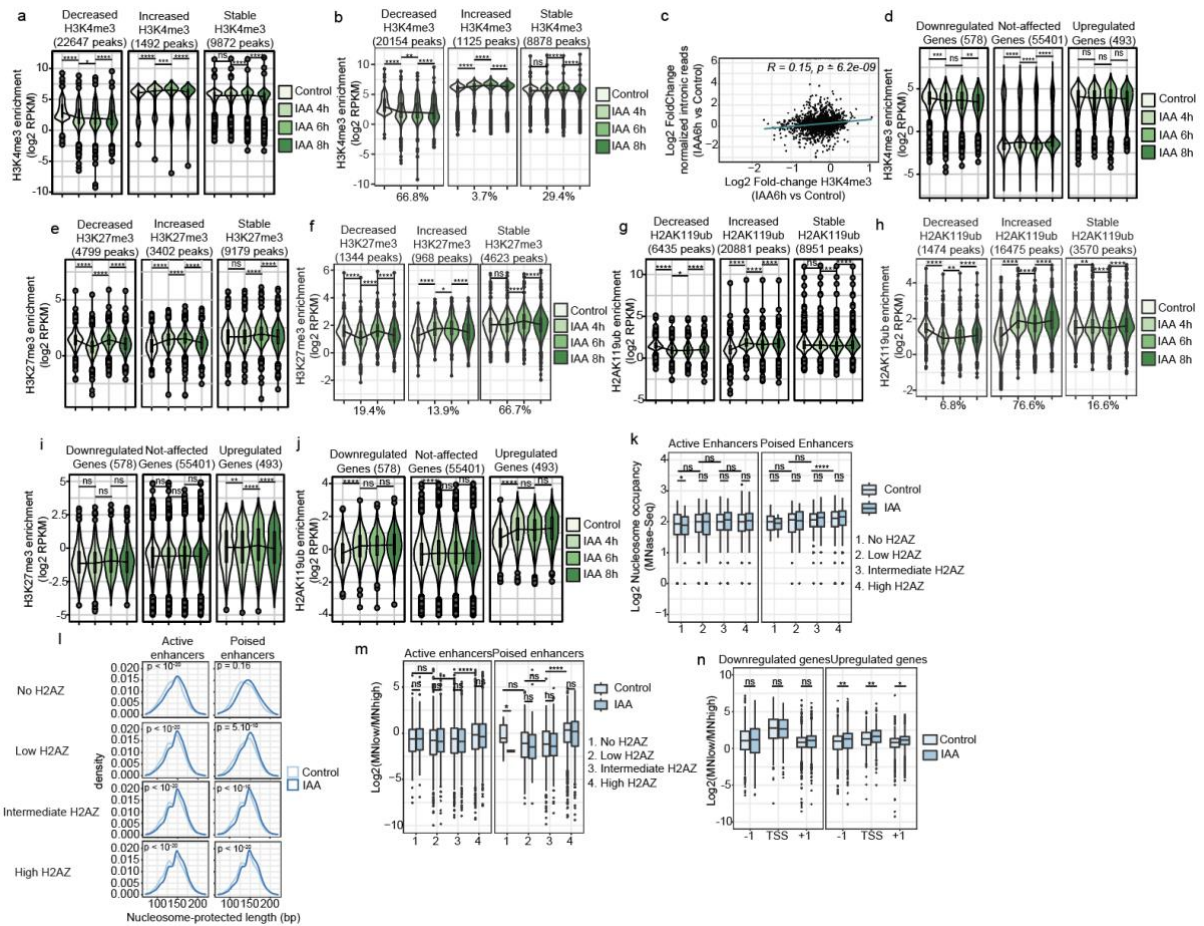

**Figure S4:** Related to Fig.4. **a-b**, Enrichment of H3K4me3 in SYAT cells treated with control or IAA for 4, 6 and 8 h in all H3K4me3 peaks (**a**) or H3K4me3 peaks also enriched for H2A.Z (**b**). **c**, Changes in intronic reads of genes controlled by a bivalent promoter as a function of H3K4me3 enrichment between 6 h of IAA treatment and control. Upper right corner: Pearson correlation coefficient. **d**, H3K4me3 enrichment in SYAT cells treated with control or IAA for 4, 6 and 8 h, at promoters of genes downregulated or upregulated upon SRCAP depletion. **e-h**, Enrichment of H3K27me3 at all H3K27me3 peaks (**e**) or peaks shared with H2A.Z (**f**) and H2AK119ub1 at all H2AK119ub1 peaks (**g**) or peaks shared with H2A.Z (**h**) in SYAT cells treated with control or IAA for 4, 6 and 8 h. **i** and **j**, H3K27me3 (**i**) and H2AK119ub1 (**j**) enrichment in SYAT cells treated with control or IAA for 4, 6 and 8 h, at promoters of genes downregulated or upregulated upon SRCAP depletion. **k**, Nucleosome occupancy at enhancers in SYAT cells as a function of H2A.Z levels, in control or after 4 h of IAA treatment. The numbers of analyzed nucleosome are provided in supplementary Table 6. **l**, MNase-Seq fragment densities in SYAT cells treated or not with IAA for 4 h as a function of H2A.Z enrichment and enhancer type. **m**, Fragile nucleosomes located at different types of enhancers, as a function of H2A.Z levels. The numbers of analyzed nucleosome are provided in supplementary Table 6. **n**, Fragile nucleosomes at -1, TSS and +1 nucleosomes of genes downregulated and upregulated upon SRCAP degradation. The numbers of analyzed nucleosome are provided in supplementary Table 6. p-values comparing CTRL and IAA conditions in boxplot were determined by a two-sided pairwise Wilcoxon test. p-values comparing CTRL and IAA conditions in boxplot were determined by a two-sided Welch two samples t-test. p-values comparing fragment length distributions were determined by a Kolmogorov-Smirnov test. \*\*\*\*.  $p < 0.0001$ ; \*\*\*.  $p < 0.001$ ; \*\*.  $p < 0.01$ ; \*.  $p < 0.05$ ; ns: non-significant. Exact p-values are provided in supplementary table 7. For all violin-plots and boxplots, Black line: changes in median values. Boxes: interquartile range (IQR); whiskers:  $1.5 \times \text{IQR}$ ; dots: outlier points.

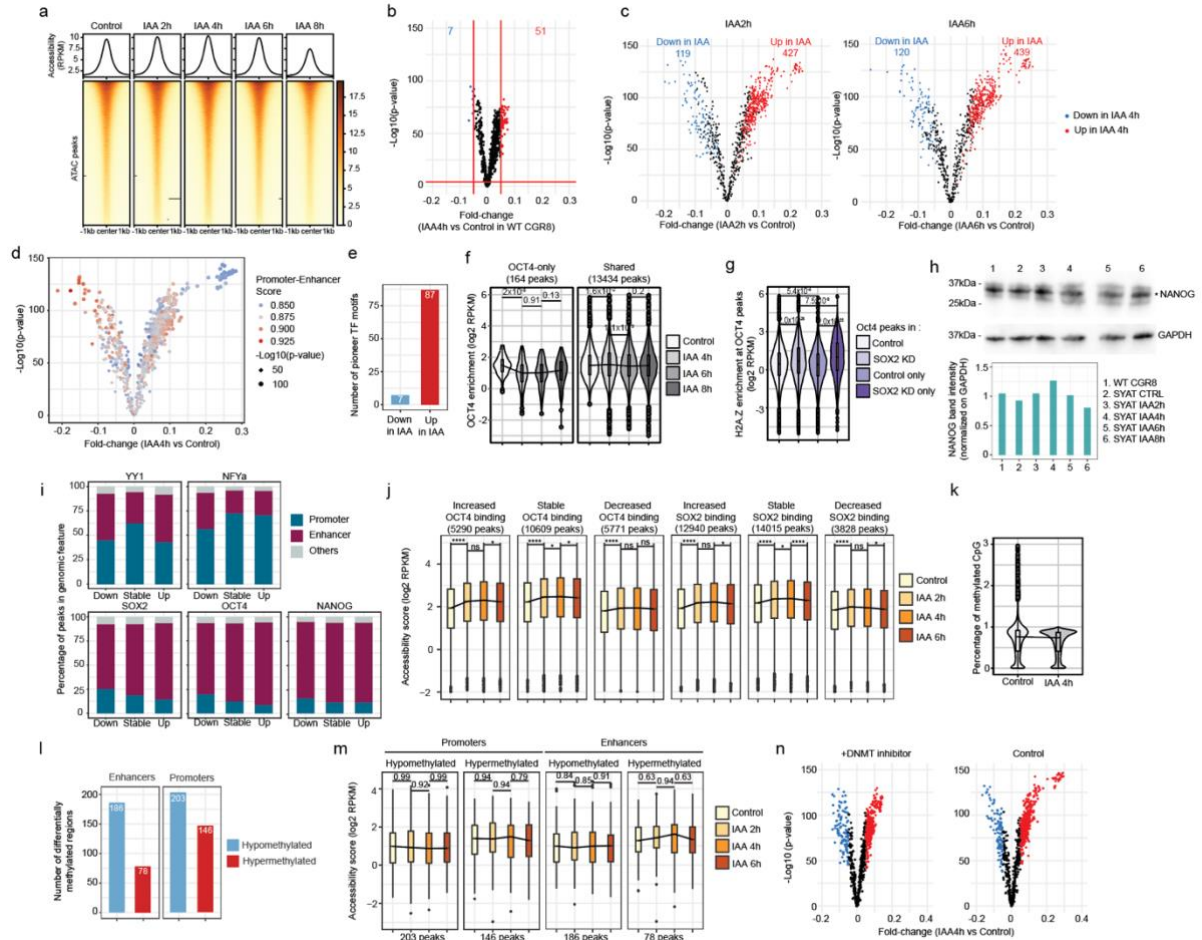

**Figure S5:** Related to Fig.5. **a**, Heatmap of chromatin accessibility determined by ATAC-Seq and centered on the summit of accessible peaks, in SYAT cells upon IAA treatment for 2, 4, 6 and 8 h. **b**, Fold-change of TF footprinting calculated using TOBIAS in wt CGR8 cells treated with control or IAA. Colors represent TF motifs predicted to lose (in blue) or gain (in red) binding upon IAA treatment in CGR8 cells with a threshold of  $|FC| > 0.05$  and  $p\text{-value} < 0.0001$ . **c**, Fold-change of TF footprinting calculated using TOBIAS in SYAT cells treated 2 h (left panel) or 6 h (right panel) with IAA versus control. Colors: TF motifs predicted to lose (blue) or gain (red) binding upon 4 h-IAA treatment with a threshold of  $|FC| > 0.05$  and  $p\text{-value} < 0.0001$ . **d**, Fold-change of TF footprinting calculated using TOBIAS in SYAT cells treated 4 h with IAA versus control. Color scale: promoter-enhancer score; dot size:  $-\log_{10}(p\text{-value})$ . **e**, Number of binding motifs of pTFs, among motifs predicted to lose or gain binding upon 4 h of IAA treatment. **f**, OCT4 ChIP-seq enrichment score at peaks bound by OCT4 only or shared with SOX2 in SYAT cells treated with IAA for 4, 6 and 8 h or control. p-values represented on the plot were determined by a two-sided pairwise Wilcoxon test. **g**, H2A.Z enrichment score in 2T522C cells, at all peaks bound by OCT4 in control conditions, upon SOX2 knockdown, or at peaks unique to control or SOX2 knockdown conditions. p-values represented on the plot were determined by a two-sided pairwise Wilcoxon test. **h**, Western Blot displaying NANOG level in wt mESCs or SYAT cells treated with IAA for 2, 4, 6 or 8 hours. The star in NANOG blot correspond to GAPDH as the membrane was stained with an anti-GAPDH before. Histogram represents quantification of NANOG protein over GAPDH signal. **i**, Percentage of peaks where TFs increase, decrease or maintain a stable binding upon IAA treatment, in promoters or enhancers. **j**, Accessibility changes upon IAA treatment at peaks gaining, losing or maintaining binding of OCT4 or SOX2. p-values represented on the plot were determined by a two-sided pairwise Wilcoxon test; \*\*\*\*:  $p < 0.0001$ ; \*:  $p < 0.05$ , ns: non-significant. **k**, Percentage of methylated cytosines in H2A.Z peaks in SYAT cells treated with control or IAA. **l**, Number of promoters or enhancers with cytosine hyper- or hypomethylation upon 4 h of IAA treatment. **m**, Chromatin accessibility changes upon IAA treatment at hyper- or hypomethylated promoters and enhancers. p-values represented on the plot were determined by a two-sided pairwise Wilcoxon test. **n**, Fold-change of TF footprinting calculated using TOBIAS, in SYAT cells treated or not for 5 days with a DNMT1 inhibitor and treated 4 h with IAA versus control.

For all violin-plots and boxplots, Black line: changes in median values. Boxes: interquartile range (IQR); whiskers: 1.5xIQR; dots: outlier points.

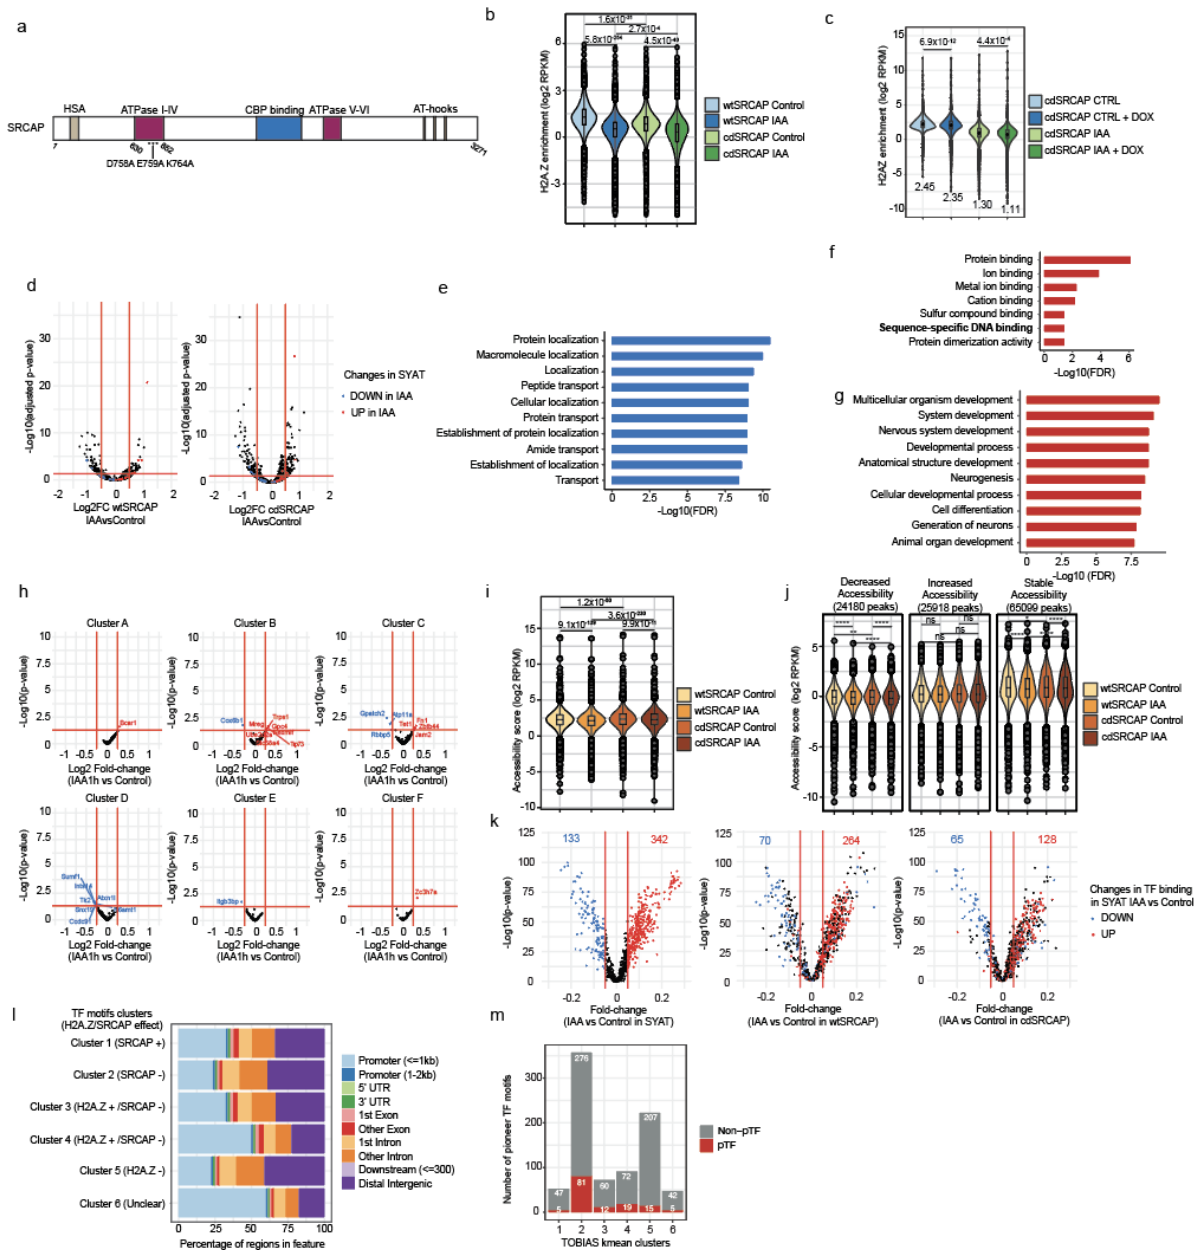

**Figure S6:** Related to Fig.6. **a**, Schematic representation of the SRCAP protein with its functional domains. Stars: mutations introduced in the ATPase domain of SRCAP. **b**, H2A.Z enrichment determined by ChIP-Seq in all H2A.Z peaks (115189 peaks) upon overexpression of wtSRCAP or cdSRCAP and treated with control or IAA for 4 h. p-values were determined by two-sided Welch two samples t-test. **c**, H2A.Z enrichment determined by ChIP-Seq in all H2A.Z peaks (115189 peaks) in cells overexpressing (+DOX) or not cdSRCAP and depleted (IAA) or not (CTRL) for endogenous SRCAP. p-values were determined by two-sided Welch two samples t-test. **d**, Fold-change in intronic reads (2 independent biological replicates) in wtSRCAP (left panel) or cdSRCAP (right panel) treated with control or IAA for 4 h. Colors: intronic read changes observed in SYAT cells after 4 h of IAA treatment. **e**, Top 10 GO terms in the “cellular process” category, enriched for genes in cluster D and E defined in Fig.6c. **f**, Top 10 GO terms in the “molecular function” category, enriched for genes upregulated in cdSRCAP IAA compared to wtSRCAP IAA. **g**, Top 10 GO terms in the “cellular process” category, enriched for genes upregulated in cdSRCAP IAA compared to wtSRCAP IAA. **h**, Fold-change in intronic reads in the 6 clusters defined in Fig.6f for SYAT cells treated for 1 h with IAA or control and FACSsorted in LG1 (2 independent biological replicates). **i**, Chromatin accessibility changes in all accessible peaks (65630 peaks) upon overexpression of wtSRCAP or cdSRCAP and treated with control or IAA for 4 h. p-values were determined by two-sided pairwise Wilcoxon rank sum tests. **j**, Chromatin accessibility changes upon overexpression of wtSRCAP or cdSRCAP and treated

with control or IAA for 4 h, in peaks gaining, losing, or maintaining accessibility in SYAT cells upon 4 h of IAA treatment. p-values were determined by two-sided pairwise Wilcoxon rank sum tests and are provided in supplementary Table 7. \*\*\*\*:  $p < 0.0001$ ; \*\*:  $p < 0.01$ ; \*:  $p < 0.05$ , ns: non-significant. **k**, Fold-change of TF footprinting in regions rescued for H2A.Z levels calculated using TOBIAS in SYAT, wtSRCAP and cdSRCAP cells treated with control or IAA for 4 h. Colored dots: motifs predicted to gain or lose binding in rescued regions in SYAT cells treated with IAA versus control. Numbers: Motifs significantly up or down in SYAT and that are still up or down in wtSRCAP or cdSRCAP. **l**, Percentage of motif occurrence, belonging to the six clusters determined in Fig.6h, in different types of genomic regions. **m**, Number of binding motifs of pioneer TFs in the six motif clusters determined in Fig.6h. For all violin-plots, boxes: interquartile range (IQR); whiskers:  $1.5 \times \text{IQR}$ ; dots: outlier points.

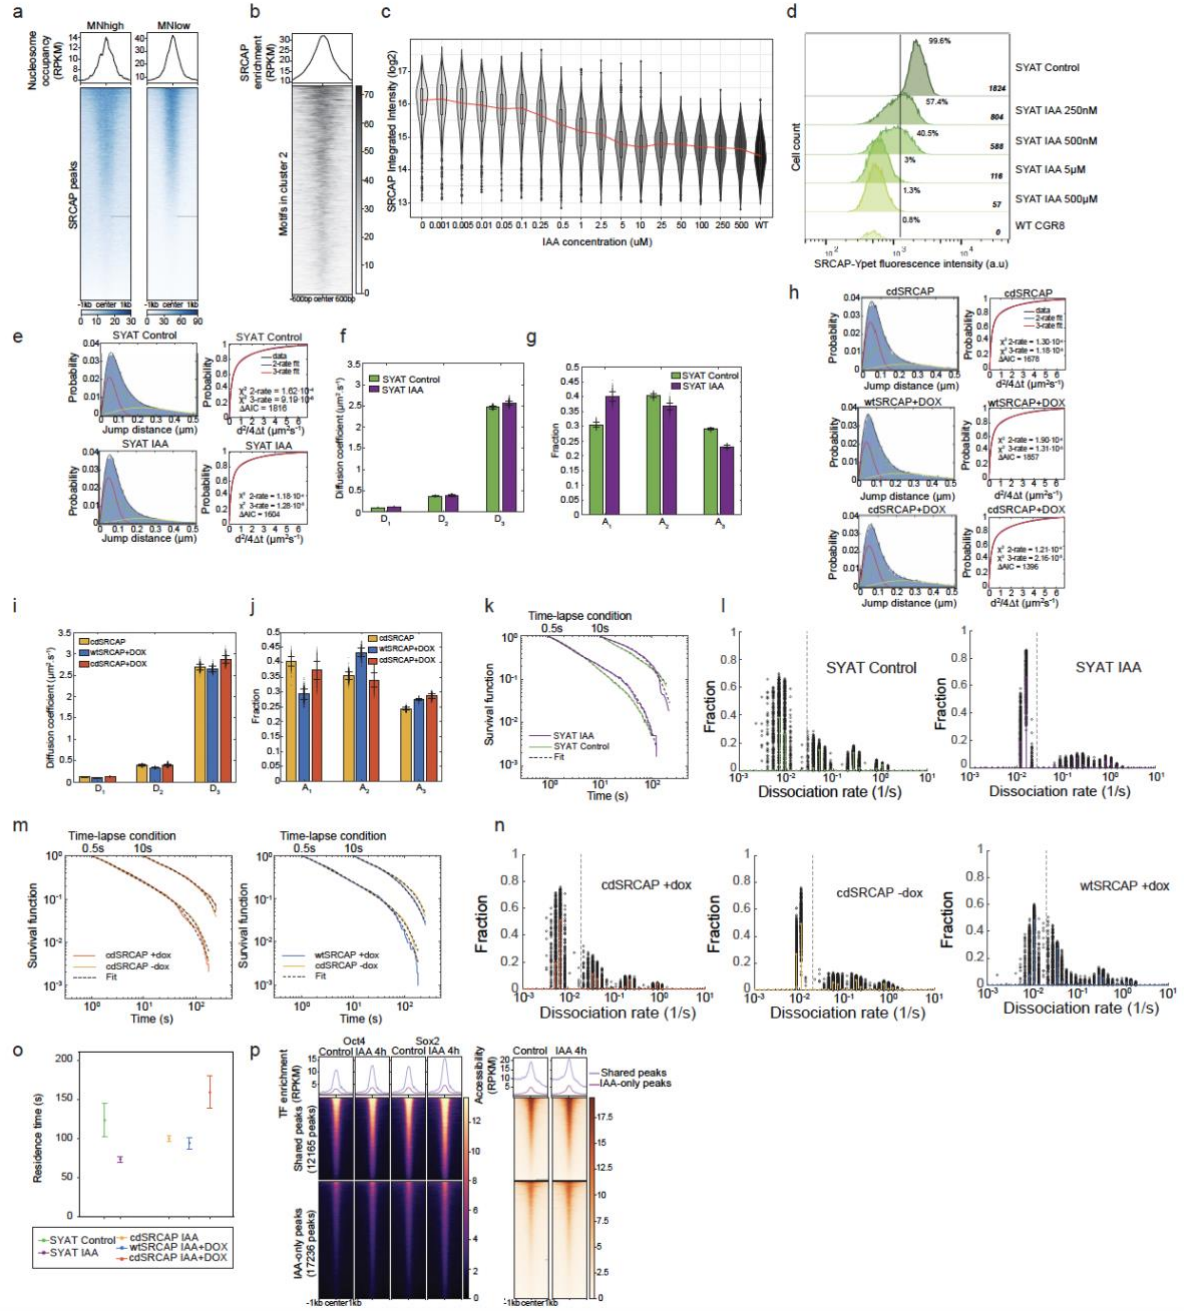

**Figure S7:** Related to Fig.7. **a**, Nucleosome occupancy at SRCAP peaks (36780 peaks), determined by MNase-Seq using either high (left) or low (right) concentration of MNase. **b**, SRCAP enrichment assessed by CUT&RUN in a 1.2kb region centered around TF motifs belonging to cluster 2 (29552 regions) (Fig.6h). **c**, Quantification of SRCAP-Ypet fluorescence intensity following background subtraction by live-imaging in SYAT cells treated for 2h with different doses of IAA or CTRL. **d**, SRCAP-Ypet fluorescence intensity determined by Flow Cytometry analysis of SYAT cells treated for 2h with different doses of IAA or CTRL. Percentage of Ypet positive cells as well as mean intensity after subtraction of Ypet intensity in WT CGR8 cells are indicated. **e**, Jump distance distributions (left) and cumulative jump distance distributions (right) of Halo-NANOG in CTRL or after 4h IAA treatment. Jump distance distributions are overlaid with a three-component diffusion model (black) and the three single components (red, green, yellow). Cumulative jump distance distributions show data (black line) fitted with a 2-component (blue) and a 3-component (red) diffusion model. The insets give values for reduced  $\chi^2$  and Akaike Information Criterion (AIC), revealing the better suitability of the 3-component fit. CTRL: 29891 tracks in 25 cells, IAA: 14294 tracks in 22 cells. **f** and **g**, Diffusion coefficients (f) and fractions (g) of three-component diffusion model fitted to (e). Data represent mean values  $\pm$  s.d. from 400

resamplings with randomly selected 80 % of the data. **h**, Jump distance distributions (left) and cumulative jump distance distributions (right) of Halo-NANOG upon IAA treatment in cdSRCAP cells, wtSRCAP cells treated with Dox and in cdSRCAP cells treated with Dox. Data displayed as in **e**. wtSRCAP+dox: 6807 tracks in 11 cells, cdSRCAP +dox: 7207 tracks in 19 cells, cdSRCAP-dox: 9244 tracks in 34 cells. **i** and **j**, Diffusion coefficients (**i**) and fractions (**j**) of three-component diffusion model fitted to (**h**). Data represent mean values  $\pm$  s.d. from 400 resamplings with randomly selected 80 % of the data. **k**, Survival time distributions of Halo-NANOG in SYAT CTRL (green) or treated with IAA (purple) at time-lapse conditions shown on top and survival time functions obtained with GRID (black dashed lines). IAA: 1121 tracks in 26 cells, CTRL: 2813 tracks in 16 cells. **l**, State spectra of dissociation rates obtained with GRID from distributions in (**k**) using all data for Halo-NANOG in SYAT CTRL (green, left panel) or treated with IAA (purple, right panel). As an error estimation GRID was run 500 times with each run using 80 % of the data (black circles). The dashed lines indicate a dissociation rate of  $0.02 \text{ s}^{-1}$ . **m**, Survival time distributions of Halo-NANOG in cdSRCAP cells +dox (red), in cdSRCAP cells -dox (yellow) and in wtSRCAP cells +dox (blue) at time-lapse conditions shown on top and survival time functions obtained with GRID (black lines). cdSRCAP+dox: 1623 tracks in 16 cells, cdSRCAP-dox: 4624 tracks in 47 cells, wtSRCAP+dox: 2571 tracks in 34 cells. **n**, State spectra of dissociation rates obtained with GRID from distributions in (**m**) using all data for Halo-NANOG in cdSRCAP cells +dox (red, left panel), in cdSRCAP cells -dox (yellow, middle panel), and in wtSRCAP cells +dox (blue, right panel). As an error estimation GRID was run 500 times with each run using 80 % of the data (black circles). The dashed lines indicate a dissociation rate of  $0.02 \text{ s}^{-1}$ . **o**, Average residence time of Halo-NANOG molecules bound longer than 50s, calculated from data displayed in fig.S7-l,n, with the statistics provided there. Error bars denote s.d. of 500 resamplings with randomly selected 80 % of the data and error propagation. **p**, Enrichment of OCT4 and SOX2 (left panel) and accessibility score determined by ATAC-Seq in SYAT cells treated with CTRL or IAA for 4 hours at NANOG peaks shared between CTRL and IAA condition or unique to 4 hour-IAA treatment.

**Table S1. List of primers used in the study**

| Primer Name             | Source or reference | Sequence                                                                      | Application                |
|-------------------------|---------------------|-------------------------------------------------------------------------------|----------------------------|
| Rps5 Fw                 | This paper          | TGGCAGAGACCCCTGACAT                                                           | RTqPCR                     |
| Rps5 Rev                | This paper          | GGGCAGGTACTTGGCATACT                                                          | RTqPCR                     |
| Zfp42 Fw                | This paper          | CCCTCGACAGACTGACCCTAA                                                         | RTqPCR                     |
| Zfp42 Rev               | This paper          | TCGGGGCTAATCTCACTTTCAT                                                        | RTqPCR                     |
| Pou5f1 Fw               | This paper          | GAGGAGTCCCAGGACATGAA                                                          | RTqPCR                     |
| Pou5f1 Rev              | This paper          | AGATGGTGGTCTGGCTGAAC                                                          | RTqPCR                     |
| Sox2 Fw                 | This paper          | GCACATGAACGGCTGGAGCAACG                                                       | RTqPCR                     |
| Sox2 Rev                | This paper          | TGCTGCGAGTAGGACATGCTGTAGG                                                     | RTqPCR                     |
| Nanog Fw                | This paper          | AACCAAAGGATGAAGTGCAAGCGG                                                      | RTqPCR                     |
| Nanog Rev               | This paper          | TCCAAGTTGGGTTGGTCCAAGTCT                                                      | RTqPCR                     |
| Esrrb Fw                | This paper          | CCGATTTCCCCACCTGCTAA                                                          | RTqPCR                     |
| Esrrb Rev               | This paper          | GGCCAGTTGATGAGGAACA                                                           | RTqPCR                     |
| c-Myc Fw                | This paper          | GAGCTCCTCGAGCTGTTTGA                                                          | RTqPCR                     |
| c-Myc rev               | This paper          | GCATCGTCGTGGCTGTCT                                                            | RTqPCR                     |
| SRCAP gRNA Fw           | This paper          | CACCGCGAAAGGCCAAGACGTGAat                                                     | gRNA                       |
| SRCAP gRNA rev          | This paper          | AAACatTCACGTCTTGGCCTTTCGC                                                     | gRNA                       |
| SRCAP homology arms Fw  | This paper          | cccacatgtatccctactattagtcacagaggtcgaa<br>aggccaagacgGGTGGCGGTGGATCCGG<br>AG   | PCR of KI cassette         |
| SRCAP homology arms Rev | This paper          | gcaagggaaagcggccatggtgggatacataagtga<br>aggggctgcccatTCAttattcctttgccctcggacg | PCR of KI cassette         |
| gDNA SRCAP Fw           | This paper          | GTAGAGGAGTCAGAGGTAGAAG                                                        | Validation of KI on gDNA   |
| gDNA SRCAP Rev          | This paper          | TGGTGGAAAGGAAGACAGC                                                           | Validation of KI on gDNA   |
| Ypet Rev                | This paper          | GGAGACGTGGAGGAGAAC                                                            | Validation of KI on gDNA   |
| P2A Fw                  | This paper          | CGTTGTGGCTGTTGTAGTTG                                                          | Validation of KI on gDNA   |
| SRCAP Fragment 1 Fw     | This paper          | CTACCCTCGTAAAACCGGTCGACatgca<br>gagcagccccccac                                | Cloning of wt and cd SRCAP |
| wtSRCAP Fragment 1 Rev  | This paper          | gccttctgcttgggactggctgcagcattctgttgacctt<br>c                                 | Cloning of wtSRCAP         |
| cdSRCAP Fragment 1 Rev  | This paper          | ctgagcCGCAGCcagaataag                                                         | Cloning of cdSRCAP         |
| wtSRCAP Fragment 2 Fw   | This paper          | gccagtgcccaagcaagaaggc                                                        | Cloning of wtSRCAP         |
| wtSRCAP Fragment 2 Rev  | This paper          | gaagcagaatatgcgtttgtccgc                                                      | Cloning of wtSRCAP         |
| cdSRCAP Fragment 2 Fw   | This paper          | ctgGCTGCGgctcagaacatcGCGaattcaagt<br>cccaacg                                  | Cloning of cdSRCAP         |
| cdSRCAP Fragment 2 Rev  | This paper          | ccactggagaacttgaggcag                                                         | Cloning of cdSRCAP         |
| wtSRCAP Fragment 3 Fw   | This paper          | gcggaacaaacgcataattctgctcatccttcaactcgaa<br>gtg                               | Cloning of wtSRCAP         |
| cdSRCAP Fragment 3 Fw   | This paper          | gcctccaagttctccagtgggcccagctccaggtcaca<br>cactg                               | Cloning of cdSRCAP         |
| SRCAP Fragment 3 Rev    | This paper          | CGCCCTTGCTCACCATGTCGACTCCcgt<br>cttgcccttcgacctctgtg                          | Cloning of wt and cd SRCAP |
| TRE3G Fw                | This paper          | gtcttataccaactttccgt                                                          | Screening of SRCAP vectors |
| SRCAP Rev               | This paper          | cacattgctccagaactgcc                                                          | Screening of SRCAP vectors |
| SRCAP Fw                | This paper          | cctgacaccactcctagcctg                                                         | Screening of SRCAP vectors |
| mCherry Rev             | This paper          | gccgttcacggagccctcc                                                           | Screening of SRCAP vectors |

**Table S2. List of pioneer transcription factors**

| Name   | Reference                                   |
|--------|---------------------------------------------|
| AP-1   | Lemma et al. Epigenetics and Chromatin 2022 |
| ASCL1  | Lemma et al. Epigenetics and Chromatin 2022 |
| ATF4   | Peng et al. eLife 2024                      |
| BACH1  | Peng et al. eLife 2024                      |
| BCL6   | Peng et al. eLife 2024                      |
| CEBPA  | Peng et al. eLife 2024                      |
| CEBPB  | Peng et al. eLife 2024                      |
| CEBPD  | Peng et al. eLife 2024                      |
| CEBPG  | Peng et al. eLife 2024                      |
| FLI1   | Lemma et al. Epigenetics and Chromatin 2022 |
| FOS    | Peng et al. eLife 2024                      |
| FOSL2  | Peng et al. eLife 2024                      |
| FOXA1  | Peng et al. eLife 2024                      |
| FOXA2  | Peng et al. eLife 2024                      |
| FOXA3  | Peng et al. eLife 2024                      |
| FOXD3  | Lemma et al. Epigenetics and Chromatin 2022 |
| FOXO1  | Lemma et al. Epigenetics and Chromatin 2022 |
| FOXK2  | Peng et al. eLife 2024                      |
| FOXM1  | Lemma et al. Epigenetics and Chromatin 2022 |
| FOXO1  | Lemma et al. Epigenetics and Chromatin 2022 |
| GATA1  | Peng et al. eLife 2024                      |
| GATA2  | Peng et al. eLife 2024                      |
| GATA3  | Lemma et al. Epigenetics and Chromatin 2022 |
| GATA4  | Peng et al. eLife 2024                      |
| GATA5  | Lemma et al. Epigenetics and Chromatin 2022 |
| GATA6  | Lemma et al. Epigenetics and Chromatin 2022 |
| GRHL1  | Lemma et al. Epigenetics and Chromatin 2022 |
| GRHL2  | Lemma et al. Epigenetics and Chromatin 2022 |
| HLF    | Peng et al. eLife 2024                      |
| HMBOX1 | Peng et al. eLife 2024                      |
| HNF4A  | Peng et al. eLife 2024                      |
| IKZF1  | Peng et al. eLife 2024                      |
| JUNB   | Peng et al. eLife 2024                      |
| JUND   | Peng et al. eLife 2024                      |
| KLF4   | Lemma et al. Epigenetics and Chromatin 2022 |
| LEF1   | Peng et al. eLife 2024                      |
| MAFF   | Peng et al. eLife 2024                      |
| MAFG   | Peng et al. eLife 2024                      |
| MEF2A  | Peng et al. eLife 2024                      |
| MYB    | Lemma et al. Epigenetics and Chromatin 2022 |

|        |                                             |
|--------|---------------------------------------------|
| NFATC3 | Peng et al. eLife 2024                      |
| NFE2   | Peng et al. eLife 2024                      |
| NFE2L1 | Peng et al. eLife 2024                      |
| NFIL3  | Peng et al. eLife 2024                      |
| NR2F1  | Peng et al. eLife 2024                      |
| NR5A1  | Peng et al. eLife 2024                      |
| NF-Ya  | Lemma et al. Epigenetics and Chromatin 2022 |
| OTX2   | Lemma et al. Epigenetics and Chromatin 2022 |
| PAX7   | Lemma et al. Epigenetics and Chromatin 2022 |
| PBX1   | Lemma et al. Epigenetics and Chromatin 2022 |
| PBX2   | Peng et al. eLife 2024                      |
| POU5F1 | Lemma et al. Epigenetics and Chromatin 2022 |
| PPARG  | Peng et al. eLife 2024                      |
| RUNX1  | Lemma et al. Epigenetics and Chromatin 2022 |
| RUNX3  | Lemma et al. Epigenetics and Chromatin 2022 |
| RXRB   | Peng et al. eLife 2024                      |
| SOX2   | Lemma et al. Epigenetics and Chromatin 2022 |
| SOX9   | Lemma et al. Epigenetics and Chromatin 2022 |
| SPI1   | Lemma et al. Epigenetics and Chromatin 2022 |
| SRF    | Peng et al. eLife 2024                      |
| STAT3  | Peng et al. eLife 2024                      |
| TEAD1  | Peng et al. eLife 2024                      |
| TFAP2C | Lemma et al. Epigenetics and Chromatin 2022 |
| TP53   | Lemma et al. Epigenetics and Chromatin 2022 |
| TP63   | Lemma et al. Epigenetics and Chromatin 2022 |
| ZNF24  | Peng et al. eLife 2024                      |

# Supplementary material for: Mechanisms of gene regulation by SRCAP and H2A.Z
**Source:** Nat Commun. 2026 Mar 6;17:3560. doi: 10.1038/s41467-026-70087-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Data 1: Excel file containing RNA-Seq raw counts and differential analysis results

Supplementary Data 2: Excel file containing results from proteome and chromatome analysis

Supplementary Data 3: Excel file containing results from TF footprinting analysis

Supplementary Data 4: Number of nucleosomes quantified in MNase analysis presented in Fig.4 and S4

Supplementary Data 5: Results of statistical tests performed in the study

# Supplementary material for: Mechanisms of gene regulation by SRCAP and H2A.Z
**Source:** Nat Commun. 2026 Mar 6;17:3560. doi: 10.1038/s41467-026-70087-x
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images of SRCAP depletion and H2A.Z mitotic association were acquired using IN Cell Analyzer 2200 v7.1. Flow Cytometry data were acquired using BD FACSDiva software v6.1.3. qPCR data were acquired using QuantStudio Software v1.3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | For data analysis, we used R studio Version 2023.12.0+369 with R packages Cluster Profiler Version 4.10.1, ggplot2 Version 3.5.0, ggrepel Version 0.9.5, biomaRt Version 2.58.2, DeSeq2 Version 1.42.1, edgeR Version 4.0.11, limma Version 3.58.1, MethylKit Version 1.28.0. For the primary analysis of genomic data, we used STAR Version 2.7.6a, Picard Version 2.23.7, MACS Version 3.0.0a7, DeepTools Version 3.5.1, Bedops Version 2.4.41, BEDtools Version 2.30.0, SAMtools Version 1.14, DANPOS2 Version 3.1.1, Bwa-Meth, MethylDackel Version 0.5.3, TOBIAS Version 0.13.3, SEA Version 5.5.5. For calculation of solvent accessible surface from SRCAP structure, FreeSASA Version 2.1.2 was used. For image analysis, we used Fiji Version 2.14.0/1.54f. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data were deposited at NCBI Gene Expression Omnibus (GEO), accession number GSE269310 (with token grkzuqcwplmnlkr).  
Proteomics data were deposited at ProteomeXchange, accession number PXD052934 (with token bwU5076lLymG).  
Source Data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculation was performed. Sample size is determined by the genomic regions enriched for H2A.Z. Given the amount of genomic regions studied in each experiment and the parallel approaches that were used in our study (ChIP-Seq, Mass spectrometry, Footprinting prediction etc...), we are confident that our claims are supported by the data.

### Data exclusions

No data were excluded from the study.

### Replication

We performed experiments on biological duplicates or triplicates from cells cultured and treated independently. For genomic experiments (ChIP-Seq, ATAC-Seq, etc...), we verified the correlation of enrichment scores in enriched regions between replicates before calculating averaged score. Replicates for all experiments were well correlated.

### Randomization

Randomization was not relevant to this study, as the experiments were not conducted on defined populations or treatment groups.

This does not apply to our study as it is not conducted on groups of patients or animal and no bias can be introduced by the person doing the experiment or analysing it.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems |                                                           | Methods                             |                                                 |
|----------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                              | Involved in the study                                     | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>         | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>         | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/>         | <input type="checkbox"/> Palaeontology and archaeology    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>         | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input type="checkbox"/>         | <input type="checkbox"/> Clinical data                    |                                     |                                                 |
| <input type="checkbox"/>         | <input type="checkbox"/> Dual use research of concern     |                                     |                                                 |
| <input type="checkbox"/>         | <input type="checkbox"/> Plants                           |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-H2A.Z (Abcam #ab4174)(dilution IF 1:1000, ChIP-Seq 1:100), Acetyl-histone H2A.Z (K4,K7,K11) (ThermoFisher Scientific #PA540095 (dilution ChIP-Seq 1:200), Rabbit anti-H2A (Abcam #ab18255) (dilution ChIP-Seq 1:100), Rabbit anti-GFP (Abcam #ab290) (Dilution CUT&Tag 1:50), Rabbit anti histone H3K4me3 (Abcam #ab8580)(Dilution ChIP-Seq 1:100), Rabbit anti histone H3K27me3 (Abcam #ab195477)(Diltution ChIP-Seq 1:200), Rabbit anti histone H2AK119ub1 (Cell Signaling Technology #8240)(Dilution ChIP-Seq 1:200), Rabbit anti-YY1 (Cell Signaling Technology #46395)(Dilution ChIP-Seq 1:50), Mouse anti NF-Ya (Santa-Cruz Biotechnology #sc-17753)(Dilution ChIP-Seq 1:150), Rabbit anti-Oct4 (Cell Signaling Technology #5677)(Dilution ChIP-Seq 1:60), Rabbit anti-Sox2 (Cell Signaling Technology #23064)(Dilution ChIP-Seq 1:60), Rabbit anti-Nanog (Cell Signaling Technology #8822)(Dilution ChIP-Seq 1:100), Rabbit anti-SRCAP (Kerafast #ESL103)(Dilution WB 1:1000, CUT&RUN 1:50).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | <a href="https://www.abcam.com/en-us/products/primary-antibodies/histone-h2az-antibody-chip-grade-ab4174">https://www.abcam.com/en-us/products/primary-antibodies/histone-h2az-antibody-chip-grade-ab4174</a><br><a href="https://www.thermofisher.com/antibody/product/H2A-Zac-pan-acetyl-K4-K7-K11-Antibody-Polyclonal/PA5-40095">https://www.thermofisher.com/antibody/product/H2A-Zac-pan-acetyl-K4-K7-K11-Antibody-Polyclonal/PA5-40095</a><br><a href="https://www.abcam.com/en-us/products/primary-antibodies/histone-h2a-antibody-chip-grade-ab18255">https://www.abcam.com/en-us/products/primary-antibodies/histone-h2a-antibody-chip-grade-ab18255</a><br><a href="https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab290">https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab290</a><br><a href="https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580">https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580</a><br><a href="https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k27-antibody-chip-grade-ab195477">https://www.abcam.com/en-us/products/primary-antibodies/histone-h3-tri-methyl-k27-antibody-chip-grade-ab195477</a><br><a href="https://www.cellsignal.com/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-rabbit-monoclonal-antibody/8240">https://www.cellsignal.com/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-rabbit-monoclonal-antibody/8240</a><br><a href="https://www.cellsignal.com/products/primary-antibodies/yy1-d5d9z-rabbit-monoclonal-antibody/46395">https://www.cellsignal.com/products/primary-antibodies/yy1-d5d9z-rabbit-monoclonal-antibody/46395</a><br><a href="https://www.scbt.com/p/nf-ya-antibody-g-2">https://www.scbt.com/p/nf-ya-antibody-g-2</a><br><a href="https://www.cellsignal.com/products/primary-antibodies/oct-4a-c30a3c1-rabbit-monoclonal-antibody-chip-formulated/5677">https://www.cellsignal.com/products/primary-antibodies/oct-4a-c30a3c1-rabbit-monoclonal-antibody-chip-formulated/5677</a><br><a href="https://www.cellsignal.com/products/primary-antibodies/sox2-d9b8n-rabbit-monoclonal-antibody/23064">https://www.cellsignal.com/products/primary-antibodies/sox2-d9b8n-rabbit-monoclonal-antibody/23064</a><br><a href="https://www.cellsignal.com/products/primary-antibodies/nanog-d2a3-rabbit-monoclonal-antibody/8822">https://www.cellsignal.com/products/primary-antibodies/nanog-d2a3-rabbit-monoclonal-antibody/8822</a><br><a href="https://www.kerafast.com/item/744/anti-snf2-related-cbp-activator-protein-srcap-antibody-affinity-purified">https://www.kerafast.com/item/744/anti-snf2-related-cbp-activator-protein-srcap-antibody-affinity-purified</a> |

### Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | CGR8 mESCs were purchased from Sigma Aldrich (#I5148)<br>SYAT and SYA cell lines were derived from CGR8 for this study<br>HEK-293T cells: ATCC |
| Authentication                                                       | CGR8 and HEK-293T were authenticated by supplier                                                                                               |
| Mycoplasma contamination                                             | All cell lines were tested for absence of Mycoplasma contamination every 6 months and prior establishment of new cell lines.                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | HEK-293T: these cells were used for lentiviral vector production                                                                               |

### Palaeontology and Archaeology

|                     |                                                                                                                                                                                                                                                                         |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export. |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

For laboratory animals, report species, strain and age OR state that the study did not involve laboratory animals.

## Wild animals

Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.

## Reporting on sex

Indicate if findings apply to only one sex; describe whether sex was considered in study design, methods used for assigning sex. Provide data disaggregated for sex where this information has been collected in the source data as appropriate; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex-based analyses where performed, justify reasons for lack of sex-based analysis.

## Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts must comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |
|-------------------------------------|--------------------------|----------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links            | GSE269310 : <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269310">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269310</a><br>reviewer token grkzuqcwplmnlkr                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Files in database submission | Raw fastq files for each replicate available in GEO. Additionally, processed files listed below:<br>SYAT_H2AZ_unt_m.bw<br>SYAT_H2AZ_IAA2h_1_m.bw<br>SYAT_H2AZ_IAA2h_2_m.bw<br>SYAT_H2AZ_IAA4h_1_m.bw<br>SYAT_H2AZ_IAA4h_2_m.bw<br>SYAT_H2AZ_IAA6h_1_m.bw<br>SYAT_H2AZ_IAA6h_2_m.bw<br>SYAT_H2AZ_IAA8h_1_m.bw<br>SYAT_H2AZ_IAA8h_2_m.bw<br>SYAT_unt_H2A_1.bw<br>SYAT_IAA2h_H2A_1.bw<br>SYAT_IAA4h_H2A_1.bw<br>SYAT_IAA6h_H2A_1.bw<br>SYAT_IAA8h_H2A_1.bw<br>SYAT_unt_H2A_2.bw<br>SYAT_IAA2h_H2A_2.bw<br>SYAT_IAA4h_H2A_2.bw<br>SYAT_IAA6h_H2A_2.bw<br>SYAT_IAA8h_H2A_2.bw<br>AS_H2AZ_m_1.bw<br>M_H2AZ_m_1.bw<br>EG1_H2AZ_m_1.bw<br>LG1_H2AZ_m_1.bw<br>S_H2AZ_m_1.bw<br>G2_H2AZ_m_1.bw<br>AS_H2AZ_m_2.bw<br>M_H2AZ_m_2.bw<br>EG1_H2AZ_m_2.bw |

LG1\_H2AZ\_m\_2.bw  
 S\_H2AZ\_m\_2.bw  
 G2\_H2AZ\_m\_2.bw  
 acH2AZ\_AS\_1.bw  
 acH2AZ\_AS\_2.bw  
 acH2AZ\_M\_1.bw  
 acH2AZ\_M\_2.bw  
 AS\_unt\_H2AZ\_m.bw  
 AS\_IAA\_H2AZ\_m.bw  
 M\_unt\_H2AZ\_m.bw  
 M\_IAA\_H2AZ\_m.bw  
 ZHBTc4\_unt\_H2AZ\_1.bw  
 ZHBTc4\_Dox9h\_H2AZ\_1.bw  
 ZHBTc4\_Dox12h\_H2AZ\_1.bw  
 ZHBTc4\_unt\_H2AZ\_2.bw  
 ZHBTc4\_Dox9h\_H2AZ\_2.bw  
 ZHBTc4\_Dox12h\_H2AZ\_2.bw  
 SYAT\_unt\_YY1\_1.bw  
 SYAT\_IAA4h\_YY1\_1.bw  
 SYAT\_IAA6h\_YY1\_1.bw  
 SYAT\_IAA8h\_YY1\_1.bw  
 SYAT\_unt\_Oct4\_1.bw  
 SYAT\_IAA4h\_Oct4\_1.bw  
 SYAT\_IAA6h\_Oct4\_1.bw  
 SYAT\_IAA8h\_Oct4\_1.bw  
 SYAT\_unt\_Oct4\_2.bw  
 SYAT\_IAA4h\_Oct4\_2.bw  
 SYAT\_IAA6h\_Oct4\_2.bw  
 SYAT\_IAA8h\_Oct4\_2.bw  
 SYAT\_unt\_Sox2\_1.bw  
 SYAT\_IAA4h\_Sox2\_1.bw  
 SYAT\_IAA6h\_Sox2\_1.bw  
 SYAT\_IAA8h\_Sox2\_1.bw  
 SYAT\_unt\_Sox2\_2.bw  
 SYAT\_IAA4h\_Sox2\_2.bw  
 SYAT\_IAA6h\_Sox2\_2.bw  
 SYAT\_IAA8h\_Sox2\_2.bw  
 SYAT\_unt\_Nanog\_1.bw  
 SYAT\_IAA4h\_Nanog\_1.bw  
 SYAT\_IAA6h\_Nanog\_1.bw  
 SYAT\_IAA8h\_Nanog\_1.bw  
 SYAT\_unt\_NFYa\_1.bw  
 SYAT\_IAA4h\_NFYa\_1.bw  
 SYAT\_IAA6h\_NFYa\_1.bw  
 SYAT\_IAA8h\_NFYa\_1.bw  
 SYAT\_H2AZ\_unt\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA2h\_1\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA2h\_2\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA4h\_1\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA4h\_2\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA6h\_1\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA6h\_2\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA8h\_1\_m\_peaks.bed  
 SYAT\_H2AZ\_IAA8h\_2\_m\_peaks.bed  
 AS\_H2AZ\_m\_1\_peaks.bed  
 M\_H2AZ\_m\_1\_peaks.bed  
 EG1\_H2AZ\_m\_1\_peaks.bed  
 LG1\_H2AZ\_m\_1\_peaks.bed  
 S\_H2AZ\_m\_1\_peaks.bed  
 G2\_H2AZ\_m\_1\_peaks.bed  
 AS\_H2AZ\_m\_2\_peaks.bed  
 M\_H2AZ\_m\_2\_peaks.bed  
 EG1\_H2AZ\_m\_2\_peaks.bed  
 LG1\_H2AZ\_m\_2\_peaks.bed  
 S\_H2AZ\_m\_2\_peaks.bed  
 G2\_H2AZ\_m\_2\_peaks.bed  
 acH2AZ\_AS\_1\_peaks.bed  
 acH2AZ\_AS\_2\_peaks.bed  
 acH2AZ\_M\_1\_peaks.bed  
 acH2AZ\_M\_2\_peaks.bed  
 AS\_unt\_H2AZ\_m\_peaks.bed  
 AS\_IAA\_H2AZ\_m\_peaks.bed  
 M\_unt\_H2AZ\_m\_peaks.bed  
 M\_IAA\_H2AZ\_m\_peaks.bed  
 ZHBTc4\_unt\_H2AZ\_1\_peaks.bed  
 ZHBTc4\_Dox9h\_H2AZ\_1\_peaks.bed

ZHBTc4\_Dox12h\_H2AZ\_1\_peaks.bed  
 ZHBTc4\_unt\_H2AZ\_2\_peaks.bed  
 ZHBTc4\_Dox9h\_H2AZ\_2\_peaks.bed  
 ZHBTc4\_Dox12h\_H2AZ\_2\_peaks.bed  
 SYAT\_unt\_YY1\_1\_peaks.bed  
 SYAT\_IAA4h\_YY1\_1\_peaks.bed  
 SYAT\_IAA6h\_YY1\_1\_peaks.bed  
 SYAT\_IAA8h\_YY1\_1\_peaks.bed  
 SYAT\_unt\_Oct4\_1\_peaks.bed  
 SYAT\_IAA4h\_Oct4\_1\_peaks.bed  
 SYAT\_IAA6h\_Oct4\_1\_peaks.bed  
 SYAT\_IAA8h\_Oct4\_1\_peaks.bed  
 SYAT\_unt\_Oct4\_2\_peaks.bed  
 SYAT\_IAA4h\_Oct4\_2\_peaks.bed  
 SYAT\_IAA6h\_Oct4\_2\_peaks.bed  
 SYAT\_IAA8h\_Oct4\_2\_peaks.bed  
 SYAT\_unt\_Sox2\_1\_peaks.bed  
 SYAT\_IAA4h\_Sox2\_1\_peaks.bed  
 SYAT\_IAA6h\_Sox2\_1\_peaks.bed  
 SYAT\_IAA8h\_Sox2\_1\_peaks.bed  
 SYAT\_unt\_Sox2\_2\_peaks.bed  
 SYAT\_IAA4h\_Sox2\_2\_peaks.bed  
 SYAT\_IAA6h\_Sox2\_2\_peaks.bed  
 SYAT\_IAA8h\_Sox2\_2\_peaks.bed  
 SYAT\_unt\_Nanog\_1\_peaks.bed  
 SYAT\_IAA4h\_Nanog\_1\_peaks.bed  
 SYAT\_IAA6h\_Nanog\_1\_peaks.bed  
 SYAT\_IAA8h\_Nanog\_1\_peaks.bed  
 SYAT\_unt\_NFYa\_1\_peaks.bed  
 SYAT\_IAA4h\_NFYa\_1\_peaks.bed  
 SYAT\_IAA6h\_NFYa\_1\_peaks.bed  
 SYAT\_IAA8h\_NFYa\_1\_peaks.bed

Genome browser session  
 (e.g. [UCSC](#))

No longer applicable

## Methodology

### Replicates

ChIP-Seq experiments against H2A.Z, H2A, H3K4me3, OCT4 and SOX2 were performed in biological duplicates, except for the ChIP-seq against H2A.Z after 1h of IAA treatment in mitotic versus asynchronous cells that were performed as single replicates. ChIP-Seq against H3K27me3, H2AK119ub1, NANOG, YY1 and NF-Ya were performed as single replicates.

### Sequencing depth

All sequencing files were obtained from paired-end sequencing with 75 PE reads

Sample name % Uniquely mapped reads Total number of reads

AS\_H2AZ\_m\_1 80.74 37408908  
 AS\_Inp\_m\_1 76.43 35630363  
 EG1\_H2AZ\_m\_1 81.89 40799428  
 EG1\_Inp\_m\_1 61.1 32708860  
 G2\_H2AZ\_m\_1 81.61 45835836  
 G2\_Inp\_m\_1 74.08 38944086  
 LG1\_H2AZ\_m\_1 82.18 39997303  
 LG1\_Inp\_m\_1 79.65 36761980  
 M\_H2AZ\_m\_1 80.53 44804601  
 M\_Inp\_m\_1 77.19 39364309  
 S\_H2AZ\_m\_1 82.73 46848270  
 S\_Inp\_m\_1 68.38 29964284  
 AS\_IAA\_H2AZ\_m\_1 77.41 53808085  
 AS\_unt\_H2AZ\_m\_1 77.85 57011666  
 M\_IAA\_H2AZ\_m\_1 77.67 55623101  
 M\_unt\_H2AZ\_m\_1 79.13 55489581  
 SYAT\_IAA4h\_Oct4\_1 77 56886823  
 SYAT\_IAA4h\_Sox2\_1 78.92 54340992  
 SYAT\_IAA6h\_Oct4\_1 76.92 55658107  
 SYAT\_IAA6h\_Sox2\_1 76.98 61365776  
 SYAT\_IAA8h\_Oct4\_1 75.37 53134419  
 SYAT\_IAA8h\_Sox2\_1 74.4 51314040  
 ZHBTc4\_Dox12h\_H2AZ\_1 78.39 48803345  
 ZHBTc4\_Dox12h\_H2AZ\_2 73.85 51788087  
 ZHBTc4\_Dox9h\_H2AZ\_1 77.1 53959369  
 ZHBTc4\_Dox9h\_H2AZ\_2 73.04 58180797  
 ZHBTc4\_unt\_H2AZ\_1 77.18 56896743  
 ZHBTc4\_unt\_H2AZ\_2 77.04 53956280  
 SYAT\_IAA4h\_Oct4\_2 75.36 45173086  
 SYAT\_IAA4h\_Sox2\_2 74.66 47686389  
 SYAT\_IAA6h\_Oct4\_2 76.25 49835436

SYAT\_IIA6h\_Sox2\_2 72.23 45111827  
 SYAT\_IIA8h\_Oct4\_2 76.59 54223783  
 SYAT\_IIA8h\_Sox2\_2 77.68 52050216  
 SYAT\_unt\_Oct4\_2 76 44541749  
 SYAT\_unt\_Sox2\_2 77.42 42937876  
 SYAT\_IIA4h\_H3K4me3\_1 79.88 54748605  
 SYAT\_IIA6h\_H3K4me3\_1 82.69 50622798  
 SYAT\_IIA8h\_H3K4me3\_1 80.94 52805723  
 SYAT\_NT\_H3K4me3\_1 79.71 57709328  
 SYAT\_IIA2h\_H2A\_2 75.70 47703535  
 SYAT\_IIA4h\_H2A\_2 73.84 55924960  
 SYAT\_IIA6h\_H2A\_2 73.39 53825145  
 SYAT\_IIA8h\_H2A\_2 75.73 60713508  
 SYAT\_unt\_H2A\_2 74.59 42232224  
 SYAT\_Unt\_Nanog\_1 62.89 44183475  
 SYAT\_IIA4h\_Nanog\_1 75.37 42487182  
 SYAT\_IIA6h\_Nanog\_1 76.54 35945053  
 SYAT\_IIA8h\_Nanog\_1 70.07 42495443  
 SYAT\_unt\_H2Aub\_1 83.61 92583726  
 SYAT\_IIA4h\_H2Aub\_1 83.81 80026680  
 SYAT\_IIA6h\_H2Aub\_1 83.53 91027270  
 SYAT\_IIA8h\_H2Aub\_1 83.75 92335613  
 SRCAPwt\_high\_NT\_H2AZ 79.91 55428312  
 SRCAPwt\_high\_IIA\_H2AZ 64.73 59922575  
 SRCAPmut\_high\_NT\_H2AZ 79.25 57048200  
 SRCAPmut\_high\_IIA\_H2AZ 71.54 70821669  
 SRCAPmut\_NT\_noDox\_H2AZ 79.95 46055085  
 SRCAPmut\_NT\_Dox\_H2AZ 78.09 65014753  
 SRCAPmut\_IIA\_noDox\_H2AZ 75.93 55487790  
 SRCAPmut\_IIA\_Dox\_H2AZ 73.21 50931568  
 SYAT\_NT\_H3K27me3\_1 67.84 62756025  
 SYAT\_IIA4h\_H3K27me3\_1 77.17 61549255  
 SYAT\_IIA6h\_H3K27me3\_1 75.43 56291325  
 SYAT\_IIA8h\_H3K27me3\_1 76.75 64836906  
 SYAT\_NT\_Nanog\_2 71.95 59166340  
 SYAT\_IIA5uM\_Nanog\_2 82.88 56437864  
 SYAT\_IIA500uM\_Nanog\_2 82.36 59702521  
 SYAT\_IIA500nM\_Nanog\_2 78.14 64522146  
 SYAT\_IIA250nM\_Nanog\_2 46.84 61625811

## Antibodies

Rabbit anti-H2A.Z (Abcam #ab4174)(dilution ChIP-Seq 1:100), Acetyl-histone H2A.Z (K4,K7,K11) (ThermoFisher Scientific #PA540095 (dilution ChIP-Seq 1:200), Rabbit anti-H2A (Abcam #ab18255) (dilution ChIP-Seq 1:100), Rabbit anti-GFP (Abcam #ab290)(Dilution CUT&Tag 1:50), Rabbit anti histone H3K4me3 (Abcam #ab8580)(Dilution ChIP-Seq 1:100), Rabbit anti histone H3K27me3 (Abcam #ab195477)(Dilution ChIP-Seq 1:200), Rabbit anti histone H2AK119ub1 (Cell Signaling Technology #8240)(Dilution ChIP-Seq 1:200), Rabbit anti-YY1 (Cell Signaling Technology #46395)(Dilution ChIP-Seq 1:50), Mouse anti NF-Ya (Santa-Cruz Biotechnology #sc-17753) (Dilution ChIP-Seq 1:150), Rabbit anti-Oct4 (Cell Signaling Technology #5677)(Dilution ChIP-Seq 1:60), Rabbit anti-Sox2 (Cell Signaling Technology #23064)(Dilution ChIP-Seq 1:60), Rabbit anti-Nanog (Cell Signaling Technology #8822)(Dilution ChIP-Seq 1:100), Rabbit anti-SRCAP (Kerafast #ESL103)(CUT&RUN 1:50).

## Peak calling parameters

Mapping : STAR --runMode alignReads --alignMatesGapMax 2000 --alignIntronMax 1 --alignEndsType EndToEnd --genomeLoad NoSharedMemory --limitBAMsortRAM 45000000000 --runThreadN 4 --readFilesCommand zcat --outFilterMultimapNmax 1 --genomeDir STARIndexdir --outSAMtype BAM SortedByCoordinate --outFileNamePrefix \$outdir/ --readFilesIn \$dir/\$sample'\_R1\_001.fastq' \$dir/\$sample'\_R2\_001.fastq'  
 Peak calling : default parameters  
 macs2 callpeak -f BAMPE -t sample.bam -c input.bam -g mm

## Data quality

All sequencing yielded 93-95 Q30% values. FastQC was used to check for good sequence quality (no samples were discarded). Duplicate reads were removed. All peaks called are FDR > 5% (q-value 0.05 in MACS2). Our correlations were quality-assured by (i) downsampling reads using normalization factors calculated from Drosophila Spiked In reads, (ii) using a stringent q-value threshold (0.01).

## Software

STAR Version 2.7.6a, Picard Version 2.23.7, MACS Version 3.0.0a7, DeepTools Version 3.5.1, Bedops Version 2.4.41, BEDtools Version 2.30.0, SAMtools Version 1.14

How the deposited data were processed for this re-analysis (not part of the article)

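Nuclear RNA-seq of 30 libraries in 15 conditions, with 2 replicates each, was used, from 4 count tables. These are CGR8 cells with and without 4 h of IAA (4 libraries), SYAT cells after 0, 2, 4, 6 and 8 h of IAA (10 libraries), SYAT cells sorted in EG1 or LG1 with and without 1 h of IAA (8 libraries), and cells expressing wtSRCAP-mCherry or cdSRCAP-mCherry with and without 4 h of IAA (8 libraries). Conditions and replicates were taken from the names of the columns in the deposited tables and the sample labels. Data of the other assays of the paper were not used here.

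According to the paper's Methods, the authors aligned the reads to mm10 with STAR and counted them with featureCounts on exons of GENCODE vM25 and on introns, defined as the gene body without exons. The authors deposited the resulting counts per gene as whole numbers, with an intron and an exon column per library and without normalization. They also deposited tables of their comparisons, in which the log2 fold changes and the p-values come from DESeq2 with shrinkage by the authors. Those log2 fold changes and p-values were used only to count the authors' calls and to set them beside the values computed here. Fitted to the deposited counts, DESeq2 with a term for the replicate, shrinkage of type normal, and only the pair of conditions compared for the sorted cells and for wtSRCAP and cdSRCAP cells, gave the log2 fold changes of the authors' deposited tables to within 1.64e-06. This setting was found after the data were seen, and the paper's text does not name the replicate term. In the authors' deposited tables of comparisons for the sorted cells and for wtSRCAP and cdSRCAP cells, the values follow the gene order of the count table and not the gene identifiers beside them, so their calls were read in that order. The copy of Supplementary Data 1 used here ends after 1999 genes in 2 of its sheets and after 207 in another, so no test of gene sets was made on it.

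Intron columns summed to between 3902509 and 7287893 counts in CGR8 cells, 18652274 and 26851535 in the SYAT time course, 22775471 and 32872563 in EG1, 4520810 and 7724200 in LG1, and 2006573 and 5398261 in wtSRCAP and cdSRCAP cells. The common biological coefficient of variation estimated by edgeR, 1 value for all genes of a fit, was 0.2825 in the CGR8 introns, 0.2882 in the SYAT introns, 0.2018 in the SYAT exons, 0.2947 in the sorted cells and 0.2713 in wtSRCAP and cdSRCAP cells. What depth and spread allow was tested on simulated counts drawn from the means, dispersions and library sizes of each table, with 200 genes of above-median expression changed, and counted at an adjusted p under 0.05 in every table, the sorted cells included. At a log2 change of 1, the edgeR test recovered 129 of them in the CGR8 introns, 21 in the SYAT introns, 97 in the SYAT exons, 0 in the sorted cells and 65 in wtSRCAP and cdSRCAP cells. At a log2 change of 2, it recovered 198, 178, 198, 162 and 192. DESeq2 with the replicate block, fitted to only the conditions compared, recovered 97 at a log2 change of 1 in the SYAT introns and called 68 unchanged genes. Of 100 sets of unchanged genes, fry gave a p under 0.05 for 6, camera for 0 and Fisher's exact test for 1, and k-means grouped 600 of 600 simulated genes with their own pattern.

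The genes of the tables carry GENCODE identifiers, 55401 in all. Symbols and coordinates (GRCm38, mm10) were taken from GENCODE vM21, the annotation at hand, in which 54349 identifiers have the same version and 55141 match without it. Tests were run in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr by condition (minimum count 10, minimum total 15), libraries were scaled by TMM, and p-values were adjusted by the Benjamini-Hochberg method. Each table was fitted as a whole. In the CGR8, SYAT time course, wtSRCAP and cdSRCAP comparisons, genes past an absolute log2 fold change of 0.5 and an adjusted p under 0.05 were counted. In EG1 and LG1 the thresholds were 0.25 and an unadjusted p under 0.05, as in the paper. Differences between responses were tested as interactions.

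Sets of genes were tested in the ranked log2 fold changes with limma's fry and camera (16 tests), and among called genes with two-sided Fisher's exact tests (32 tests) against the genes tested in the same fit, and against 10000 random lists matched on mean expression (12 tests of edgeR calls and 30 of calls of DESeq2 with the replicate block). The families of ubiquitously expressed genes (621 genes) and of cilium genes (117 genes) were defined by symbol. The transcription factor genes came from Supplementary Data 3 (721 names, 637 of them matched) and from the supplement's table of pioneer factors (65 names, 60 matched). GO annotation, and the study's lists of housekeeping, bivalent and lineage-specific genes, were not used here. A list of 42 genes induced by ATF4, of which 41 were tested, was written from general knowledge after Slc1a4, Atf4, Chac1 and Cars had been seen and before the values of its own genes were looked at.

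The genes named were chosen by a rule. They are every gene that the paper's text names for transcription, Srcap, H2afz, H2afv, and the genes labelled in Fig. 3a and Fig. S3a. In each comparison, up to 5 genes with the smallest p in each direction were added, among genes past the threshold whose treated libraries both lie on the same side of both control libraries. Some genes that this rule selects are not reported here. Slc1a4, Atf4, Chac1 and Gab1 in exons were named after their values were seen. The libraries were directional, but the paper's text does not state whether counting used the strand, so counts of genes that overlap another gene are uncertain. A fold against a group whose libraries all have at most 3 counts was computed against 3 counts and is a lower bound for the counts of that column, not for transcription.

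Whether replicate numbers pair the libraries was checked by the correlation, across genes, of the deviations of libraries with the same number from the means of their conditions. It was over 0.1 in every pair of conditions of the sorted cells (between 0.134 and 0.718) and of wtSRCAP and cdSRCAP cells (between 0.274 and 0.544), so the numbers were taken to pair these libraries. In the SYAT time course and in CGR8 cells the numbers were taken as labels only, although the CGR8 introns, at 0.157, were over 0.1 as well.

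The tests, thresholds, gene families and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors in place of TMM, no filter on low counts, a filter at a mean of 50 counts, DESeq2 with shrunken and with unshrunken log2 fold changes, the replicate as a block, a fit of only the conditions compared, no threshold on the fold change, and each library left out in turn. Robust dispersion, DESeq2 with the replicate block, DESeq2 on only the conditions compared, exon counts taken off the intron column, whole-gene counts in both phases of the sorted cells (the intron column in EG1, and both columns summed in LG1), a limit of 10 exon counts per intron count and the exonic tests outside the time course were added after the data were seen. With a library left out, a condition has 1 library, so only fold changes were taken from these fits. Simulations of unchanged groups against the SYAT controls gave the chance level of shared changes between time points.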

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

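Each result in this part was singled out because it is a signal in exonic counts outside the time course, which the paper does not report on. The exonic tests of these samples were chosen only after the intronic results were seen, and the tests of genes induced by ATF4 only after Slc1a4, Atf4, Chac1 and Cars had been seen, so the genes below were named after their values were seen.

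In exons of CGR8 cells, which carry no degron, 2 genes passed the adjusted threshold of the edgeR fit after 4 h of IAA, both lower, and 1855 of 20250 genes had an unadjusted p under 0.05. DESeq2 with the replicate block, chosen after the data were seen, called 38 lower and 113 higher genes. Replicate numbers of these cells were taken as labels only. Slc1a4 (ENSMUSG00000020142.12, chromosome 11 from 20302180 to 20332713) had 1782 and 2271 normalized counts in the control libraries and 571 and 576.8 after IAA, a log2 fold change of -1.82 (adjusted p = 0.0444 from edgeR). Atf4 (ENSMUSG00000042406.8, chromosome 15 from 80255184 to 80257541) had 6078 and 5101 in the control and 1868 and 1999 after IAA, a log2 fold change of -1.53 (adjusted p = 0.0444). The lower depth of control replicate 1 was weighed first. Without that library the median size of both changes was 1.68, which is also its value with all libraries, so the depth of that library is argued against as the cause.

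Because both genes belong to the response to amino acid shortage, 42 genes induced by ATF4 were listed without Slc1a4, Atf4, Chac1 and Cars, which had prompted the list, and 41 of them were tested in CGR8 exons. Their median log2 fold change was -0.353, against a mean of -0.0209 over random lists matched on mean expression, and 37 of them were lower (90.2%). Of 10000 such lists 0% were as low, and of 10000 lists matched on gene length 0% were as low too, which argues against gene length bias. Gene by gene, 20 of the 41 had an unadjusted p under 0.05, 12 passed adjusted over the list alone and 0 passed over all genes tested. Limma's fry gave a p of 0.0347 for the list and an adjusted p = 0.312 over the 9 comparisons in which it was tested. The median was -0.1985 without control replicate 1, -0.44 without control replicate 2, and -0.417 and -0.337 without replicates 1 and 2 after IAA, so its size rests in part on control replicate 1 and its sign does not. A lower ATF4 response with IAA than in the control, without SRCAP degradation, fits the median of -0.3534 and stays open as a hypothesis, with the reservation that fry did not pass after correction. Whether the CGR8 control cells received auxinole is not stated, so IAA and auxinole are not separated by this comparison.

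Elsewhere the medians of the same list were nearer to 0. They were 0.0124, -0.107, -0.00768 and -0.0987 in SYAT exons after 2, 4, 6 and 8 h, -0.0663 in wtSRCAP cells, -0.0772 in cdSRCAP cells, 0.0518 in EG1 and 0.0718 in LG1. Of 10000 random lists matched on mean expression, 0.01% were as low in SYAT cells at 4 h, 0.04% at 8 h, 0.2% in wtSRCAP cells and 0% in cdSRCAP cells, while fry gave adjusted p-values of 0.615, 0.585, 0.632 and 0.754 there. No difference between CGR8 and the other cells was tested for the list.

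In exons of wtSRCAP cells, 1 gene passed the adjusted threshold after 4 h of IAA, and 1415 of 19111 genes had an unadjusted p under 0.05. The replicate block gave 280 lower and 332 higher genes. Chac1 (ENSMUSG00000027313.3, chromosome 2 from 119351229 to 119354381) had 269 and 265.4 normalized counts in the control and 19.72 and 16.54 after IAA, a log2 fold change of -3.90 (adjusted p = 0.0367 from edgeR). With each library left out in turn its size lay between 3.73 and 3.99, and it was lower in introns too. In exons of cdSRCAP cells, 0 genes passed after IAA, with 1077 at an unadjusted p under 0.05, and with the replicate block 245 were lower and 100 higher. No technical or biological explanation was tested for Chac1 alone.

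Between cdSRCAP and wtSRCAP cells after IAA, 1 gene passed the adjusted threshold in exons, and 961 genes had an unadjusted p under 0.05. With the block, 156 were lower and 113 higher. The 1 gene is Gab1, with 2596 and 2597 normalized counts in wtSRCAP cells and 247.1 and 290.2 in cdSRCAP cells, a log2 fold change of -3.27 (adjusted p = 0.0244 from edgeR). Its size lay between 3.16 and 3.39 with each library left out. The same gene is lower in introns of cdSRCAP cells with and without IAA. In control cells 0 genes passed in exons, with 730 at an unadjusted p under 0.05, and with the block 57 were lower and 117 higher. The wtSRCAP and cdSRCAP cells are different lines, and whether Gab1 differs by the line or by the activity of SRCAP was not tested.

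Exons of EG1 and LG1 gave 0 genes past the adjusted threshold. At an unadjusted p under 0.05 and the fold threshold of these samples, 217 genes were lower and 40 higher in EG1, and 154 lower and 60 higher in LG1. Blocked by replicate, 953 were lower and 316 higher in EG1, and 545 lower and 338 higher in LG1, while DESeq2 with the block called 0 and 2, and 0 and 1.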

How the results depend on the processing

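The tests with robust dispersion estimates, with DESeq2 and the replicate block, with DESeq2 on only the conditions compared, with exon counts taken off the intron column, with whole-gene counts in both phases of the sorted cells and with a limit on exon counts per intron count were chosen only after the result was seen. Recomputing the values under all alternatives gave 1588 values, of which 1012 kept their direction and their side of the threshold, or moved by less than the spread between replicates, or, for counts, stayed within 1.5 times the count as reported. For the main results of the comparisons this held for 500 of 939. Dropping the threshold on the fold change changed 0 of 69 values in this sense, DESeq2's size factors in place of TMM left 144 of 150 unchanged, and with 10 other seeds of k-means between 455 and 457 of the 457 genes were in the same cluster. Apart from the values given below, 132 others changed, of which 23 became weaker, 15 stronger and 94 moved when 1 library was left out. Except where a value or the construction of an alternative is named, the cause was not tested.

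With DESeq2's size factors, lower genes in introns numbered 2 in CGR8 cells. By these factors, higher genes in introns numbered 1 in SYAT cells at 8 h, 1 in the difference between the responses in EG1 and LG1, and 2 in cdSRCAP against wtSRCAP after IAA. By these factors, lower genes in exons numbered 1 in cdSRCAP against wtSRCAP in controls. The log2 fold change of Srcap in EG1 introns was 0.019 in place of -0.016.

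Without a filter on low counts, lower genes in introns numbered 77 in CGR8 cells, 8, 15, 38 and 37 in SYAT cells at 2, 4, 6 and 8 h in turn, 4 in the difference between the responses in EG1 and LG1, 281 in wtSRCAP cells, 223 in cdSRCAP cells, 29 in the difference between the responses of wtSRCAP and cdSRCAP cells, 30 in cdSRCAP against wtSRCAP in controls, and 69 in cdSRCAP against wtSRCAP after IAA. Without the filter, higher genes in introns numbered 60 in CGR8 cells, 5, 14, 39 and 34 in SYAT cells at 2, 4, 6 and 8 h in turn, 116 in EG1, 3 in the difference between the responses in EG1 and LG1, 187 in wtSRCAP cells, 121 in cdSRCAP cells, 27 in the difference between the responses of wtSRCAP and cdSRCAP cells, 223 in cdSRCAP against wtSRCAP in controls, and 314 in cdSRCAP against wtSRCAP after IAA. Without the filter, lower genes in exons numbered 110 in CGR8 cells, 5, 47, 395 and 259 in SYAT cells at 2, 4, 6 and 8 h in turn, 519 in EG1, 238 in LG1, 7 in wtSRCAP cells, 5 in cdSRCAP cells, 10 in cdSRCAP against wtSRCAP in controls, and 27 in cdSRCAP against wtSRCAP after IAA. Without the filter, higher genes in exons numbered 276 in CGR8 cells, 3, 41, 490 and 189 in SYAT cells at 2, 4, 6 and 8 h in turn, 107 in EG1, 134 in LG1, 13 in wtSRCAP cells, 5 in cdSRCAP cells, 30 in cdSRCAP against wtSRCAP in controls, and 17 in cdSRCAP against wtSRCAP after IAA. This setting tests more genes, of lower counts.

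With only genes of a mean of at least 50 counts, lower genes in introns numbered 5 in CGR8 cells, and 50 in cdSRCAP cells. At this mean, higher genes in introns numbered 1 in SYAT cells at 8 h, 16 in EG1, 133 in LG1, 15 in wtSRCAP cells, 6 in cdSRCAP cells, and 9 in cdSRCAP against wtSRCAP after IAA. At this mean, lower genes in exons numbered 4 in CGR8 cells, 89 and 40 in SYAT cells at 6 and 8 h in turn, 62 in EG1, 89 in LG1, 0 in wtSRCAP cells, and 1 in cdSRCAP against wtSRCAP in controls. At this mean, higher genes in exons numbered 40 and 12 in SYAT cells at 6 and 8 h in turn, 13 in EG1, and 33 in LG1. Fewer genes are tested here. The Spearman correlation across genes of LG1 with SYAT cells at 4 h was 0.457.

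Replicate numbers of CGR8 and SYAT time course libraries were taken as labels only. Across genes, the deviations of libraries with the same number correlated between 0.011 and 0.785 in the SYAT introns, between -0.0179 and 0.761 in the SYAT exons, and by 0.157 in the CGR8 introns. The lowest values came from pairs with 6 h. Other SYAT pairs lay between 0.285 and 0.785 in introns and between 0.526 and 0.761 in exons, so pairing is not excluded there. Nor is it excluded in CGR8 cells, where 0.157 is over the 0.1 used for the sorted cells. With the replicate block in edgeR, lower genes in introns numbered 22 in CGR8 cells, 2 and 2 in SYAT cells at 6 and 8 h in turn, 620 in EG1, 882 in LG1, 173 in wtSRCAP cells, 221 in cdSRCAP cells, 1 in the difference between the responses of wtSRCAP and cdSRCAP cells, 8 in cdSRCAP against wtSRCAP in controls, and 37 in cdSRCAP against wtSRCAP after IAA. With this block in edgeR, higher genes in introns numbered 9 in CGR8 cells, 1, 6 and 5 in SYAT cells at 4, 6 and 8 h in turn, 134 in EG1, 691 in LG1, 119 in wtSRCAP cells, 99 in cdSRCAP cells, 1 in the difference between the responses of wtSRCAP and cdSRCAP cells, 128 in cdSRCAP against wtSRCAP in controls, and 203 in cdSRCAP against wtSRCAP after IAA. With this block in edgeR, lower genes in exons numbered 180 in CGR8 cells, 49, 498 and 460 in SYAT cells at 4, 6 and 8 h in turn, 953 in EG1, 545 in LG1, 280 in wtSRCAP cells, 245 in cdSRCAP cells, 57 in cdSRCAP against wtSRCAP in controls, and 156 in cdSRCAP against wtSRCAP after IAA. With this block in edgeR, higher genes in exons numbered 320 in CGR8 cells, 27, 325 and 174 in SYAT cells at 4, 6 and 8 h in turn, 316 in EG1, 338 in LG1, 332 in wtSRCAP cells, 100 in cdSRCAP cells, 117 in cdSRCAP against wtSRCAP in controls, and 113 in cdSRCAP against wtSRCAP after IAA. With the replicate block, the medians of the differences between the responses of wtSRCAP and cdSRCAP cells for the SYAT 4 h lists were 0.153 for the lower genes, with a p of 0.0469 from fry, and 0.154 for the higher genes, with a p of 0.0459. Without the block they were 0.164 and 0.145, with p of 0.355 and 0.269, and over these alternatives the p lay between 0.0469 and 0.508 and between 0.0459 and 0.479.

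With DESeq2 and unshrunken log2 fold changes, lower genes in introns numbered 29 in CGR8 cells, 27, 143, 303 and 275 in SYAT cells at 2, 4, 6 and 8 h in turn, 22 in the difference between the responses in EG1 and LG1, 119 in wtSRCAP cells, 115 in cdSRCAP cells, 3 in the difference between the responses of wtSRCAP and cdSRCAP cells, 7 in cdSRCAP against wtSRCAP in controls, and 11 in cdSRCAP against wtSRCAP after IAA. With unshrunken values, higher genes in introns numbered 12 in CGR8 cells, 30, 108, 219 and 182 in SYAT cells at 2, 4, 6 and 8 h in turn, 11 in the difference between the responses in EG1 and LG1, 66 in wtSRCAP cells, 40 in cdSRCAP cells, 84 in cdSRCAP against wtSRCAP in controls, and 98 in cdSRCAP against wtSRCAP after IAA. With unshrunken values, lower genes in exons numbered 6, 95, 351 and 272 in SYAT cells at 2, 4, 6 and 8 h in turn. With unshrunken values, higher genes in exons numbered 2, 28, 223 and 87 in SYAT cells at 2, 4, 6 and 8 h in turn.

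With DESeq2 and shrunken log2 fold changes, lower genes in introns numbered 21 in CGR8 cells, 24, 135, 288 and 263 in SYAT cells at 2, 4, 6 and 8 h in turn, 118 in wtSRCAP cells, 115 in cdSRCAP cells, 7 in cdSRCAP against wtSRCAP in controls, and 11 in cdSRCAP against wtSRCAP after IAA. With shrunken values, higher genes in introns numbered 6 in CGR8 cells, 20, 79, 183 and 147 in SYAT cells at 2, 4, 6 and 8 h in turn, 66 in wtSRCAP cells, 40 in cdSRCAP cells, 83 in cdSRCAP against wtSRCAP in controls, and 97 in cdSRCAP against wtSRCAP after IAA. With shrunken values, lower genes in exons numbered 6, 95, 351 and 270 in SYAT cells at 2, 4, 6 and 8 h in turn. With shrunken values, higher genes in exons numbered 2, 28, 219 and 87 in SYAT cells at 2, 4, 6 and 8 h in turn. Calls shared between time points of SYAT cells were 36 for 2 and 4 h, 36 for 2 and 6 h, 37 for 2 and 8 h, 172 for 4 and 6 h, 175 for 4 and 8 h, and 270 for 6 and 8 h, where edgeR shared 0 in each pair. In this fit 929 genes were clustered in place of 457.

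With DESeq2, shrunken log2 fold changes and the replicate block, lower genes in introns numbered 3 in CGR8 cells, 7, 63, 276 and 249 in SYAT cells at 2, 4, 6 and 8 h in turn, 89 in LG1, 90 in wtSRCAP cells, 159 in cdSRCAP cells, 9 in cdSRCAP against wtSRCAP in controls, and 12 in cdSRCAP against wtSRCAP after IAA. With DESeq2 and the replicate block, higher genes in introns numbered 1 in CGR8 cells, 6, 43, 211 and 153 in SYAT cells at 2, 4, 6 and 8 h in turn, 35 in EG1, 42 in LG1, 60 in wtSRCAP cells, 118 in cdSRCAP cells, 84 in cdSRCAP against wtSRCAP in controls, and 109 in cdSRCAP against wtSRCAP after IAA. With DESeq2 and the replicate block, lower genes in exons numbered 38 in CGR8 cells, 3, 43, 348 and 275 in SYAT cells at 2, 4, 6 and 8 h in turn, 0 in EG1, 0 in LG1, 51 in wtSRCAP cells, 134 in cdSRCAP cells, 47 in cdSRCAP against wtSRCAP in controls, and 35 in cdSRCAP against wtSRCAP after IAA. With DESeq2 and the replicate block, higher genes in exons numbered 113 in CGR8 cells, 17, 310 and 96 in SYAT cells at 4, 6 and 8 h in turn, 2 in EG1, 1 in LG1, 138 in wtSRCAP cells, 76 in cdSRCAP cells, 70 in cdSRCAP against wtSRCAP in controls, and 28 in cdSRCAP against wtSRCAP after IAA. Calls shared between time points with this replicate block were 8 for 2 and 4 h, 6 for 2 and 6 h, 6 for 2 and 8 h, 79 for 4 and 6 h, 70 for 4 and 8 h, and 210 for 6 and 8 h. Across genes, the Spearman correlation of log2 fold changes between pairs of times was 0.403, 0.124, 0.202, 0.312, 0.542 and 0.401 in the same order, against 0.612 to 0.82 in edgeR. The simulated level of unchanged groups, up to 0.481, was computed without the block. The clusters held 842 genes, and the correlation of LG1 with SYAT cells at 4 h was 0.423.

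With robust dispersion estimates, lower genes in introns numbered 6 in CGR8 cells, 64 in cdSRCAP cells, and 2 in cdSRCAP against wtSRCAP in controls. With robust estimates, higher genes in introns numbered 1 in SYAT cells at 8 h, 1 in the difference between the responses in EG1 and LG1, 15 in wtSRCAP cells, 8 in cdSRCAP cells, 25 in cdSRCAP against wtSRCAP in controls, and 10 in cdSRCAP against wtSRCAP after IAA.

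With only the conditions compared in the edgeR fit, lower genes in introns numbered 9, 0 and 0 in SYAT cells at 4, 6 and 8 h in turn, 263 in LG1, 2 in wtSRCAP cells, and 63 in cdSRCAP cells. With only these conditions, higher genes in introns numbered 1 and 0 in SYAT cells at 4 and 6 h in turn, 39 in EG1, 86 in LG1, 0 in wtSRCAP cells, 16 in cdSRCAP cells, 1 in cdSRCAP against wtSRCAP in controls, and 2 in cdSRCAP against wtSRCAP after IAA. With only these conditions, lower genes in exons numbered 4 and 0 in SYAT cells at 4 and 6 h in turn. With only these conditions, higher genes in exons numbered 0 and 0 in SYAT cells at 6 and 8 h in turn. Fewer libraries are fitted here.

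With DESeq2 on only the conditions compared, lower genes in introns numbered 128, 252, 159 and 185 in SYAT cells at 2, 4, 6 and 8 h in turn, 139 in LG1, 51 in wtSRCAP cells, 171 in cdSRCAP cells, 5 in cdSRCAP against wtSRCAP in controls, and 7 in cdSRCAP against wtSRCAP after IAA. In this DESeq2 fit, higher genes in introns numbered 88, 157, 133 and 124 in SYAT cells at 2, 4, 6 and 8 h in turn, 26 in EG1, 36 in LG1, 19 in wtSRCAP cells, 105 in cdSRCAP cells, 62 in cdSRCAP against wtSRCAP in controls, and 64 in cdSRCAP against wtSRCAP after IAA. In this DESeq2 fit, lower genes in exons numbered 38, 208, 23 and 262 in SYAT cells at 2, 4, 6 and 8 h in turn. In this DESeq2 fit, higher genes in exons numbered 11, 78, 22 and 90 in SYAT cells at 2, 4, 6 and 8 h in turn.

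With exon counts taken off the intron column, lower genes in introns numbered 0 and 0 in SYAT cells at 6 and 8 h in turn, and 1 in the difference between the responses in EG1 and LG1. After taking exon counts off, higher genes in introns numbered 0 in SYAT cells at 6 h, 261 in EG1, and 2 in the difference between the responses in EG1 and LG1. Taken off and tested with DESeq2, lower genes in introns numbered 30, 27, 45 and 40 in SYAT cells at 2, 4, 6 and 8 h in turn, and 33 in the difference between the responses in EG1 and LG1. Tested with DESeq2, higher genes in introns numbered 29, 63, 76 and 90 in SYAT cells at 2, 4, 6 and 8 h in turn, 207 in EG1, and 9 in the difference between the responses in EG1 and LG1. Taken off and tested with DESeq2 and the replicate block, lower genes in introns numbered 31, 22, 44 and 39 in SYAT cells at 2, 4, 6 and 8 h in turn. With that replicate block, higher genes in introns numbered 25, 49, 93 and 95 in SYAT cells at 2, 4, 6 and 8 h in turn. At most 10 exon counts per intron count, lower genes in introns numbered 0 in CGR8 cells, and 45 in cdSRCAP cells. Under this limit, higher genes in introns numbered 0 in CGR8 cells, and 2 in cdSRCAP against wtSRCAP after IAA.

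At the thresholds of the time course, lower genes in introns numbered 0 in EG1, and 0 in LG1. At these thresholds, higher genes in introns numbered 1 in EG1, and 0 in LG1. At the threshold of an unadjusted p the counts were 329 lower and 68 higher in EG1 and 471 lower and 217 higher in LG1. With whole-gene counts in both phases, lower genes in introns numbered 133 in LG1. Of whole genes, higher genes in introns numbered 124 in EG1, and 31 in LG1. With whole-gene counts, DESeq2 and the replicate block, lower genes in introns numbered 0 in LG1. Of whole genes with the replicate block, higher genes in introns numbered 35 in EG1, and 2 in LG1.

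The p-values of gene sets in this paragraph are unadjusted. Among SYAT 6 h genes called by edgeR, of which 1 was lower and 1 higher, Fisher's exact test gave a p of 1 for each list of transcription factors. With DESeq2 calls it gave 0.00369 for the motif list among lower genes, 0.00082 among higher genes and 0.0274 for pioneer factors among higher genes. DESeq2 calls with the replicate block gave 0.0266, 0.0100 and 0.0393 for these lists, and against matched random lists 0.025 and 0.0188 for the motif list. Over all genes, fry gave 0.000188 for the motif list and 0.00118 for the pioneer list, and camera gave 8.96e-07 and 0.000887. For ubiquitously expressed families among the higher genes at 6 h, Fisher's exact test gave 0.00093 with DESeq2 calls, 0.000461 with the replicate block, and matched lists gave 4e-04. Among the lower genes of EG1 these families had a p of 0.191 with DESeq2 calls, with the opposite direction, and 0.0264 against matched lists with the replicate block. Among the higher genes of EG1, where edgeR calls gave 0.279, fry gave 0.983 and camera 0.166, with the opposite direction. For the families in LG1, Fisher's exact test on edgeR calls gave 3.77e-09 among the lower genes, fry gave 0.403 and camera gave 2.13e-07.

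Cilium families, for which edgeR calls at 2, 4 and 8 h gave a Fisher's exact p of 1, had 0.00927 among lower genes with DESeq2 calls at 2 h, 0.00182 at 4 h and 1.03e-11 at 8 h. With the replicate block they held 0 of 7 lower genes at 2 h, and had a Fisher's exact p of 0.0689 at 4 h, or 0.245 against matched lists. At 8 h they had 1.27e-08 with the block, and 2e-04 against matched lists, the smallest p that these can give. By fry, unadjusted p-values were 0.0108 at 4 h, 0.00466 at 6 h, 0.00517 at 8 h, 0.00999 in EG1, 0.0131 in LG1, 0.00483 in wtSRCAP cells, 0.00113 in cdSRCAP cells and 0.573 for cdSRCAP against wtSRCAP in controls. By camera they were 2.77e-09 at 2 h, 5.05e-14 at 4 h, 5.33e-15 at 6 h, 2.18e-14 at 8 h, 0.0402 in EG1, 0.0103 in LG1, 1.73e-10 in wtSRCAP cells, 5.35e-21 in cdSRCAP cells, 0.976 for the controls and 0.00931 for cdSRCAP against wtSRCAP after IAA. Among the higher genes of EG1, where edgeR calls gave 0.0665, fry and camera had the opposite direction, DESeq2 calls gave 0.0308, and the replicate block and its matched lists gave 1 with the opposite direction. Among the lower genes of EG1, where edgeR calls gave 0.461, matched lists with the replicate block gave 1 with the opposite direction. For the lower genes of LG1, with 0.00893 from edgeR calls, matched lists gave 0.0586, and the replicate block gave 1 and, against matched lists, 0.896, each with the opposite direction. Among the higher genes of LG1, DESeq2 calls gave 0.549 with the opposite direction, and for lower genes of wtSRCAP cells matched lists gave 0.0544 where edgeR calls gave 0.0227.

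Spearman correlations across genes with SYAT cells at 4 h were 0.106 for EG1 and 0.337 for LG1. Pearson correlations were 0.0123 and 0.0839. With SYAT cells at 8 h the Spearman values were -0.0201 and 0.292, with 6 h 0.278 for LG1, with 2 h, a time chosen after the data were seen, 0.185 for EG1, and over the genes called by DESeq2 at 4, 6 or 8 h 0.236 and 0.499. With each library left out in turn they lay between 0.00407 (without EG1 IAA replicate 2) and 0.123 for EG1, and between 0.195 (without LG1 IAA replicate 1) and 0.299 for LG1.

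With 1 library left out in turn, median log2 fold changes of lower genes, taken over the genes that DESeq2 called where edgeR called fewer than 5, lay between -1.11 and -1.01 at 2 h and -1.03 and -0.97 at 8 h in SYAT introns, and in exons between -1.13 and -1.05 at 2 h, -1.00 and -0.95 at 4 h, -1.53 and -1.23 at 6 h, and -1.03 and -0.95 at 8 h. Medians of the higher genes lay between 1.12 and 1.29 at 2 h, 1.05 and 1.11 at 4 h and 0.93 (without IAA 8 h replicate 2) and 1.32 at 8 h in introns, and between 0.95 and 1.13 at 8 h in exons. In EG1 the lower genes lay between -1.19 and -0.52 (without control replicate 1) and the higher genes between 1.45 (without IAA replicate 1) and 3.24, against -1.03 and 2.60 with all libraries. In LG1 they lay between -0.85 and -0.75 and between 0.85 and 0.97. The lower genes lay between -1.48 and -1.30 in wtSRCAP cells and -1.37 and -1.28 in cdSRCAP cells, and the higher genes between 0.84 and 0.94 in cdSRCAP cells. For cdSRCAP against wtSRCAP they lay between -1.60 and -1.28 and between 1.44 and 1.54 in controls, and lower genes between -1.29 and -1.13 after IAA. For the SYAT 4 h lists, the lower genes in wtSRCAP cells lay between -0.82 and -0.61, and the higher genes between 0.53 and 0.77 in wtSRCAP and 0.50 and 0.67 in cdSRCAP cells. Median sizes of exonic changes lay between 1.01 and 1.27 in EG1, 0.88 and 1.03 in LG1, and 3.73 and 3.99 in wtSRCAP cells. At 6 h, the log2 fold changes lay between -0.10 and 1.03 for Trim28, -0.18 and 0.68 for H2afv, and -0.11 and 0.73 for Zfp42, with each of the lowest values from the fit without IAA 6 h replicate 2, and a value of -0.11 for Zfp42 without control replicate 1 as well.

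For the differences between responses, DESeq2 with shrunken log2 fold changes, a fit of only the conditions compared and no threshold on the fold change were not run. Depth and spread limit the count of genes at an adjusted p. On simulated counts of the SYAT introns the edgeR test recovered 21 of 200 genes changed by a log2 of 1 and 178 of 200 changed by 2, so smaller changes in single genes are not excluded by the few calls.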

Differences from the paper's values

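Tests with DESeq2 and the replicate block, with DESeq2 on only the conditions compared, with exon counts taken off the intron column and with whole-gene counts were chosen only after the result was seen. A difference is named where the larger of the values is more than 1.5 times the smaller.

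In introns of SYAT cells after 6 h of IAA, the paper gives 276 lower and 211 higher genes, and the edgeR fit gave 1 and 1, with 2136 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 closed the gap, with 288 and 183 genes with shrunken and 303 and 219 with unshrunken log2 fold changes, and the others did not. With shrunken log2 fold changes and the replicate block, a setting chosen after seeing the values, DESeq2 gave 276 and 211.

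In the CGR8 introns, the edgeR fit gave 1 lower and 2 higher genes, where the paper has about 3 lower and about 1 higher (Fig. S3a, read by eye). For the lower genes, DESeq2's size factors gave 2, and no other alternative set before the data were examined closed the gap. None of these did for the higher genes. Chosen after seeing the values, DESeq2 with the replicate block gave 3 and 1.

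After 2 h in SYAT introns, 0 genes were lower and 0 higher in edgeR, with 755 at an unadjusted p under 0.05, against about 7 lower and about 6 higher in the paper's Fig. 3a, read by eye. Testing without a filter on low counts gave 8 and 5, and no other alternative set before the data were examined closed the gap. After 4 h the edgeR fit gave 0 and 0, with 1398 genes at an unadjusted p under 0.05, against about 63 lower and about 43 higher in the paper's Fig. 3a, read by eye, and none of these alternatives closed the gap. After 8 h it gave 1 and 0, with 1990 at an unadjusted p under 0.05, against about 250 lower and about 150 higher in the paper's Fig. 3a, read by eye. There DESeq2 gave 263 and 147 genes with shrunken and 275 and 182 with unshrunken log2 fold changes, and the others did not close the gap. Chosen after seeing the values, DESeq2 with the replicate block gave 7 and 6 genes after 2 h, 63 and 43 after 4 h, and 249 and 153 after 8 h. Other settings chosen after seeing the values that closed a gap were DESeq2 on only the conditions compared, with 185 lower and 124 higher genes after 8 h, and exon counts taken off the intron column, with 63 higher genes after 4 h with DESeq2 and 49 with the replicate block.

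In SYAT exons after 2 h, edgeR gave 0 lower genes, with 752 genes at an unadjusted p under 0.05, and the paper about 3 (Fig. S3b, read by eye), a gap that none of the alternatives set before the data were examined closed. After 4 h it gave 0 lower and 0 higher, with 1745 at an unadjusted p under 0.05, and the paper about 43 and about 17 (Fig. S3b, read by eye). Testing without a filter gave 47 lower genes and the replicate block 49, and none of these alternatives closed the gap for the higher genes. After 6 h it gave 7 lower and 6 higher, and the paper about 350 and about 310 (Fig. S3b, read by eye). For the lower genes, no filter gave 395, the replicate block 498, and DESeq2 351 with shrunken and 351 with unshrunken log2 fold changes. For the higher genes, the replicate block gave 325, and DESeq2 219 with shrunken and 223 with unshrunken values. After 8 h it gave 0 lower and 1 higher, with 2606 at an unadjusted p under 0.05, and the paper about 280 and about 96 (Fig. S3b, read by eye). Here no filter gave 259 lower genes, and DESeq2 gave 270 lower and 87 higher with shrunken and 272 and 87 with unshrunken values, and the remaining alternatives did not close these gaps. DESeq2 with the replicate block, chosen after seeing the values, gave 3 lower genes after 2 h, 43 lower and 17 higher after 4 h, 348 and 310 after 6 h, and 275 and 96 after 8 h, and DESeq2 on only the conditions compared, also chosen after seeing the values, gave 262 and 90 after 8 h.

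In EG1, edgeR called 68 genes higher, against about 35 in the paper's Fig. 3g, read by eye. A fit of only the conditions compared gave 39, and no other alternative set before the data were examined closed the gap. Settings chosen after seeing the values that closed it were DESeq2 with the replicate block, with 35 genes on intron counts, 35 on whole-gene counts and 50 with exon counts taken off, and DESeq2 on only the conditions compared, with 26. In LG1, edgeR called 471 genes lower and 217 higher, against about 89 and about 42 in the paper's Fig. 3h, read by eye, and none of the alternatives set before the data were examined closed either gap. DESeq2 with the replicate block gave 89 and 42, and edgeR with whole-gene counts in both phases 133 and 31, both chosen after seeing the values. For the higher genes, DESeq2 on only the conditions compared, chosen after seeing the values as well, gave 36.

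Between cdSRCAP and wtSRCAP control cells, edgeR called 1 gene lower and 12 higher in cdSRCAP, against about 9 and about 84 in the paper's Fig. 6f, read by eye. The replicate block gave 8 lower genes, DESeq2 gave 7 and 83 genes with shrunken and 7 and 84 with unshrunken log2 fold changes, and no other alternative set before the data were examined closed a gap. After IAA edgeR called 1 lower and 1 higher, against about 12 and about 110 in the paper's Fig. 6f, read by eye. DESeq2 gave 11 and 97 genes with shrunken and 11 and 98 with unshrunken values, and the others did not close the gap. With the replicate block DESeq2 gave 9 and 84 genes in control cells and 12 and 109 after IAA, and on only the conditions compared 62 higher genes in control cells, both chosen after seeing the values. The clusters held 457 genes, against about 990 in the paper's Fig. 6c, read by eye. DESeq2 with shrunken log2 fold changes gave 929, no other alternative set before the data were examined closed the gap, and DESeq2 with the replicate block, chosen after seeing the values, gave 842.

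Of the 9 genes of mesoderm differentiation and pluripotency that the paper states were upregulated in introns, 0 passed the adjusted threshold in the edgeR fit at 6 h. With DESeq2, 2, 1 and 2 of the 9 genes had an adjusted p under 0.05 at 4, 6 and 8 h. Among them were Gata3 at 6 h (adjusted p = 0.0024 from DESeq2) and Meis1 at 4 and 8 h (adjusted p = 0.0357 and 0.0063). With the replicate block, 5 had an adjusted p under 0.05 at 6 h, of which 2 also passed the threshold on the fold change. DESeq2 with the replicate block, chosen after seeing the values, gave at 6 h an adjusted p of 0.000568 for Gata3, 0.00113 for Bmp4, 0.0183 for Meis1, 0.000775 for Lefty2 and 0.0383 for Nanog, and of 0.192 for Gata6, 0.0648 for Myc, 0.245 for Trim28 and 0.202 for Zfp42. Over edgeR, DESeq2 and DESeq2 with the replicate block, the adjusted p at 6 h lay between 0.000568 and 0.112 for Gata3, 0.0183 and 0.228 for Meis1, 0.00113 and 0.456 for Bmp4, 0.000775 and 0.416 for Lefty2, and 0.0383 and 0.491 for Nanog. Of the 32 genes labelled in Fig. 3a as changed, 2 passed over all genes in edgeR, both at 6 h. With DESeq2 16, 26, 29 and 29 had an adjusted p under 0.05 after 2, 4, 6 and 8 h, and with the replicate block, chosen after seeing the values, 23, 30, 31 and 31.

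The paper states that IAA did not change transcription in CGR8 cells, where edgeR called 3 genes, each at 0 in a condition, and it labels in Fig. S3a 4 testable genes of which edgeR passed 0, with 4 at an unadjusted p under 0.05. For Cars, Scd2, Mafg and Zfp605, DESeq2 gave adjusted p-values of 2.56e-07, 7.19e-05, 0.00482 and 0.00664, and with the replicate block, chosen after seeing the values, 0.00119, 0.0386, 0.0122 and 0.0122, against 0.0606, 0.102, 0.584 and 0.584 in edgeR.

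For other statements, the paper reports that genes downregulated at 6 h were enriched in ubiquitously expressed genes. Families of such genes listed by symbol made up 9 of the 288 lower genes of DESeq2 (3.12%, against 3.97% of the genes tested) and 7 of the 276 in the authors' deposited table (2.54%). The paper also finds no functional category overrepresented among the downregulated genes, where cilium families listed by symbol made up 11 of the 288 lower genes of DESeq2 (3.82%, against 0.683% of the genes tested, adjusted p = 3.2e-05 from Fisher's exact test). These families were listed because Fig. S3e names cilium terms for the downregulated genes, so this p is not independent evidence. The paper counts many of the genes downregulated in EG1 as housekeeping genes, and there the ubiquitously expressed families made up 10 of 329 lower genes (3.04%, against 3.14%). It finds fewer downregulated genes in LG1 than in EG1, and edgeR called 471 in LG1 and 329 in EG1. With whole-gene counts in both phases, chosen after seeing the values, the order was the paper's, 133 and 321, as it was with DESeq2 and the replicate block, also chosen after seeing the values, with 89 and 310. The paper finds that wtSRCAP compensated the loss of SRCAP more than cdSRCAP did. For genes lower in SYAT cells at 4 h the medians went the paper's way, with -0.69 in wtSRCAP and -0.88 in cdSRCAP cells, and for the higher genes they did not, with 0.61 and 0.54. The difference had a p of 0.355 and of 0.269 from fry, or of 0.0469 and 0.0459 with the replicate block.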

Other observations

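The tests of LG1 against EG1 with whole-gene counts, of the ubiquitously expressed families in LG1 by expression and gene length, of the cilium families, of false calls, of the genes lower in LG1 by exon counts per intron count, of the clusters in EG1 and LG1, of the genes higher in cdSRCAP cells, and of 0 counts by sampling were chosen only after the result was seen.

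In the SYAT time course, replicate 2 at 6 h stood apart from the other libraries. Across 9981 genes the SD of the log2 difference between replicates was 0.898 at 6 h, against 0.477 in the control and 0.416, 0.619 and 0.791 at 2, 4 and 8 h. A lower library size is argued against, since its intron column summed to 19410290 counts (19410000 when rounded), within the range of the other 9 libraries. A stronger response to IAA in this library is argued against too, since the difference between replicates had a Spearman correlation of -0.1321 with the mean log2 fold change at 4 and 8 h. What stays open are a few genes taking more of the counts, with 17.7% of the intron column in its 10 most counted genes against at most 14.48% in the other libraries, and GC content bias, with a Spearman correlation of 0.5242 with transcript GC content against values between -0.218 and -0.0463 in the other conditions. Both fit, and they do not exclude each other. Gene length bias is not decided, since the Spearman correlation with gene length was -0.3391, smaller in size than 0.453 at 4 h and 0.634 at 8 h and opposite to them in sign. The spread of this library as the reason for the few edgeR calls is argued against. Without it, 0 genes passed at 4 h, with 1996 at an unadjusted p under 0.05, 0 at 2 h, with 1162, and 1 at 8 h.

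Changes that rest on this library include those of the H2A.Z genes in introns at 6 h. H2afz had 12330 and 11370 normalized counts in the control and 12240 and 24550 after IAA, a log2 fold change of 0.63 (standard error 0.288, adjusted p = 0.365 from edgeR), and of 0.05 without replicate 2 at 6 h. H2afv had 1284 and 1309 in the control and 1141 and 2078 after IAA, a log2 fold change of 0.31 (adjusted p = 0.615), and of -0.18 without that library. No explanation was tested for single genes.

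Counts of 0 in the intron column were found beside 50 counts or more in the other library of the condition, for 851 genes in a library, summed over the tables. Sampling of low counts is argued against, since draws at the same means gave 0 such genes. Exon counts taken off in the making of the intron column fit. Among genes with 100 to 300 intron counts, the median log2 difference between LG1 replicates was 0.45 for genes with over 10 exon counts per intron count and 0.305 for genes with under 2. It was 1.96 and 0.373 in EG1 and 0.582 and 0.304 in the SYAT time course, 0.313 and 0.288 in CGR8 cells, and 0.304 and 0.296 in wtSRCAP and cdSRCAP cells, where it hardly rose. A 0 in a library raises both the exon counts per intron count and the difference between replicates, so part of the rise is built in. The design gives no biological explanation for the 0 counts, so none was tested.

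More genes were lower than higher at 6 h with DESeq2 in the SYAT intron column, 288 and 183, while with the exon column taken off 45 were lower and 76 higher. Exonic reads in the intron column are argued against as the reason for the lower genes. Of the 288, 233 were tested in all 3 ways, and their median log2 fold change was -0.93 in the intron column minus the exon column, -0.957 in the intron column and -0.927 in the exon column. Fewer counts once exonic reads are taken off fit as the reason for the changed order. In 3 random thinnings of the intron column, which kept between 10.3% and 24.6% of the counts, a median of 5 genes were lower (9, 5 and 2), and 33, 26 and 26 were higher. An effect of SRCAP loss is the biological explanation that the design gives, and these tests do not bear on it.

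More genes were lower in LG1 than in EG1 in the edgeR fit of both phases, 471 and 329. Another content of the intron columns in both phases fits, since with whole-gene counts in both (the intron column in EG1, and both columns summed in LG1) 133 genes were lower in LG1 and 321 in EG1. Among genes whose EG1 intron column was at least as high as the exon column in each library, it was 102 and 155, against 362 and 193 with the intron columns. Over 5273 genes, the Pearson correlation of the EG1 intron column was 0.6374 with the LG1 intron column and 0.8151 with the sum of the LG1 columns. Exon counts taken off in the making of the intron column fit as well and stay open for the genes lower in LG1. At 100 to 300 intron counts, 5.65% of genes with at least 2 exon counts per intron count were lower in LG1 and 2.84% of those with under 2 (p = 0.000112 from Fisher's exact test). The share was 5.95% at 2 to 10 and 4.39% at over 10 (p = 0.165 from Fisher's exact test against under 2), so it did not rise throughout. A difference between the phases in the response to SRCAP loss stays open. The edgeR test of it gave 0 genes past the adjusted threshold, with 314 at an unadjusted p under 0.05. DESeq2 with unshrunken log2 fold changes called 22 genes lower and 11 higher there.

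Families of ubiquitously expressed genes were lower in LG1 after IAA. They made up 41 of 471 lower genes (8.7%, against 3.14% of the genes tested, odds ratio 3.1, adjusted p = 1.21e-07 from Fisher's exact test), where random lists matched on mean expression gave 16.3, with a p of 2e-04, the smallest they can give. The median log2 fold change of 547 genes was -0.112. Of 10000 random lists matched on expression level, 0% had as low a median, and of those matched on gene length 0%, which argues against both. Lists matched on intron counts and on exon counts per intron count gave 21.7 lower genes, and 0% of them had as low a median, against exon counts taken off in the making of the intron column as the whole reason. The families are not shifted under every test. The adjusted p from fry was 0.537 (unadjusted 0.403, or 0.0356 with the replicate block), with whole-gene counts the median was -0.00846, and it was 0 without control replicate 2 or replicate 1 after IAA, -0.223 without control replicate 1 and -0.332 without replicate 2 after IAA. A difference from EG1, where the median was 0.0448, had an adjusted p = 0.775 from fry. Random lists of single genes do not carry the shared changes of a family, so the shift in LG1 stays open as a hypothesis.

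Cilium families were lower after IAA in SYAT cells, with a median log2 fold change of -0.46 at 6 h, in wtSRCAP cells, with -0.436 over 99 genes (adjusted p = 0.0138 from fry), and in cdSRCAP cells, with -0.62 (adjusted p = 0.00629). Of 10000 random lists matched on expression level 0% had as low a median at 6 h, and of those matched on gene length 0%, which argues against both explanations. An effect of IAA without SRCAP degradation is argued against, since the median in CGR8 cells after IAA was -0.012 and lay between -0.0142 and 0.0428 over pairs of libraries, against -0.367 in SYAT cells after 4 h. Whether the CGR8 control cells received auxinole is not stated, so an effect of taking auxinole away is not excluded. The intron columns of CGR8 and SYAT cells also differ in content. In EG1 and LG1 after 1 h it was -0.0634 (adjusted p = 0.0216 from fry) and -0.0826 (adjusted p = 0.0233), and the difference between the phases had an adjusted p = 0.886. With 1 library of the phase left out, the median lay between -0.112 and -0.0304 in EG1 and between -0.127 and -0.0623 in LG1. In cdSRCAP against wtSRCAP cells it was -0.172 after IAA (adjusted p = 0.185, or an unadjusted p of 0.127 from fry, and of 0.0462 with the replicate block). GC content bias was not tested for these families. With induced wtSRCAP the median, -0.436, was no nearer to 0 than -0.367 in SYAT cells after 4 h, so no rescue by wtSRCAP was seen. A lower transcription of cilium genes after SRCAP loss, with either induced SRCAP, stays open as a hypothesis found and tested on the same data.

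In the time course, DESeq2 with the replicate block called more genes than edgeR. At 6 h, false calls from the sampling and spread of single genes are argued against as the main source. In 3 simulated time courses without a changed gene a median of 16 genes were called (21, 15 and 16), few beside the genes called in the data. False calls from deviations that genes share, such as those of replicate 2 at 6 h, are not covered by these simulations and stay open. At 2 h false calls fit and stay open, since the simulated time courses gave a median of 19 calls (19, 13 and 21), no fewer than the data. Over all times the simulations gave between 13 and 26 calls, against 0 to 3 with edgeR. In simulations of 8 h with 200 genes changed by a log2 of 1 and 2, DESeq2 with the block called 68 and 80 unchanged genes. These are more than without changed genes, and fewer than the 487 genes called in the data at 6 h. The 68 and 80 come from fits of only the control and 8 h libraries, and the 487 from a fit of the whole time course.

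Genes called higher in cdSRCAP than in wtSRCAP cells after IAA were compared in the control libraries, which hold no library of that comparison, to weigh the lower depth of wtSRCAP IAA replicate 1. Over 97 genes the median log2 fold change there was 0.9431, against 0.0369 for random lists matched on mean expression, which argues against depth. The wtSRCAP and cdSRCAP cells are different lines, and a difference between the lines that does not come from SRCAP activity was not tested.

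Clusters 5 and 6 were higher in cdSRCAP than in wtSRCAP cells and higher after IAA. Their genes were lower in EG1 and higher in LG1 after IAA, with medians of -0.29 and 0.14 in cluster 5. That 1 library sets the sign fits, since the LG1 median of this cluster was -0.142 without replicate 1 after IAA. Another content of the intron columns in both phases cannot be told apart from a difference between the phases. With whole-gene counts in both, the medians were -0.289 and 0.0743, and fry gave a p of 0.434 for the difference, against 0.231 with the intron columns, so the difference passed in neither and no value decides.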
